# *BRAF*^*V600E*^-mutated serrated colorectal neoplasia drives transcriptional activation of cholesterol metabolism

**DOI:** 10.1038/s42003-023-05331-x

**Published:** 2023-09-21

**Authors:** Paulina Rzasa, Sarah Whelan, Pooyeh Farahmand, Hong Cai, Inna Guterman, Raquel Palacios-Gallego, Shanthi S. Undru, Lauren Sandford, Caleb Green, Catherine Andreadi, Maria Mintseva, Emma Parrott, Hong Jin, Fiona Hey, Susan Giblett, Nicolas B. Sylvius, Natalie S. Allcock, Anna Straatman-Iwanowska, Roberto Feuda, Cristina Tufarelli, Karen Brown, Catrin Pritchard, Alessandro Rufini

**Keywords:** Cancer models, Colorectal cancer

## Abstract

*BRAF* mutations occur early in serrated colorectal cancers, but their long-term influence on tissue homeostasis is poorly characterized. We investigated the impact of short-term (3 days) and long-term (6 months) expression of *Braf*^*V600*E^ in the intestinal tissue of an inducible mouse model. We show that *Braf*^*V600E*^ perturbs the homeostasis of intestinal epithelial cells, with impaired differentiation of enterocytes emerging after prolonged expression of the oncogene. Moreover, *Braf*^*V600E*^ leads to a persistent transcriptional reprogramming with enrichment of numerous gene signatures indicative of proliferation and tumorigenesis, and signatures suggestive of metabolic rewiring. We focused on the top-ranking cholesterol biosynthesis signature and confirmed its increased expression in human serrated lesions. Functionally, the cholesterol lowering drug atorvastatin prevents the establishment of intestinal crypt hyperplasia in *Braf*^*V600E*^-mutant mice. Overall, our work unveils the long-term impact of *Braf*^*V600E*^ expression in intestinal tissue and suggests that colorectal cancers with mutations in *BRAF* might be prevented by statins.

## Abstract (web summary)

Short- and long-term expression of *Braf*^*V600E*^ in the intestinal epithelium of mice perturbs the homeostasis of intestinal epithelial cells and leads to transcriptional reprogramming that favors tumorigenesis and metabolic rewiring.

## Introduction

The single-layered intestinal epithelium contains functionally distinct cellular populations. Proliferating intestinal stem cells (ISCs), whose self-renewal depends on active Wnt/β-catenin signaling^1^, are interspersed among Paneth cells at the bottom of epithelial invaginations, known as crypts of Lieberkühn, and can be identified by selective markers such as LGR5 and OLFM4^2,3^. ISCs generate transient amplifying cells, which have limited proliferative capability and migrate upwards towards intestinal villi where they differentiate into the absorptive enterocyte lineage or the secretory lineage, which includes Paneth cells, enteroendocrine cells (EECs), and goblet cells.

Colorectal cancer (CRC) is a heterogeneous disease arising from the intestinal epithelium through two main routes^4,5^. First, tumors originating from tubular, villous or tubulovillous precursor adenomas localize to the left colon, are characterized by sustained Wnt/β-catenin signaling, and are thought to develop from ISCs through a bottom-up fashion^6–9^. Second, tumors located in the right colon arise from precursor sessile serrated lesions, characterized by a saw-tooth-shaped folding of the dysplastic epithelium, a flat sessile morphology, and a mucinous histology^10^. This subtype of CRC develops in a top-bottom fashion through transdifferentiation of committed epithelial cells to gastric metaplasia and enrichment in fetal markers^6,7,11^. The most common driver mutation of serrated lesions is an activating mutation of the *BRAF* oncogene^12–14^. A valine to glutamate substitution at codon 600 (V600E) generates a constitutive active mutant (BRAF^V600E^*)* serine-threonine kinase that is responsible for the activation of the downstream MEK/ERK arm of the MAPK pathway^15^. Additional molecular features associated with right-sided colonic neoplasia include CpG island methylator phenotype (CIMP), microsatellite instability (MSI), and loss of TGF signaling^10–12,14,16^. Recently, heterogeneity of *BRAF*-driven CRCs has been uncovered through bulk RNA sequencing, and two main *BRAF*^*V600E*^ CRC subtypes have been identified based on gene expression profile^17^. The BM1 subtype displays a gene expression profile enriched in EMT-related processes, *KRAS* signaling, and immune response, whereas the BM2 subtype is enriched in cell-cycle and cycle checkpoints-related processes, such as target genes of the E2F transcription factors and genes involved in the G2 to M transition of the cell cycle.

*Braf*^*V600E*^ has been reported to be a poor oncogene when expressed in the mouse intestinal epithelium, whereby few tumors develop after long latency^18–20^. This prolonged latency agrees with the knowledge that human CRC develops covertly over 10–15 years^21^ and indicates that intestinal tissue harbors the oncogenic *BRAF* mutation for a considerable time despite the absence of any clinical manifestation of the disease. Notwithstanding, little is known about the long-term impact of *BRAF*^*V600E*^ expression on intestinal homeostasis, and the mechanisms that enable *BRAF*-driven CRC development remain incompletely understood. Recently, the limited intestinal tumorigenesis of *Braf*^*V600E*^ mutant mice has been attributed to an imbalance between stemness and differentiation, whereby expression of *Braf*^*V600E*^ promotes differentiation of intestinal epithelial cells at the expense of ISCs^18,22^.

The overall aim of the work described here was to attain a deeper understanding of serrated tumorigenesis and ascertain the impact of long-term expression of *Braf*^*V600E*^. To this end, we used a mouse model carrying an inducible *Braf*^*V600E*^ allele^20^ targeted to the intestinal epithelium and performed transcriptional profiling over a 6-month time course. Together with dynamic changes in tissue homeostasis, we show that *Braf*^*V600E*^ orchestrates a rapid and persistent transcriptional reprogramming characterized by the enrichment of numerous gene signatures associated with *Braf*-driven CRC and additional signatures suggestive of metabolic rewiring. In particular, we observed a robust increase in the expression of cholesterol biosynthesis genes. The functional relevance of those adaptations was confirmed by the ability of atorvastatin, a commonly prescribed pharmacological inhibitor of the mevalonate pathway and cholesterol biosynthesis, to prevent the establishment of crypt hyperplasia in *Braf*^*V600E*^-mutant mice. Finally, through the analysis of human bulk and single-cell transcriptomic datasets, we confirmed that an increased cholesterol gene signature is a hallmark of serrated CRC.

## Results

### Activation of *Braf*^*V600E*^ in the intestine leads to crypt hyperplasia and persistence of crypt-resident ISCs

Mice carrying an inducible *Braf*^*V600E*^ knock-in allele were crossed with *VillinCre*^*ER*^ mice to generate *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ (BVE) and control *VillinCre*^*ER*^*/Braf*^*+/+*^ (WT) mice. Intraperitoneal injection of tamoxifen in BVE mice enabled expression of the mutant *Braf*^*V600E*^ allele. Mutant BVE mice displayed reduced survival (median survival 414 days versus 622 days in WT mice) (Supplementary Fig. 1a) and, as previously reported, neoplasia developed after long latency and with limited penetrance (Supplementary Fig. 1)^18–20^. 

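RNA extracted from the intestinal tissue of 4 BVE mice and 4 control mice at 6 months after induction was sequenced, with 1 library per mouse. The sample labels give the control mice as VillinCreER/0 and the Results call them WT, whereas the Methods describe them as mice with the inducible allele that received vehicle, so their genotype is not settled here. If they received vehicle, tamoxifen differs between the groups in the same way as the oncogene, and the 2 cannot be told apart. Each group held an equal number of males and females according to the Methods, but the labels do not give the sex of each mouse. The authors trimmed the reads, aligned them to the GRCm38/mm10 genome with STAR and deposited 1 value per gene and mouse, which is the number of reads on the gene divided by 1 size factor per library and is called normalized counts. These values are not corrected for gene length. The step between successive values of a library, which gives its size factor, puts the reads on genes at between 9799057 and 16128226 per BVE mouse (median 11624598.5) and between 14943997 and 17332604 per control mouse (median 16979864.5). The Methods aimed for 25 M reads per sample, which counts reads sequenced, while the values here rest on the reads on genes. A count of 3 reads, taken as the limit of detection, corresponded to between 2.22 and 4.49 normalized counts, and it covers counting error only, since PCR copies of a molecule were not removed. The 17476 genes with at least 10 normalized counts in at least 4 libraries were compared on the log2 scale, after 1 was added to each value, with limma and its variance trend, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Preranked GSEA on limma's statistic was run for 17 lists of marker or target genes, written from general knowledge apart from the G2/M and S phase genes, which are those of the Seurat package. They are not the signatures used in the paper, which are not used here. The p-values of preranked GSEA come from permuted genes and take no account of the correlation between genes, so each list was also given a score per mouse, the mean over its genes of the log2 value minus the gene's mean, and the scores of the groups were compared by an exact permutation test, which with 4 mice against 4 cannot give a two-sided p below 0.0286. Those of the 17 lists whose scores do not overlap all share this smallest p. Their adjusted p of 0.0486 from this test rests on how many lists reach it, so it is no separate evidence for a single list. The gastric metaplasia markers, whose choice of genes depended on the difference tested, are among them.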

To gain insight into short- and long-term outcomes of oncogene expression, we performed tissue histology (3 days, 6 weeks and 6 months after induction of *Braf*^*V600E*^) and transcriptomic analysis (3 days and 6 months after induction) of intestinal tissue of BVE and control mice (Fig. 1a and Supplementary Fig. 2). 

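The targeted gene, Braf (ENSMUSG00000002413, chromosome 6 of GRCm38 from 39603237 to 39725463), had 231 ± 33.8 normalized counts in BVE mice and 156 ± 10.9 in control mice (SD, n = 4 each). The counts do not separate the mutant allele from the wild-type allele. Every BVE mouse lay above every control mouse, with a log2 fold change of 0.56 (standard error 0.17), but over all genes tested the difference did not pass the threshold (adjusted p = 0.0682 from limma, and 0.00700 when adjusted over the list alone, the list being the 69 genes that the study names, which changes p little because 50 of them are heat map genes chosen on the same libraries). The fold change lay between 0.47 and 0.63 when each mouse was left out in turn. Among the 10 MAPK targets tested, 9 were higher in BVE mice, and 5 passed the threshold over all genes tested and 7 when adjusted over the list alone. Preranked GSEA of this list gave a normalized enrichment score (NES) of 2.14 (adjusted p = 3.78e-05 from gene permutation, Benjamini-Hochberg over the 17 lists). The alternative that moved this result most was the camera test with an inter-gene correlation estimated from the data, with an adjusted p of 0.0365, in a range from 5.04e-07 to 0.0365 over all the alternatives. The list score was 0.55 ± 0.05 in BVE mice and -0.55 ± 0.04 in control mice (SD, n = 4 each), and the groups did not overlap (two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists). Spry4 (ENSMUSG00000024427, chromosome 18 from 38586247 to 38601415) rose from 30.6 ± 4.18 to 182 ± 23.5 normalized counts (SD, n = 4 each), a log2 fold change of 2.54 (standard error 0.21, adjusted p = 7.01e-05 from limma with Benjamini-Hochberg adjustment). Etv4 (ENSMUSG00000017724, chromosome 11 from 101769742 to 101785371) rose from 20.5 ± 9.67 to 201 ± 16.2, a log2 fold change of 3.34 (standard error 0.32, limma adjusted p = 0.000203). Both genes are also among those shown in Supplementary Fig. 2c.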

Analysis of transcriptomic data using GSEA confirmed a robust expression of a MAPK gene signature in mutant mice (Supplementary Fig. 3).

**Fig. 1:**
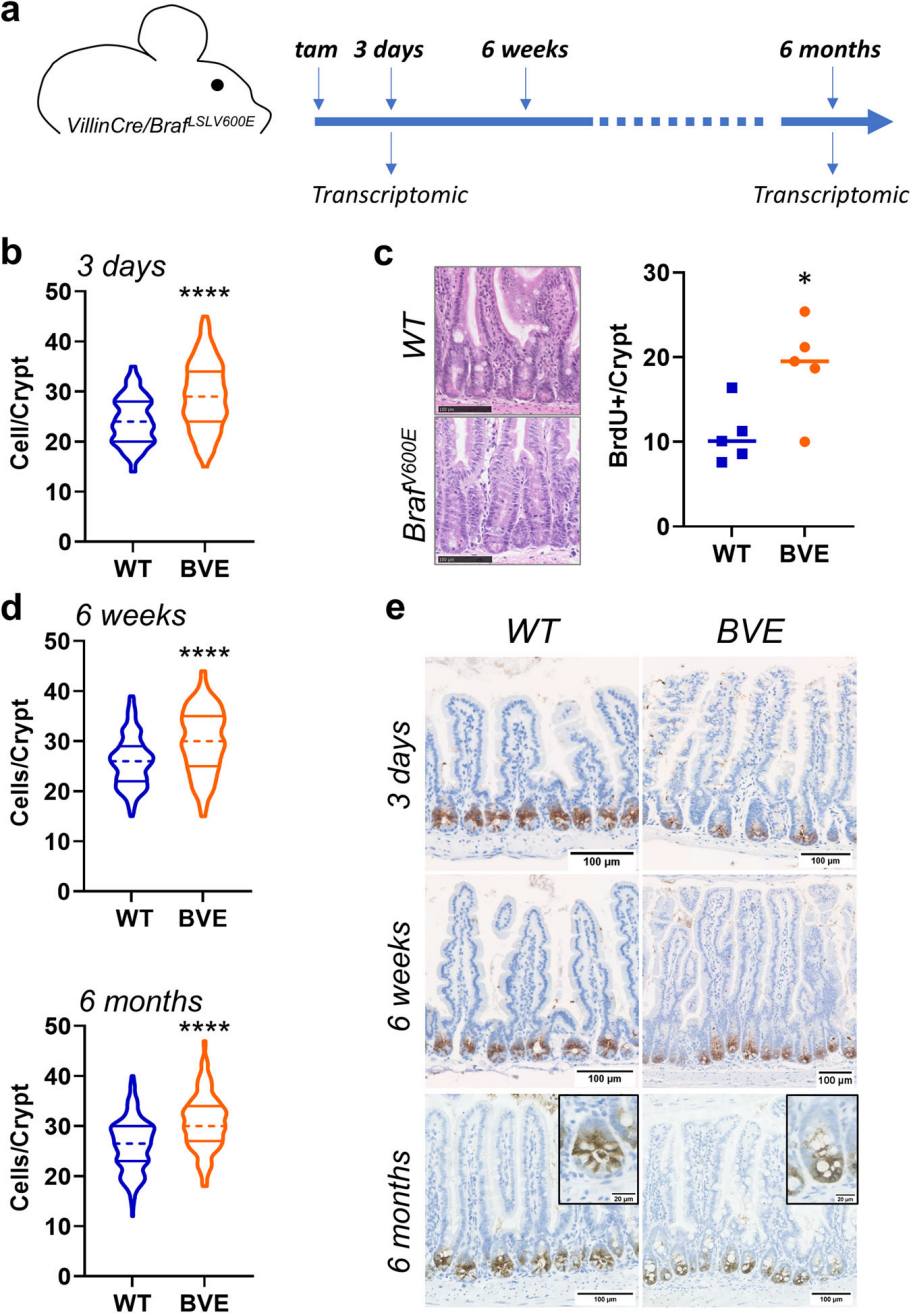
Persistence of ISCs and crypt hyperplasia in *Braf*^*V600E*^ mouse intestinal tissue. **a** Schematic of the experimental work: *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ were culled 3 days and 6 months post induction of *Braf*^*V600E*^ for tissue histology and transcriptomic analysis. Mice were also culled at an intermediate time point 6 weeks post induction to corroborate changes in tissue histology. **b** Violin plots showing the distribution of number of cells per crypt in control mice and mice induced with *Braf*^*V600E*^ for 3 days (BVE). Dotted and solid lines indicate median and quartiles, respectively. Data were analyzed by Kolmogorov–Smirnov test. *n* = 6 mice per group in 3 days, 4 WT and 3 mutant mice in 6 weeks, *n* = 4 mice per group in 6 months. 50 crypts were counted per each animal. ****P ≤ 0.0001. **c** H&E representative images of hyperplastic crypts and quantification of proliferative cells (BrdU + ) 3 days post tamoxifen injection (*n* = 5 animals per group, 1 female and 4 males, 31 crypts were counted for each animal, see also Supplementary Data 1). Data were analyzed using unpaired two-tailed *t* test. *P ≤ 0.05. Bar size = 100 μm. **d** Violin plots showing the distribution of number of cells per crypt in mice induced for 6 weeks (*n* = 4 control males and 3 mutant males) and 6 months (*n* = 4 mice per group). Dotted and solid lines indicate median and quartiles, respectively. Data were analyzed as in (**a**). ****P ≤ 0.0001. **e** Histological images of small intestinal tissue stained with the stem cell marker Olfm4 from WT control mice and mice with the *Braf*^*V600E*^ mutation (BVE) at 3 days, 6 weeks and 6 months following tamoxifen induction. Bar size = 100 μm.

First, we assessed whether expression of mutant *BRAF* alters homeostasis of the intestinal crypt. Cell count indicated that as early as 3 days post induction, mutant crypts were hyperplastic (Fig. 1b and Supplementary Data 1). Hyperplasia was linked to increased cell proliferation (Fig. 1c, Supplementary Data 1) and was persistent, with a significantly increased number of cells detected in intestinal crypts of aged mutant mice (Fig. 1d and Supplementary Data 1). Previous reports have suggested that the expression of *Braf*^*V600E*^ causes transient amplifying cell generation and cellular differentiation at the expense of the ISC population^18,22^. Using the stem cells marker Olfm4^2^, we were able to identify a persistent Olfm4+ population localized at the bottom of the intestinal crypt in tissue specimens collected 3 days, 6 weeks, and 6 months after induction (Fig. 1e). Moreover, stem cell marker genes *Lgr5* and *Olfm4* in BVE mice were expressed at levels comparable to those in control mice 6 months after *Braf*^*V600E*^ expression (Supplementary Fig. 4a). 

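In the RNA-seq libraries, Lgr5 (ENSMUSG00000020140, chromosome 10 of GRCm38 from 115450311 to 115587780) had 154 ± 15.1 normalized counts in BVE mice and 197 ± 19.2 in control mice (SD, n = 4 each). Its log2 fold change was -0.35 (standard error 0.16, adjusted p = 0.240 from limma with Benjamini-Hochberg adjustment) and lay between -0.41 and -0.30 with each mouse left out in turn. The difference did not pass the threshold in any of these fits, although every BVE mouse lay below every control mouse. Olfm4 (ENSMUSG00000022026, chromosome 14 from 79984081 to 80023139) had 3251 ± 1122 normalized counts in BVE mice and 3583 ± 1611 in control mice. This difference was smaller than the spread between mice (log2 fold change -0.08, standard error 0.33, limma adjusted p = 0.922), and its direction depended on single mice, with values from -0.36 to 0.17 when each was left out.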

We also interrogated transcriptomic data, performing GSEA of an ISC signature. This analysis showed a mild downregulation early after *Braf* activation, but this was reverted in 6-month tissues (Supplementary Fig. 4b).

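At 6 months, a list of 15 stem cell markers other than the ISC signature of the paper gave an NES of 1.09 (preranked GSEA, adjusted p = 0.356 from gene permutation with Benjamini-Hochberg adjustment), and no fit without 1 mouse passed the threshold (NES from 0.97 to 1.36). The list score did not differ between the groups (-0.01 ± 0.24 in BVE mice and 0.01 ± 0.18 in control mice (SD, n = 4 each), two-sided exact permutation p = 0.943, 0.943 after Benjamini-Hochberg adjustment over the 17 lists). Of the 15 genes, 6 were higher and 9 lower in BVE mice. Gkn3 rose from 120.1 ± 31.7 to 496 ± 93.4 normalized counts (SD, n = 4 each), with a log2 fold change of 2.06 (standard error 0.23, adjusted p = 0.000471 from limma with Benjamini-Hochberg adjustment). Igfbp4 rose from 395 ± 29.7 to 681 ± 143 (log2 fold change 0.76, standard error 0.18, limma adjusted p = 0.0237), but passed the threshold in only 3 of the 8 fits that left out 1 mouse. In the opposite direction, Tnfrsf19 fell from 30.5 ± 7.27 to 7.71 ± 6.19 (log2 fold change -2.16, standard error 0.56, limma adjusted p = 0.0385), and passed in 2 of these 8 fits. Its values in BVE mice F013 and F023 were below the limit set by 3 reads, and control mouse F017, at 19.8, lay apart from the other 3 control mice. In all, 3 genes that were higher and 1 that was lower passed the threshold, and 5 genes when adjusted over the list alone. Over all the alternatives, limma's adjusted p lay between 0.00764 and 0.0719 for Igfbp4, which did not pass with no variance trend, and between 0.0194 and 0.113 for Tnfrsf19, which did not pass with no filter on low values. The early time point is not analysed here.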

However, whereas in WT mice ISCs were interspersed with Paneth cells, in long-term induced mice ISCs clustered at the bottom of the intestinal crypt in long-term induced mice (Fig. 1e, insets), following a generalized loss and delocalization of Paneth cells (Supplementary Fig. 5). 

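Of 11 Paneth cell markers, 10 had lower and 1 had higher normalized counts at 6 months in BVE mice, and preranked GSEA gave an NES of -1.84 (adjusted p = 0.00247 from gene permutation with Benjamini-Hochberg adjustment). Lyz1 and Ang4 passed the threshold over all genes tested, and all 11 when adjusted over the list alone. The score of the list varied widely among the BVE mice and did not separate the groups (-1.02 ± 1.78 in BVE mice and 1.02 ± 0.62 in control mice (SD, n = 4 each), two-sided exact permutation p = 0.114, 0.130 after Benjamini-Hochberg adjustment over the 17 lists). Lyz1 (ENSMUSG00000069515, chromosome 10 of GRCm38 from 117287797 to 117292868) had 7133 ± 9336 normalized counts in BVE mice and 30257 ± 13268 in control mice (SD, n = 4 each), and the groups overlapped. Its log2 fold change was -2.88 (standard error 0.72, adjusted p = 0.0342 from limma with Benjamini-Hochberg adjustment). The BVE mouse F011 had 20969.7 normalized counts, whereas the other 3 BVE mice had between 1404 and 4555. Without F011, the log2 fold change of Lyz1 was -3.70 (limma adjusted p = 0.00110) and the NES of the list -2.20, and Lyz1 did not pass the threshold in any of the 7 other fits that left out 1 mouse, up to an adjusted p of 0.0886. Ang4 changed in the opposite direction, from 3351 ± 1662 to 13681 ± 10239 (log2 fold change 1.88, standard error 0.48, limma adjusted p = 0.0360), and passed the threshold in 3 of the 8 fits without 1 mouse. Over all the alternatives, limma's adjusted p of Ang4 lay between 0.0163 and 0.114, and neither Lyz1 nor Ang4 passed with no variance trend, nor Lyz1 with quantile normalization. Lyz1 has the close paralog Lyz2, and Ang4 and the Defa genes belong to families of near-identical copies among which the counting could have divided reads, so the values of single members are uncertain.

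**Figure D1:**
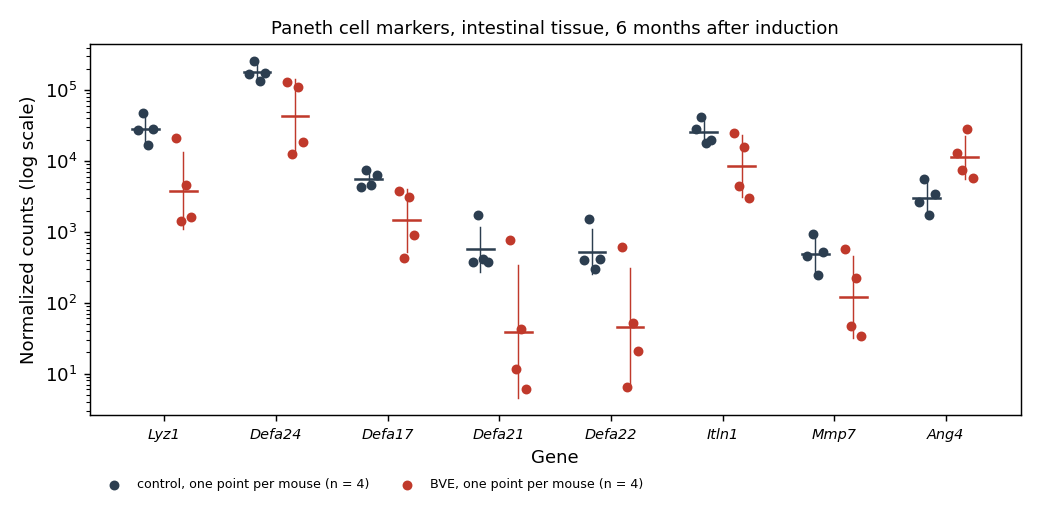
Normalized counts (log scale) of 8 Paneth cell markers in the intestinal tissue of control and BVE mice, 1 point per mouse (n = 4 per group), with lines at the mean and bars for 1 SD of the log2 values. Among these genes, Lyz1 and the Defa genes lie lower on average in BVE mice, which spread more widely than control mice, and Ang4 lies higher.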

Finally, in keeping with the role of *Braf*^*V600E*^ in serrated neoplasia, villi from BVE mice developed a saw-toothed appearance early after oncogene expression (Supplementary Fig. 6a) and, consistent with the establishment of tissue hyperplasia, villi length was significantly increased in 6-week and 6-month mutant mice (Supplementary Fig. 6b).

### Expression of *Braf*^*V600E*^ modifies the abundance and distribution of differentiated intestinal populations

We then assessed the impact of mutant *Braf* on differentiated intestinal cell populations. As early as 6 weeks post induction of *Braf*^*V600E*^, the intestinal crypts were deprived of Paneth cells, which migrated upwards toward the villi (Supplementary Fig. 5) and were progressively lost, a phenotype previously observed in mouse models with altered MAPK activity^23^.

In addition, GSEA revealed an initial increase in the expression of an intestinal differentiation gene signature 3 days post *Braf*^*V600E*^ induction. However, unexpectedly, the same signature was downregulated following long-term expression of mutant *Braf* (Fig. 2a). 

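At 6 months, the markers of enterocytes, goblet cells, EECs and Paneth cells were pooled, as 4 lists with 68 genes tested. Of these genes, 49 had lower and 19 had higher normalized counts in BVE mice, with a median log2 fold change of -0.50. The difference passed the threshold of limma's test for 12 genes that were lower and 6 that were higher. For 17 of the lower and 7 of the higher genes, the 4 BVE mice did not overlap with the 4 control mice, whereas chance gives this for 2.86% of genes. The lists of the single lineages moved in different directions. The differentiation signature of the paper is not used here, and neither are the tissues taken 3 days after induction.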

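Of the 24 enterocyte markers tested, 20 had lower and 4 had higher normalized counts 6 months after induction in BVE mice, with a median log2 fold change of -0.42. The difference passed the threshold for 9 genes, all of them lower, and for 10 when adjusted over the list alone. Preranked GSEA gave an NES of -2.15 (adjusted p = 1.73e-05 from gene permutation, Benjamini-Hochberg over the 17 lists), which lay between -2.31 and -2.10 when each mouse was left out in turn. The list score did not overlap between the groups (-0.44 ± 0.22 in BVE mice and 0.44 ± 0.21 in control mice (SD, n = 4 each), two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists). Cubn (ENSMUSG00000026726, chromosome 2 of GRCm38 from 13276338 to 13491813) fell from 1622 ± 1011 to 28.4 ± 5.03 normalized counts (SD, n = 4 each), with a log2 fold change of -5.53 (standard error 0.44, adjusted p = 6.43e-05 from limma with Benjamini-Hochberg adjustment). For Lct (ENSMUSG00000026354, chromosome 1 from 128284756 to 128328318), which encodes lactase, the fall was from 17634 ± 4815 to 2943 ± 624 (log2 fold change -2.57, standard error 0.22, limma adjusted p = 0.000104). Alpi (ENSMUSG00000079440, chromosome 1 from 87098002 to 87101606) encodes an intestinal alkaline phosphatase. It had 28122 ± 23609 normalized counts in BVE mice and 16546 ± 3580.0 in control mice, a difference within the spread between mice (log2 fold change 0.47, standard error 0.44, limma adjusted p = 0.600). Without BVE mouse F013, its log2 fold change was -0.03. Alpl (ENSMUSG00000028766, chromosome 4 from 137741733 to 137796384), the gene of the tissue-nonspecific alkaline phosphatase, had 18.6 ± 4.54 normalized counts in BVE mice and 13.2 ± 5.37 in control mice. It was not lower in BVE mice in any fit without 1 mouse (log2 fold change 0.52, standard error 0.39, limma adjusted p = 0.487, range 0.33 to 0.70).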

At this stage, we also identified a significant downregulation of an intestinal enterocyte signature, which was reflected by reduced Alpl histological staining (Fig. 2b, c). A late impairment in the differentiation of enterocytes was confirmed by TEM, which showed shortened and less abundant microvilli on the surface of mutant enterocytes (Fig. 2d).

**Fig. 2:**
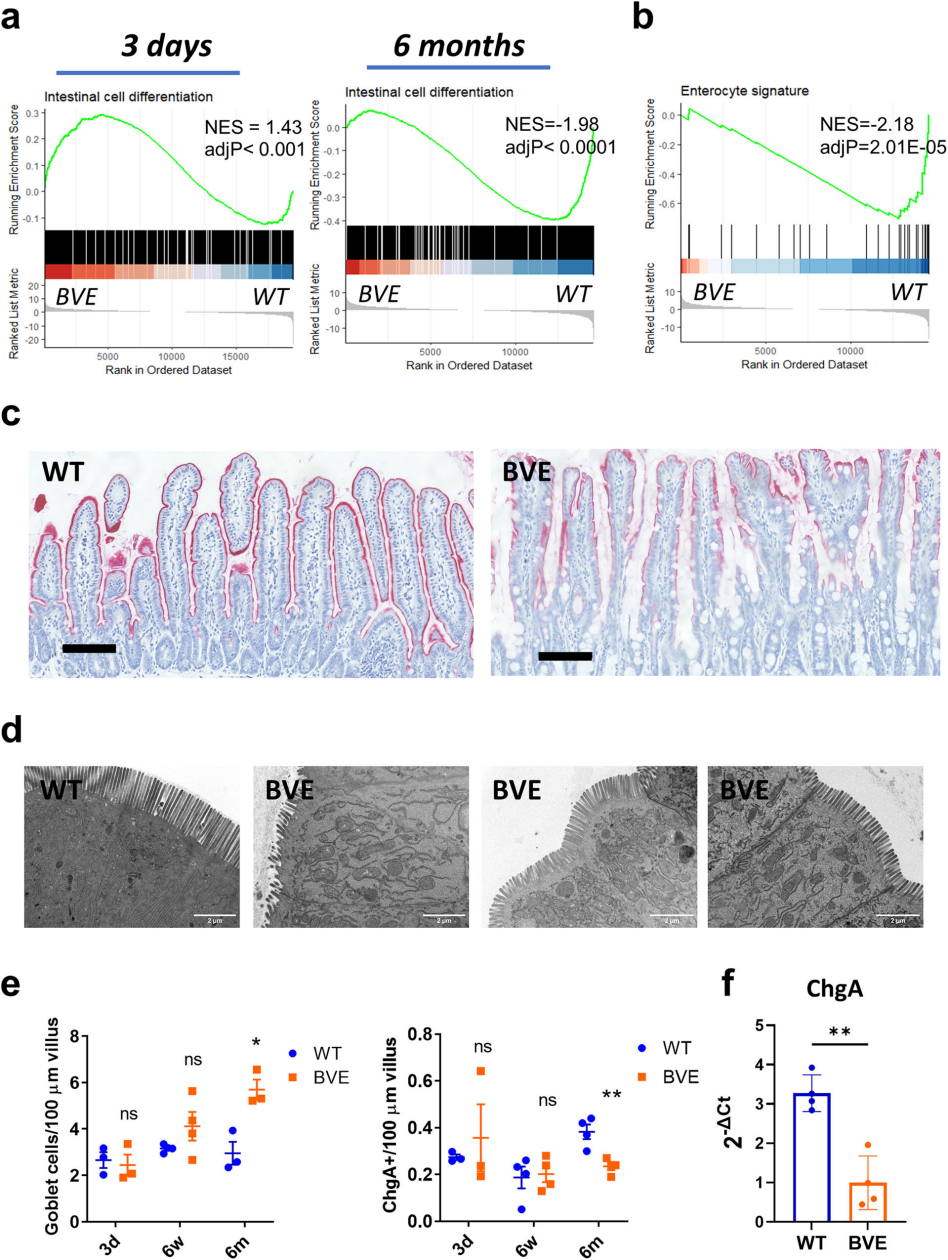
*Braf*^*V600E*^ expression in the mouse intestinal epithelium alters intestinal homeostasis and affects absorptive and secretory cell lines. **a** GSEA showing changes in differentiation gene signatures 3 days and 6 months following tamoxifen induction. **b** GSEA showing changes in enterocyte gene signatures 6 months following tamoxifen induction. NES normalized enrichment score. **c** Histological images of small intestinal tissue from WT control mice and mice with the *Braf*^*V600E*^ mutation (BVE) 6 months following tamoxifen induction stained with alkaline phosphate (Alpl) to assess enterocyte cells. Bar size = 100 μm. **d** TEM images of WT and *Braf*-mutant intestinal tissues showing altered microvilli in mutant mice. scale bar = 2 μm. **e** Quantification of Goblet and ChgA+ enteroendocrine cells from the indicated mice. Each dot represents a single mouse, and lines represent mean ± SEM. Data were analyzed by unpaired two-tailed *t* test (*n* = 3 per group). *P ≤ 0.05, **P ≤ 0.001. **f** rt-qPCR analysis of the expression of the intestinal biomarkers Chromogranin A, *(ChgA*, EECs) 6 months after induction of *Braf*^*V600E*^. Data are plotted as mean ± SD. Dots represent single replicates. Data were analyzed by unpaired two-tailed *t* test (*n* = 4 per group). *P ≤ 0.05.

Next, we visualized and quantified mucus-producing goblet cells and EECs using Alcian Blue staining and immunofluorescence staining for Chromogranin A (ChgA), respectively (Supplementary Fig. 7). 

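Chga (ENSMUSG00000021194, chromosome 12 of GRCm38 from 102554969 to 102565028), which encodes chromogranin A, fell from 1450.5 ± 108 normalized counts in control mice to 439 ± 128 in BVE mice 6 months after induction (SD, n = 4 each). Its log2 fold change was -1.77 (standard error 0.21, adjusted p = 0.000743 from limma with Benjamini-Hochberg adjustment), and it lay between -1.93 and -1.57 and passed the threshold in each of the 8 fits without 1 mouse. Of the 19 EEC markers tested, 14 were lower and 5 higher in BVE mice, and preranked GSEA did not pass the threshold (NES -1.20, adjusted p = 0.320 from gene permutation with Benjamini-Hochberg adjustment). Past the threshold were 2 genes in each direction, and 8 genes when adjusted over the list alone. The list score was -0.12 ± 0.12 in BVE mice and 0.12 ± 0.06 in control mice (SD, n = 4 each) (two-sided exact permutation p = 0.0571, 0.0693 after Benjamini-Hochberg adjustment over the 17 lists). Apart from Chga, Gip was lower past the threshold, with 1915 ± 752 normalized counts in BVE mice and 4390.2 ± 557 in control mice (log2 fold change -1.28, standard error 0.26, limma adjusted p = 0.0144), but not without control mouse F018 (adjusted p = 0.0534 from limma, in a range from 0.00481 to 0.0534 over all the alternatives). Pyy, in the opposite direction, rose from 28.8 ± 11.8 to 833 ± 585 (log2 fold change 4.57, standard error 0.49, limma adjusted p = 0.000384) and Tac1 from 156 ± 42.8 to 388 ± 48.5 (log2 fold change 1.35, standard error 0.22, limma adjusted p = 0.00459).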

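Of 14 goblet cell markers, 9 were higher and 5 lower in BVE mice at 6 months. The difference passed the threshold for 3 genes, all of them higher, and for 4 when adjusted over the list alone. The goblet list did not pass the threshold as a whole (preranked GSEA, NES 1.41, adjusted p = 0.107 from gene permutation with Benjamini-Hochberg adjustment). Its score was 0.16 ± 0.36 in BVE mice and -0.16 ± 0.08 in control mice (SD, n = 4 each) (two-sided exact permutation p = 0.0571, 0.0693 after Benjamini-Hochberg adjustment over the 17 lists). The NES passed the threshold without BVE mouse F08 (1.61) and with no filter on low values (1.74). Clca1 rose from 4156 ± 942 to 11324 ± 3315 normalized counts (SD, n = 4 each), with a log2 fold change of 1.42 (standard error 0.24, limma adjusted p = 0.00481). For Klk1 the rise was from 468 ± 83.2 to 955 ± 199.9 (log2 fold change 1.03, standard error 0.19, limma adjusted p = 0.00894), with control mouse F017, at 344, apart from the other 3 control mice. Klk1 belongs to a family of similar kallikrein genes, so its counts are uncertain. Muc2, the gene of the main mucin of goblet cells, did not differ, with 9108 ± 3673 normalized counts in BVE mice and 8876 ± 1323 in control mice (log2 fold change -0.03, standard error 0.25, limma adjusted p = 0.972). The sign of this fold change varied with single mice left out and under quantile normalization or scaling to the same total.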

Quantification of Alcian Blue- and ChgA-positive cells revealed an increased number of goblet cells, whereas EECs were reduced after long-term (6 months) expression of *Braf*^*V600E*^ (Fig. 2e and Supplementary Data 1). rt-qPCR analysis confirmed the reduced expression of ChgA in aged mice (Fig. 2f and Supplementary Data 1).

These data suggest that *Braf*^*V600E*^ alters the balance of intestinal secretory and absorptive cell lineages. The analysis of the long-term impact of oncogene expression particularly unveiled a significant impact on the numbers of goblet cells and EECs, and a broader downregulation of gene signatures associated with intestinal differentiation and, more specifically, with enterocyte differentiation.

Overall, our data confirm previous evidence of reduced stemness and increased differentiation early after induction of *Braf*^*V600E*^. They show, in addition, that those changes are transient and that stemness is restored in the intestinal tissue at the expense of differentiation. These findings emphasize the importance of long-term analysis of oncogene expression in the intestinal tissue and they are congruent with recent data suggesting a top-down origin of human serrated neoplasia triggered by dedifferentiation of intestinal cells^6^.

### *Braf*^*V600E*^ expression regulates a transcriptional program linked to CRC

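Preranked GSEA was also run over 679 mouse Reactome pathways with between 15 and 500 genes tested, as a collection other than MSigDB, which is not used here. At 6 months, 222 pathways passed the threshold of an adjusted p under 0.05 (Benjamini-Hochberg over the pathways), 99 of them higher and 123 lower in BVE mice. Other splits of the same 8 mice into groups of 4 also gave many pathways past this threshold, with a median of 110.5 and up to 196 in the 18 splits with 2 BVE and 2 control mice in each group, and up to 246 in those with 3 BVE mice in a group, which still hold part of the difference. Between 124 and 241 pathways passed when each mouse was left out in turn. The pathways with the highest scores were those of protein synthesis, among them Eukaryotic Translation Elongation (93 genes, NES 2.96, adjusted p = 2.95e-09 from gene permutation with Benjamini-Hochberg adjustment, the smallest value that the test can give). The lowest scores were those of Antigen processing-Cross presentation (86 genes, NES -2.68) and Interferon gamma signaling (83 genes, NES -2.65). Cell Cycle, with 454 genes, had an NES of 1.49 and Mitotic Prometaphase, with 99 genes, an NES of 2.11. Pathways of the entry into S phase went both ways, with an NES of -1.73 for Cyclin A:Cdk2-associated events at S phase entry (60 genes, adjusted p = 0.0075 from the same gene permutation) and 1.48 for Activation of the pre-replicative complex (29 genes, adjusted p = 0.131 from the same gene permutation). Pathways of protein degradation such as Autodegradation of the E3 ubiquitin ligase COP1 (50 genes, NES -1.73) had scores as low as the first, so a fall specific to the entry into S phase is not shown.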

Next, we identified the molecular pathways regulated by *Braf*^*V600E*^ by interrogating the Molecular Signatures Database (MSigDB)^24^ (Supplementary Fig. 8). Signatures that scored high included pathways associated with cellular proliferation and the BM2 subtype of human CRC, such as Myc, E2F targets and G2/M checkpoint signatures (Fig. 3a), which were significantly enriched as early as 3 days post *Braf*^*V600E*^ induction. 

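The lists used here for these processes at 6 months are 26 Myc targets, 53 genes of G2/M and 43 genes of S phase, the last in place of an E2F signature, which is not used here. Of the G2/M genes, 49 were higher in BVE mice, and 4 of these passed the threshold, both over all genes tested and when adjusted over the list alone. Preranked GSEA gave an NES of 2.55 (adjusted p = 1.11e-09 from gene permutation with Benjamini-Hochberg adjustment). The scores of the groups nevertheless overlapped (0.20 ± 0.19 in BVE mice and -0.20 ± 0.20 in control mice (SD, n = 4 each), two-sided exact permutation p = 0.0571, 0.0693 after Benjamini-Hochberg adjustment over the 17 lists). Kif2c rose from 80.0 ± 15.2 to 146 ± 19.3 normalized counts (SD, n = 4 each), a log2 fold change of 0.87 (standard error 0.21, adjusted p = 0.0270 from limma with Benjamini-Hochberg adjustment). Cdk1 rose from 440.2 ± 51.7 to 684 ± 73.7 (log2 fold change 0.64, standard error 0.15, limma adjusted p = 0.0250). These genes passed the threshold in only 4 and 3 of the 8 fits without 1 mouse, and Cdk1 did not pass with no variance trend (limma adjusted p between 0.0185 and 0.0885 over all the alternatives). Of the Myc targets, 23 were higher, and 2 passed the threshold over all genes tested and 4 when adjusted over the list alone. Their NES was 2.01 (adjusted p = 0.00104 from the same gene permutation) and their score 0.16 ± 0.17 in BVE mice and -0.16 ± 0.16 in control mice (SD, n = 4 each) (two-sided exact permutation p = 0.0571, 0.0693 after Benjamini-Hochberg adjustment over the 17 lists). Npm1 rose from 1652 ± 343 to 3179 ± 542 (log2 fold change 0.95, standard error 0.19, limma adjusted p = 0.0115), and Ldha from 19371 ± 1579.9 to 32131 ± 4714 (log2 fold change 0.72, standard error 0.19, limma adjusted p = 0.0449), which passed in 1 of the 8 fits without 1 mouse and did not pass with no filter on low values (limma adjusted p between 0.00737 and 0.152 over all the alternatives). Both genes have processed pseudogenes that can share reads with them. The S phase genes did not differ as a list, with an NES of 0.81 (adjusted p = 0.791 from the same gene permutation) and a score of 0.02 ± 0.33 in BVE mice and -0.02 ± 0.23 in control mice (SD, n = 4 each) (two-sided exact permutation p = 0.857, 0.911 after Benjamini-Hochberg adjustment over the 17 lists). None of them passed the threshold, over all genes tested or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The S phase genes with the smallest p were Polr1b (log2 fold change 0.58, limma adjusted p = 0.135) and Ccne2 (log2 fold change -0.55, limma adjusted p = 0.231). The NES of this list was -0.64, in the opposite direction, without BVE mouse F011 or without control mouse F018. It was 1.43 without BVE mouse F08, the only one of the 8 fits in which it passed the threshold (adjusted p = 0.0378 from the same gene permutation).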

The same signatures were confirmed to be enriched in *BRAF*^*V600E*^ mutant CRCs compared with normal colon tissue from the TCGA dataset^8^ (Supplementary Fig. 9). 

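A list of 16 canonical Wnt targets, 6 of which are also stem cell markers, was not enriched in BVE mice at 6 months (preranked GSEA, NES -1.11, adjusted p = 0.356 from gene permutation with Benjamini-Hochberg adjustment). Of its genes, 11 were lower and 5 higher, and 2 passed the threshold in each direction, against 8 in all when adjusted over the list alone. The list score was lower in every BVE mouse than in every control mouse (-0.21 ± 0.14 in BVE mice and 0.21 ± 0.17 in control mice (SD, n = 4 each), two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists). The NES lay between -1.32 and -0.88 in the 8 fits that left out 1 mouse, with none past the threshold, and it was 0.97, in the opposite direction, with the stricter filter on low values. The Reactome pathway Signaling by Wnt, with 192 genes, had an NES of -1.17 (adjusted p = 0.269 from gene permutation with Benjamini-Hochberg adjustment over the pathways). Cd44 rose from 388 ± 70.8 to 635 ± 54.6 normalized counts (SD, n = 4 each), a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.0205 from limma with Benjamini-Hochberg adjustment). Ephb2 rose from 214 ± 7.94 to 328 ± 48.9 (log2 fold change 0.60, standard error 0.16, limma adjusted p = 0.0430). Nkd1 fell from 61.1 ± 28.2 to 18.6 ± 6.43 (log2 fold change -1.60, standard error 0.38, limma adjusted p = 0.0271), and Tnfrsf19 was the other gene of the list that was lower past the threshold. With 1 mouse left out, Cd44 passed in 4, Ephb2 in 1 and Nkd1 in 3 of the 8 fits. Ephb2 also did not pass with no filter on low values, quantile normalization, scaling to the same total or no variance trend (limma adjusted p between 0.0245 and 0.12 over all the alternatives).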

We also observed an enrichment of a canonical Wnt pathway signature in the mouse mutant intestinal tissue (Fig. 3b), in agreement with previous findings indicating that activation of *Braf*^*V600E*^ results primarily in intestinal tumors displaying Wnt pathway activation^19,20,22^. More tellingly, long-term activation of *Braf*^*V600E*^ was associated with the expression of *BRAF*-mutant CRC signatures that predict poor prognosis in CRC patients^25^ (Fig. 3c).

**Fig. 3:**
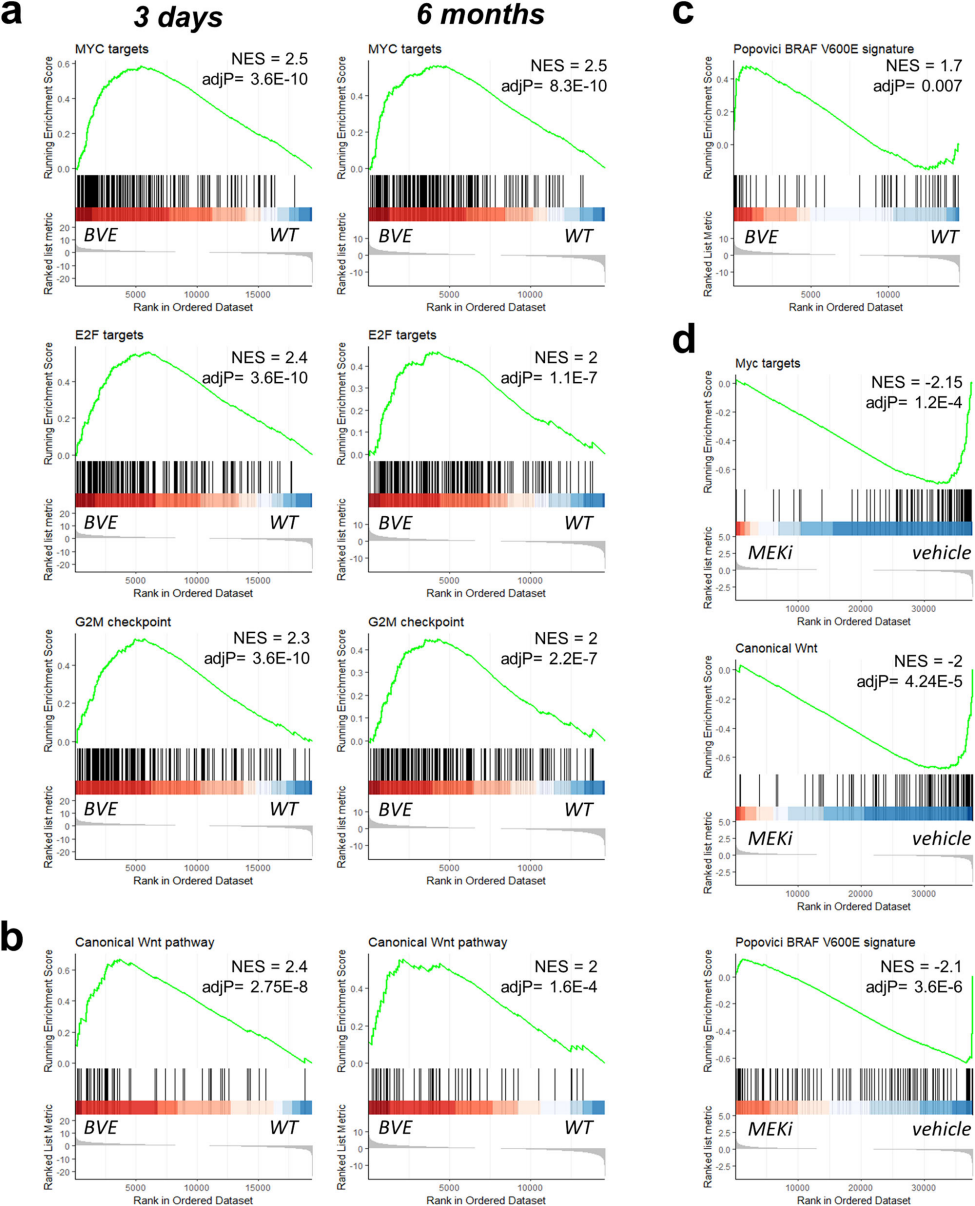
Expression of *Braf*^*V600E*^ in the intestinal epithelium induces persistent gene signatures related to CRC. **a** GSEA showing changes in signatures associated with *BRAF*^*V600E*^-driven CRC 3 days and 6 months following tamoxifen induction. **b** GSEA showing changes in the Wnt signature 3 days and 6 months following tamoxifen induction. **c** GSEA showing enrichment in a poor-prognosis gene signature for *BRAF*^*V600E*^-drive CRC 6 months following tamoxifen induction. **d** GSEA showing dependence on MAPK pathway for the establishment of key gene signatures. Mice expressing *Braf*^*V600E*^ for 3 days were treated with vehicle control or the MEK inhibitor PD184352 (MEKi). NES normalized enrichment score.

To ascertain whether MAPK activity was necessary for the establishment of the observed transcriptional changes, we treated mice with the MEK inhibitor PD184352 (MEKi). Mice received daily treatments with vehicle or MEKi for 3 consecutive days and were then culled for transcriptomic analysis (Supplementary Fig. 10a). MEKi administration achieved a marked decrease in phospho-Erk in intestinal tissue, as assessed by Western blot analysis (Supplementary Fig. 10b), and stark repression of the MAPK signature^19^ (Supplementary Fig. 10f). Notably, pharmacological inhibition of the MAPK pathway reverted the enrichment of some, but not all, signatures. In particular, the Myc signature, the canonical Wnt signature, and the Popovici poor-prognosis signature all depended on a functional MAPK pathway (Fig. 3d).

The origin of *BRAF*^*V600E*^ CRC remains elusive. Recent evidence suggests that serrated neoplasia arises through intermediate gastric metaplasia and a reversion to an embryonic cellular stage, sustained by a fetal gene signature^6,7,11^. Indeed, human serrated lesions show enrichment for gene expression associated with metaplasia and fetal genes (Supplementary Fig. 11a). 

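Of 15 markers of the fetal-like intestinal epithelium, 9 were higher and 6 lower in BVE mice 6 months after induction, and 5 passed the threshold, all of them higher, against 8 when adjusted over the list alone. Preranked GSEA gave an NES of 1.97 (adjusted p = 0.00104 from gene permutation, Benjamini-Hochberg over the 17 lists). The list score was 0.47 ± 0.40 in BVE mice and -0.46 ± 0.11 in control mice (SD, n = 4 each), without overlap between the groups (two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists). S100a6 (ENSMUSG00000001025, chromosome 3 of GRCm38 from 90612882 to 90624181) rose from 1038 ± 191 to 14112 ± 6164 normalized counts (SD, n = 4 each), with a log2 fold change of 3.67 (standard error 0.29, adjusted p = 6.43e-05 from limma with Benjamini-Hochberg adjustment). Mice treated with a MEK inhibitor and tissues taken 3 days after induction are not analysed here.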

In agreement with previous observations^11^, expression of *Braf*^*V600E*^ triggers significant and persistent enrichment of the fetal signature in intestinal tissue, which we show to be dependent on MAPK signaling (Supplementary Fig. 11b). However, we did not detect significant changes in the metaplasia gene signature^6^, although two genes within the signature, namely Aquaporin 5 (*Aqp5*) and Annexin A10 (*Anxa10*), were consistently upregulated in mutant tissue in a MAPK-dependent fashion (Supplementary Fig. 12). 

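At 6 months, Aqp5 (ENSMUSG00000044217, chromosome 15 of GRCm38 from 99590782 to 99594829) had 20.1 ± 11.5 normalized counts in BVE mice and 0.439 ± 0.516 in control mice (SD, n = 4 each). All control mice were below the limit set by 3 reads. The mean of Aqp5 in BVE mice was 7.68 times this limit, averaged over the control mice. This ratio takes no account of the spread between BVE mice, which lay between 11.1 and 36.0 normalized counts. The difference between the groups passed the threshold (adjusted p = 0.00286 from limma with Benjamini-Hochberg adjustment). Anxa10 (ENSMUSG00000031635, chromosome 8 from 62057042 to 62123150) had 870.1 ± 827 normalized counts in BVE mice, with values from 79.3 to 1630.3 in single mice, and 2.83 ± 1.84 in control mice. Its log2 fold change was 7.07 (standard error 0.87, limma adjusted p = 0.000923). Control mice F014 (0.760) and F019 (1.99) were below the limit set by 3 reads, so the size of this change is uncertain. It lay between 5.95 and 7.92 over all the alternatives. Both genes passed the threshold in each of the 8 fits that left out 1 mouse. Of 10 markers of gastric metaplasia, a list other than the published signature, only 4 passed the filter on low values, and preranked GSEA of these 4 gave an NES of 1.69 (adjusted p = 0.00269 by Benjamini-Hochberg; two-sided exact permutation p of the score = 0.0286, the smallest that 4 mice against 4 can give). Aqp5 and Anxa10 had fewer than 10 normalized counts in every control mouse, so they passed this filter only through their values in BVE mice. The choice of genes thus depended on the difference tested, and the NES is no independent evidence of a rise. With the stricter filter on low values the NES was 1.32 and did not pass the threshold (adjusted p = 0.0956 from gene permutation with Benjamini-Hochberg adjustment). The other 2 genes of the list were Vsig1 and Ctse. Vsig1 was below the limit of 3 reads in every control mouse, and its mean in BVE mice was 10.1 times this limit, averaged over the control mice. It was higher in BVE mice past the threshold (limma adjusted p = 0.00242). Ctse (log2 fold change 2.19, standard error 0.81, limma adjusted p = 0.136) passed the threshold only without BVE mouse F011 (log2 fold change 3.00). Both are also on the list of fetal-like markers. Over all genes tested 3 of the 4 genes passed the threshold, and all 4 when adjusted over the list alone. The dependence on MAPK signaling is not analysed here.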

Interestingly, *Anxa10* has been previously reported to be a specific marker for human serrated lesions and CRCs of the serrated pathway^22,26,27^.

Overall, these data indicate that activation of *Braf*^*V600E*^ orchestrates changes in the intestinal transcriptome that reflect the transcriptional reprogramming underlying colorectal carcinogenesis. These changes are durable, persisting for up to 6 months following oncogene expression.

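The extent to which the values at 6 months rest on single mice was measured by leaving out each of the 8 mice in turn. The NES lay between 2.00 and 2.19 for the MAPK targets and between 1.88 and 2.12 for the fetal-like markers. For the G2/M genes it lay between 2.28 and 2.69, and for the Myc targets between 1.77 and 2.20. These 4 lists passed the threshold of preranked GSEA in all 8 fits. Tissues taken 3 days after induction are not analysed here, so the change between the time points was not measured. From its own data, the paper concludes that the changes in the transcriptome are durable and last up to 6 months after oncogene expression.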

### *Braf*^*V600E*^ expression rewires gene signatures of cholesterol metabolism to drive crypt hyperplasia

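Of 20 enzymes of cholesterol biosynthesis, all of which were tested, 19 had higher normalized counts in BVE mice 6 months after induction. Of these, 13 passed the threshold over all genes tested, and 15 genes when adjusted over the list alone. The median log2 fold change was 0.91. Preranked GSEA of this list gave an NES of 2.6 (adjusted p = 5.67e-10 from gene permutation with Benjamini-Hochberg adjustment over the 17 lists, the smallest value that the test can give). The NES lay between 2.52 and 2.7 when each mouse was left out. It was the highest of the 17 lists, but the G2/M genes scored higher without control mouse F014 (2.54 against 2.53), without control mouse F017 (2.69 against 2.66) and with no filter on low values (2.98 against 2.75). Under camera with an inter-gene correlation estimated from the data, the list did not pass the threshold (adjusted p = 0.0577, the highest over all the alternatives, of which 4.56e-13 is the lowest). The list score was 0.44 ± 0.11 in BVE mice and -0.44 ± 0.16 in control mice (SD, n = 4 each), without overlap between the groups (two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists). The Reactome pathway Cholesterol biosynthesis, with 22 genes tested, had an NES of 2.66 (higher past the threshold of preranked GSEA) and ranked 15 among the 679 pathways, behind pathways of protein synthesis. Its NES lay between 2.54 and 2.68 with each mouse left out, and its rank between 1, without BVE mouse F08, and 19.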

We noticed that the top-scoring gene signature enriched in *Braf*-mutant mice was a cholesterol signature at both 3 days and 6 months following *Braf*^*V600E*^ induction (Fig. 4a). The robust increase in this signature was also MAPK-dependent (Fig. 4b). 

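At the entry to the mevalonate pathway, Hmgcs1 (ENSMUSG00000093930) rose from 967 ± 197 to 2036 ± 149 normalized counts (SD, n = 4 control and 4 BVE mice), a log2 fold change of 1.09 (standard error 0.16, adjusted p = 0.00282 from limma with Benjamini-Hochberg adjustment). Further along the pathway, Idi1 (ENSMUSG00000058258) rose from 123 ± 38.4 to 268 ± 51.0 normalized counts, a log2 fold change of 1.15 (standard error 0.24, limma adjusted p = 0.0137). For Fdps (ENSMUSG00000059743), the rise was from 78.1 ± 20.8 to 211 ± 55.0 (log2 fold change 1.42, standard error 0.26, limma adjusted p = 0.00786). Fdft1 (ENSMUSG00000021273) had 369 ± 105 normalized counts in control mice and 945 ± 95.7 in BVE mice (log2 fold change 1.39, standard error 0.20, limma adjusted p = 0.00236). In the sterol branch, Sqle (ENSMUSG00000022351) rose from 425 ± 92.3 to 1104 ± 287 (log2 fold change 1.36, standard error 0.23, limma adjusted p = 0.00575), and Cyp51 (ENSMUSG00000001467) from 501 ± 125 to 1573 ± 106 (log2 fold change 1.68, standard error 0.18, limma adjusted p = 0.000467). For each of these 6 genes, every BVE mouse lay above every control mouse. All 6 passed the threshold in each of the 8 fits that left out 1 mouse. Processed pseudogenes of Idi1, Fdps and Cyp51 can share reads with these genes.

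**Figure D2:**
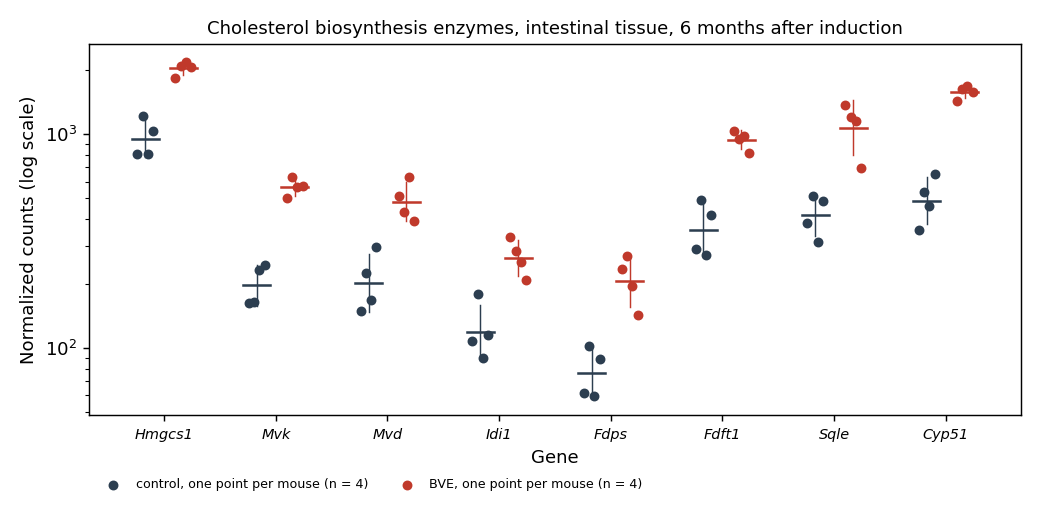
Normalized counts (log scale) of 8 enzymes of cholesterol biosynthesis in the intestinal tissue of control and BVE mice 6 months after induction, 1 point per mouse (n = 4 per group), with lines at the mean and bars for 1 SD of the log2 values. For each of the 8 genes, every BVE mouse lies above every control mouse.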

The leading-edge genes responsible for the signature enrichment included several key metabolic enzymes of the mevalonate pathway, such as *Idi1*, *Mvk*, *Fdft1*, *Fdps*, *Sqle*, *Hmgcs1*, *Mvd*, *Hmgcs2*. 

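In the 6-month RNA-seq libraries, Mvk (ENSMUSG00000041939, chromosome 5 of GRCm38 from 114444269 to 114460591) rose from 200.5 ± 43.8 to 568 ± 54.1 normalized counts (SD, n = 4 control and 4 BVE mice), a log2 fold change of 1.52 (standard error 0.18, adjusted p = 0.000789 from limma with Benjamini-Hochberg adjustment, and 5.87e-06 when adjusted over the list alone of the 69 genes that the study names, most of which were chosen on the same libraries). It lay between 1.43 and 1.62 in the 8 fits that left out 1 mouse. Mvd (ENSMUSG00000006517, chromosome 8 from 122433601 to 122443422) rose from 209 ± 65.9 to 490.5 ± 104, a log2 fold change of 1.26 (standard error 0.24, limma adjusted p = 0.00937, and 0.000297 when adjusted over the list alone), between 1.11 and 1.44 in these fits. For both genes, every BVE mouse lay above every control mouse. Mvk and Mvd passed the threshold in each fit without 1 mouse.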

Increased expression of cholesterol biosynthesis genes was also confirmed by rt-qPCR on RNA extracted from intestinal tissue (Fig. 4c and Supplementary Data 1). Next, we confirmed enrichment of the cholesterol biosynthesis signatures in RNA-seq datasets from two independent mouse models of *BRAF*-driven CRC (Fig. 4d)^11,18^.

**Fig. 4:**
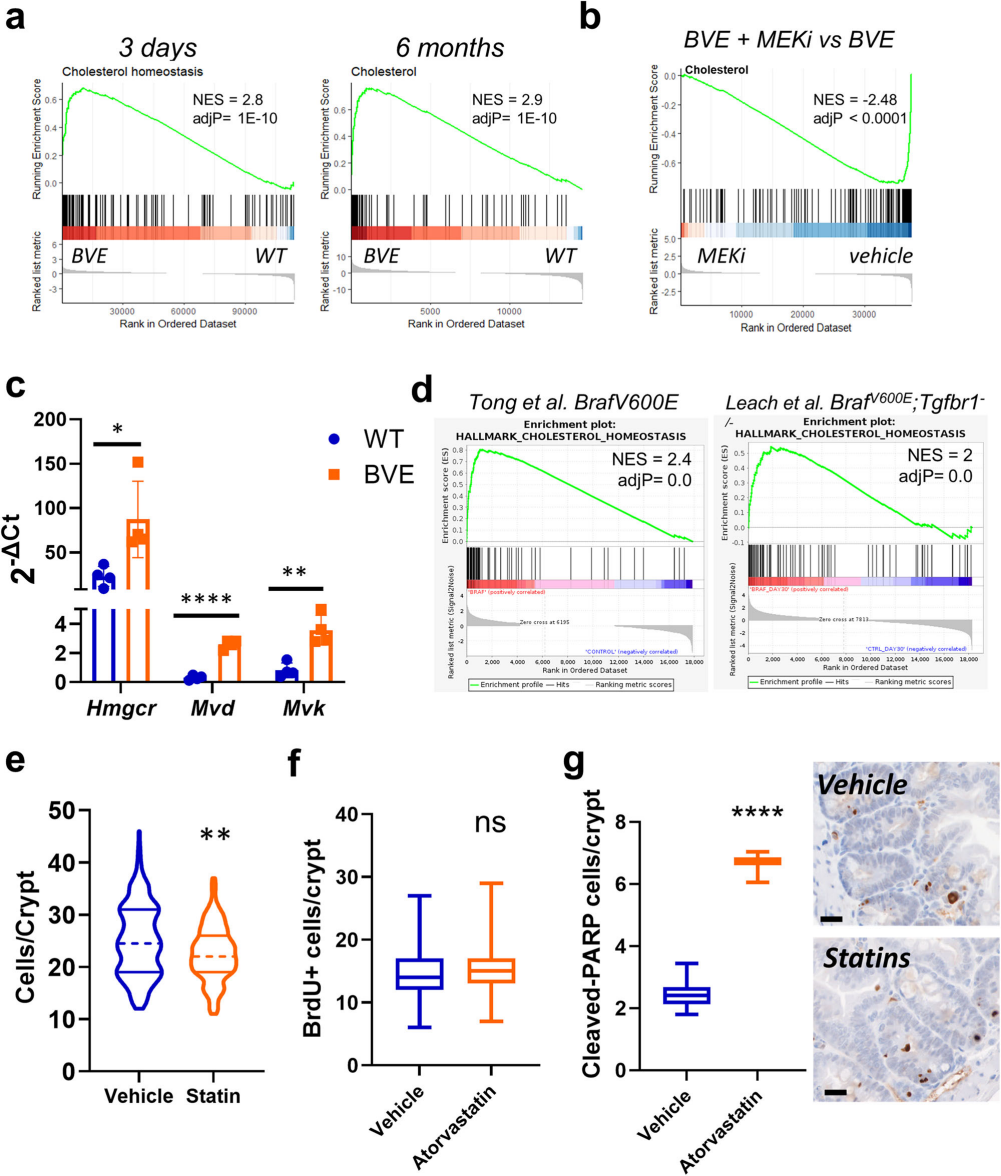
*Braf*^*V600E*^ in the intestinal epithelium shows the enriched expression of a gene signature related to cholesterol metabolism. **a** GSEA showing changes in gene expression of the cholesterol biosynthesis signature 3 days and 6 months following tamoxifen induction. NES normalized enrichment score. **b** Treatment of mice with the MEK inhibitor PD184352 (MEKi) reverts the enrichment of the cholesterol biosynthesis gene signature in intestinal tissue. **c** rt-qPCR analysis of cholesterol metabolism genes in intestinal tissue collected 6 months after tamoxifen injection. Bars represent mean ± SD. Dots represent single replicates. Data were analyzed by unpaired two-tailed *t* test (*n* = 4 per group). **P ≤ 0.01; ***P ≤ 0.001. **d** GSEA showing increased transcriptional expression of cholesterol biosynthesis gene signature in the intestinal tissue of two independent *Braf*^*V600E*^ mouse datasets. NES normalized enrichment score. **e** Violin plot showing the distribution of the number of cells per crypt in *Braf*-mutant mice induced for 3 days and treated with vehicle control or atorvastatin 10 mg/mL. Dotted and plain lines indicate median and quartiles, respectively. Data were analyzed by Kolmogorov–Smirnov test. *n* = 6 female mice in the vehicle group and 3 female mice in the atorvastatin-treated group. In total, 50 crypts were counted per each animal. **P ≤ 0.01. **f**, **g** Cell proliferation and apoptosis were evaluated in *Braf*-mutant intestinal crypts of mice treated with vehicle control or atorvastatin using IHC for BrdU and cleaved-PARP1, respectively. Examples of cleaved PARP positive crypt cells are provided (bar size = 20 μm). Data are plotted as box and whisker plots. Boxes represent median and quartile values, whiskers represent min and max values. Data were analyzed using unpaired, two-tailed *t* test (*n* = 6 vehicle and 3 atorvastatin-treated female animals). ns not significant, ****P ≤ 0.0001.

Cholesterol biosynthesis contributes to tumorigenesis and can be inhibited using statins, a widely prescribed category of drugs that target the mevalonate pathway rate-limiting enzyme HMG-CoA reductase. Several studies indicate that regular statin use reduces the incidence of several malignancies, including CRC^28,29^. Hence, we reasoned that cholesterol biosynthesis contributes to the establishment of the durable crypt hyperplasia observed following induction of *Braf*^*V600E*^and its inhibition by statins would prevent the formation of hyperplastic crypts. To test this hypothesis, we treated mice with daily doses of atorvastatin starting 1 week before induction of *Braf*^*V600E*^ and collected tissue 3 days post tamoxifen administration. Counting of crypt epithelial cells confirmed that statin treatment prevented the establishment of crypt hyperplasia in mutant intestinal tissue (Fig. 4e and Supplementary Data 1). Mechanistically, atorvastatin did not alter crypt proliferation (Fig. 4f and Supplementary Data 1), but significantly increased apoptosis assessed through cleaved PARP immunohistochemistry (Fig. 4g and Supplementary Data 2).

Overall, these data indicate that *Braf*^*V600E*^ elicits a transcriptional reprogramming of cellular metabolism indicative of increased cholesterol biosynthesis, which contributes to the establishment of tissue hyperplasia by increasing the survival of crypt cells. The results suggest that statins might prevent CRC harboring mutant *BRAF*^*V600E*^.

### Expression of *BRAF*^*V600E*^ establishes a network of transcription factors that mediates the enrichment in the cholesterol biosynthesis gene signature in human serrated lesions

Next, we investigated whether the enrichment of the cholesterol metabolism gene signature induced by *Braf*^*V600E*^ in the mouse intestine was preserved in human serrated lesions. To this end, we analyzed three independent datasets of serrated lesions, which enabled comparison between serrated lesions, traditional adenomas and normal right colon tissue^30–32^. These analyses showed a robust enrichment in the cholesterol biosynthesis signature when serrated lesions were compared to either normal tissue or adenomas (Fig. 5a, b). Moreover, we confirmed in two independent datasets that CRCs harboring mutant *BRAF*^*V600E*^ display an enrichment of the cholesterol gene signature compared to WT cancers (Supplementary Fig. 13a)^7^. Notably, no significant enrichment was observed when adenomas were compared to normal tissue control, suggesting that the transcriptional rewiring of cholesterol metabolism is specific to serrated lesions (Supplementary Fig. 13b). Since bulk transcriptomic data cannot distinguish between the contributions by tumor or non-tumor cells to the enrichment of gene signatures, we ascertained expression of the cholesterol metabolism signature in transformed epithelial cells, by querying a scRNA-seq dataset of serrated lesions and normal tissue^6^. Clustering of the serrated lesions and normal single cells revealed seven canonical cell types and one serrated specific cell (SSC) subtype^6^ (Fig. 5c and Supplementary Fig. 14a). Notably when the expression of the cholesterol biosynthesis signatures was scored in the cell clusters using the UCell tool^33^, SSCs exhibited significantly higher expression of the signature, compared with other cell types (Fig. 5d, e and Supplementary Data 1), including cancer cells from conventional adenomas (Supplementary Fig. 14b). Key metabolic enzymes of the mevalonate pathway were expressed in SSCs, some of them showing a significant enrichment compared to non-cancerous cells (Supplementary Fig. 14c).

**Fig. 5:**
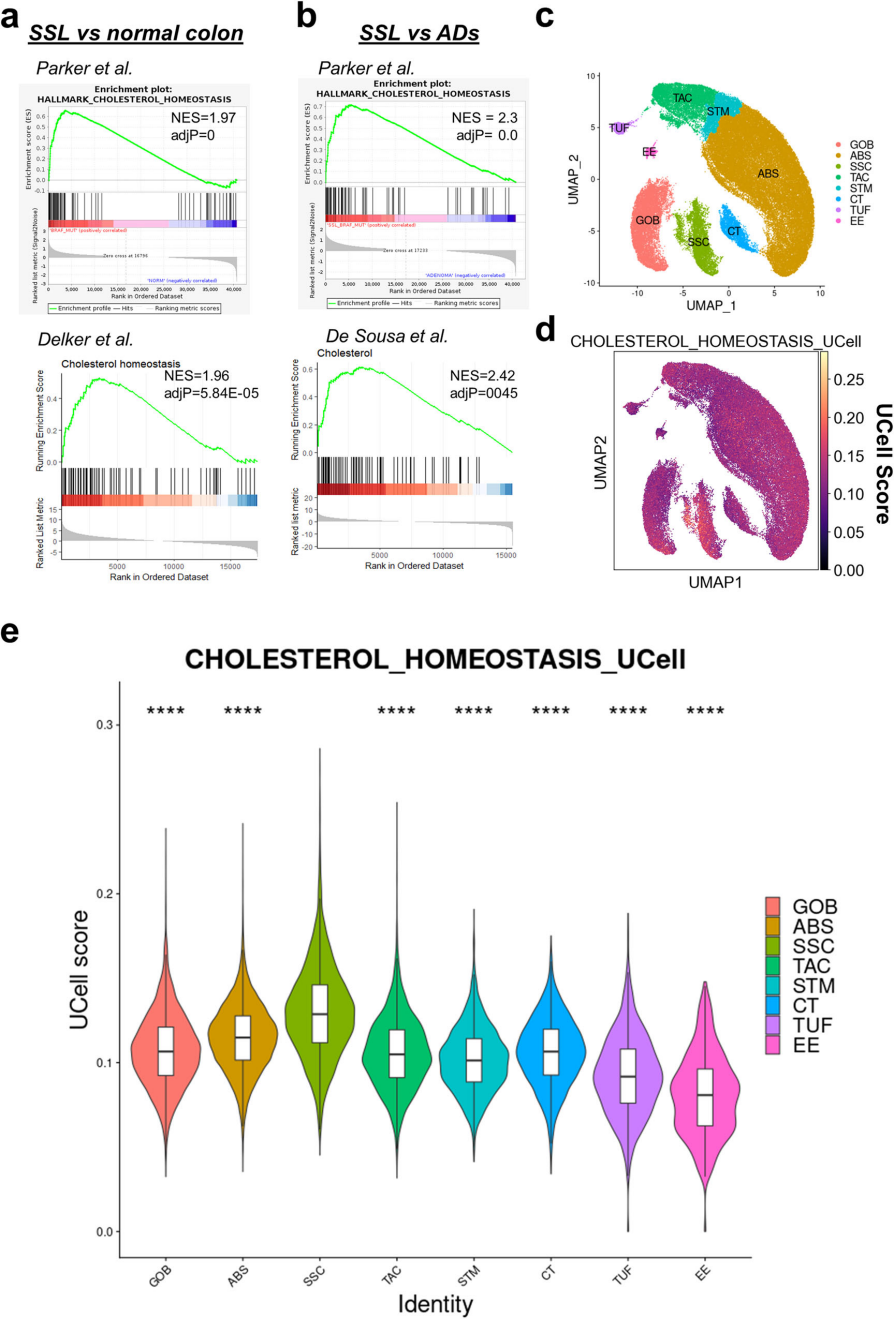
Gene signatures of cholesterol biosynthesis are enriched in transcriptomic datasets of human colorectal neoplasia. **a**, **b** GSEA showing increased expression of the cholesterol gene signature in human serrated lesions (SSL) from three independent datasets comparing serrated neoplasia to normal matched control (**a**) or to adenomatous lesions (AD). NES normalized enrichment score. (**b**). **c** UMAP visualization of cells from serrated and normal datasets colored by annotated cell type. ABS absorptive cells, CT crypt top colonocytes, EE enteroendocrine cells, GOB goblet cells, SSC serrated specific cells, STM stem cells, TAC transient amplifying cells, TUF tuft cells. **d** UCell score distribution for the cholesterol gene signature shown in UMAP space. **e** Violin plot showing a comparison of UCell score distribution of a cholesterol gene signature in different cell populations. The boxes represent median and interquartile ranges. The whiskers show 95% confidence interval. The distribution of UCell score in SSC population was compared with the remaining cell lineages using the Wilcoxon statistical test. ****P ≤ 0.0001.

These data indicate that the transcriptional metabolic rewiring of cholesterol metabolism observed in *Braf*^*V600E*^ mouse intestinal tissue recapitulates comparable adaptations of human colorectal lesions and is a feature of serrated lesions.

To investigate how *BRAF*^*V600E*^ increases transcription of the cholesterol gene signature in human serrated lesions, we first applied the SCENIC method^34^ to infer transcription factors and gene regulatory networks from scRNA-seq data of serrated lesions and normal cells. By doing so, we identified regulons that are specific to annotated cell types based on RSS^35^ (Supplementary Fig. 15). Next, we employed iRegulon^36^ to pinpoint which transcription factors active in SSCs were predicted to regulate the differentially expressed genes within the cholesterol gene signature (cut off ≥5 target genes). We singled out six transcription factors, namely *CEBPB*, *CREB3*, *NR2F1*, *KLF16*, *SP6*, and *FOSL1*, whose regulons are strongly enriched in SSCs (Fig. 6a) and which contribute towards the establishment of the cholesterol metabolism signature (Fig. 6b).

**Fig. 6:**
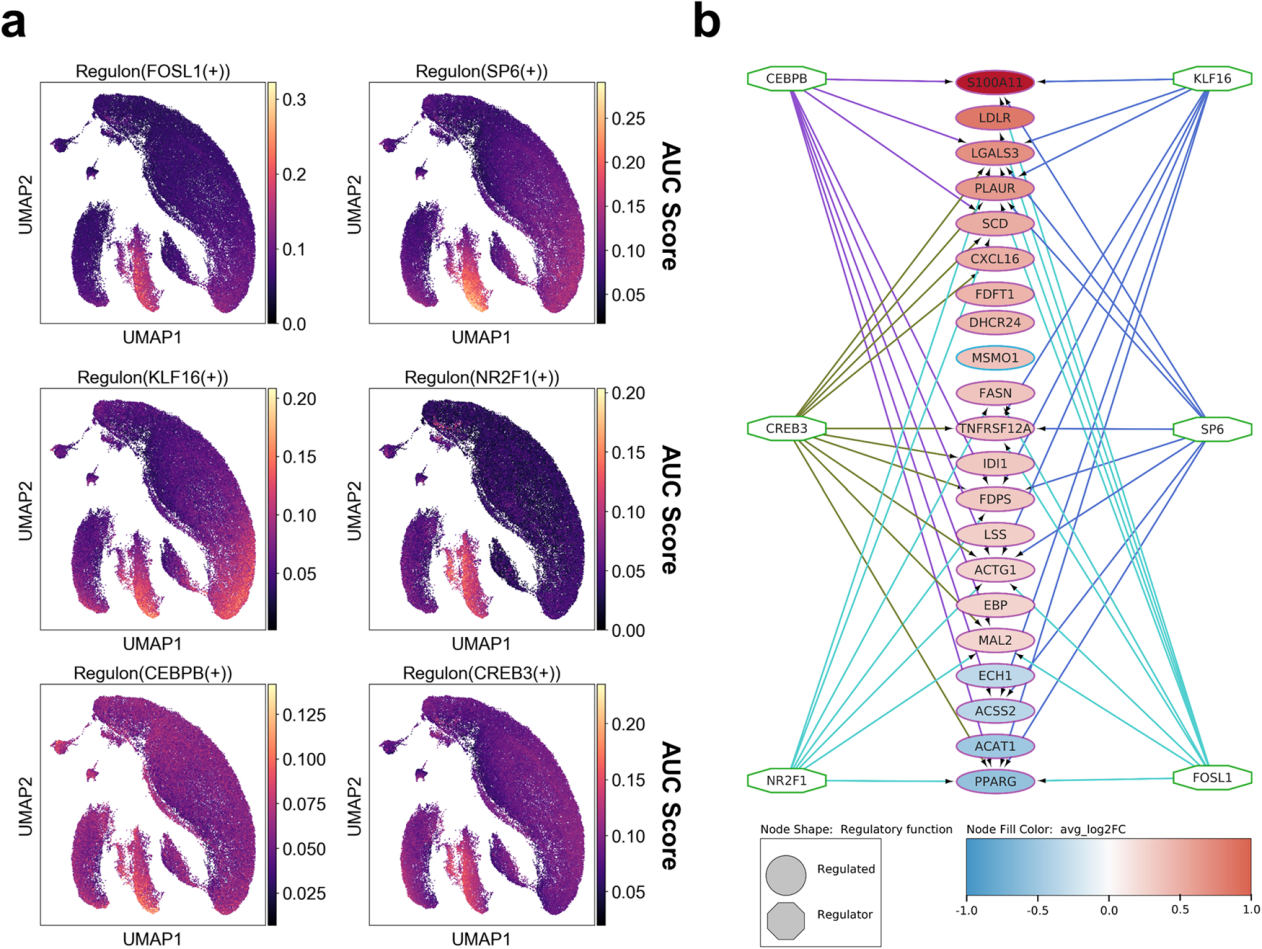
Analysis of regulons associated with the transcription of the cholesterol metabolism genes in a human single-cell transcriptomic dataset. **a** Regulon activity projected in UMAP space for the regulons associated with transcription factors (FOSL1, SP6, KLF16, NR2F1, CEBPB, CREB3) involved in the establishment of the cholesterol gene signature in the SSCs. **b** A network diagram generated with iRegulon in Cytoscape using the differentially expressed gene of the cholesterol biosynthesis signature in SSC identified by Seurat as an input. Circles indicate 21 significant genes, colored by avg_Log2FC. Octagons symbolize selected TFs (cut off >5 target genes) involved in the regulation of DEGs in the cholesterol biosynthesis signature. The edges represent connections between each of six transcription factors and their target genes and are colored based on the source of integration.

## Discussion

Ten percent of human CRCs, which originate from serrated lesions, harbor the V600E mutation in the *BRAF* oncogene^13^. This mutation is thought to contribute to tumorigenesis through the activation of the MEK/ERK arm of the MAPK pathway. Yet, despite the development of CRC being a decade-long process, the long-term impact of oncogene expression on the intestinal epithelium has not been investigated. Here, we assessed this issue using a genetically modified mouse model, the *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ (BVE), which enables the tamoxifen-inducible expression of mutant *Braf*^*V600E*^ in the intestinal epithelium. We used a combination of transcriptomic and histological analyses to compare short-term and long-term impacts of *Braf*^*V600E*^ expression. By doing so, we were able to identify changes in intestinal epithelial populations that were evident only after prolonged oncogene expression. Interestingly, despite failing to observe any loss of ISCs as reported by others^18,22^, we did find downregulation of the ISC signature early after *Braf*^*V600E*^ induction. However, ISC signature was recovered and downregulation reverted after 6 months. Although it is currently unclear what enables this adaptation in the BVE mice, these changes could be explained by the well-established plasticity of the intestinal epithelial cells^37^. A striking alteration of Paneth cells was evident in 6-week and 6-month-induced animals. Paneth cells lost their localization at the base of the intestinal crypt and migrated towards the villi, where they displayed a rounded morphology and were similar to the intermediary cells expressing both goblet and Paneth cell markers described in ref. ^22^. A similar phenotype was reported in other mouse models with intestinal expression of *Braf*^*V600E*^, and a MAPK-dependent loss of Paneth cells was also described in models of mutant *Kras*^18,23,38^. Consistent with these observations, analysis of intestinal tissue after long-term *Braf*^*V600E*^ activation revealed an impact on other secretory lineages. We observed changes in the numbers of both goblet cells and EECs. However, it should be noted that this reduction does not reflect the total number of cells. Indeed, since villi length was increased in mutant mice, cell numbers were normalized to villi length. Notwithstanding, the reduction in RNA levels of *ChgA* confirmed a general reduction in EECs. Whereas the increase in goblet cells probably reflects the mucinous nature of serrated neoplasia, the changes in EECs are particularly intriguing. Indeed, human *BRAF*^*V600E*^ CRCs accumulate EEC progenitor cells that fail to complete their differentiation. These progenitor EECs secrete the TFF3 protein, a member of the Trefoil family, which supports CRC progression through activation of the PI3K/AKT pathway^39^. These data warrant additional research into the impact of *BRAF* mutations on the differentiation and activity of EECs in the context of serrated neoplasia.

Transcriptomic analysis through GSEA confirmed a negative enrichment of an intestinal differentiation signature after prolonged *Braf*^*V600E*^ expression. This was likely driven by a significant downregulation of an enterocyte differentiation signature, which, to the best of our knowledge, has not been reported previously. The possible reduction in enterocytes was confirmed by reduced Alpl staining in intestinal tissue. Overall, our data suggest that the long-term impact of *BRAF*^*V600E*^ is associated with a reduction in tissue differentiation, perhaps necessary to rebalance the initial decrease in stemness^18,22^. These data are in agreement with published evidence indicating that *BRAF*^*V600E*^ suppresses hallmarks of intestinal differentiation, which can be restored upon pharmacological inhibition of the MAPK pathway^40^.

The activation of *Braf*^*V600E*^ led to a rapid and persistent enrichment in MAPK-dependent gene signatures associated with proliferation and CRC progression, including a fetal-like gene signature, a Myc signature, a G2/M signature and an E2F target gene signature. The latter two have been described as significant features of the BM2 molecular subtype of CRC^17^. We also observed the induction of a Wnt signaling-related signature, which was promptly downregulated by inhibition of the MAPK pathway. The association between the Wnt pathway and *BRAF*-driven CRC is still unclear. In mice, Rad and colleagues observed a progressive increase in Wnt activation during neoplasia progression^19^, which was associated with nonsense or frameshift mutations in the *Apc* gene and activating mutations in the *Ctnnb1* gene, which encodes β-catenin. Mutations affecting Wnt-related genes have also been reported in human serrated CRCs. Truncating mutations of the Wnt negative regulator gene *RNF43* are common in MSI CRCs^41^, and non-truncating mutations in the *APC* gene have also been detected^42^. However, the contribution of Wnt signaling to MSI CRCs remains controversial with some studies reporting lack of aberrant nuclear β-catenin localization^43^, a surrogate marker for Wnt pathway activation, but others showing significant nuclear accumulation in more advanced serrated lesions^42,44^. Notwithstanding, GSEA in BVE mice indicates that, despite the lack of neoplastic lesions, expression of *Braf*^*V600E*^ triggers a transcriptional reprogramming congruent with tumorigenesis.

Metabolic rewiring is a common hallmark of cancer, including CRC^45–47^ and we have recently, reported on the role of amino acid metabolism in CRC progression^48,49^. Here, we provide data that strongly support the establishment of a transcriptionally-driven metabolic reprogramming of cholesterol biosynthesis following activation of *Braf*^*V600E*^. We have also confirmed similar changes in human datasets of serrated lesions, suggesting that this metabolic adaptation is a feature of serrated neoplasia. Using bioinformatics tools SCENIC and iRegulon, we have finally identified the chief transcription factors that are responsible for the transcriptional rewiring: *CEBPB*, *CREB3*, *NR2F1*, *KLF16*, *SP6*, and *FOSL1*. The transcription factor CREB3 has been linked to regulation of cholesterol in response to the unfolded protein response^50^. Similarly, the orphan nuclear receptors NR2F1 and 2 (also known as chicken ovalbumin upstream-promoter transcription factor, COUP-TFI and II) have been reported to regulate genes associated with cholesterol metabolism^51–53^. A role for FOSL1 in promoting cholangiosarcoma growth through regulation of HMG-CS1 along the mevalonate pathway has also been described^54^. Our data warrant further investigation to dissect the contribution of these transcription factors to the regulation of metabolic rewiring in *BRAF*-mutant CRCs and details of their regulation by MAPK. Importantly, statins have been suggested to possess cancer-preventive properties, but the association between the occurrence of adenoma or CRC and exposure to statins is controversial^28,55–57^. Very little is known about whether protection by statins depends on the specific molecular makeup of the tumor^58^. Notwithstanding, here, we show that treatment with atorvastatin prevents the establishment of crypt hyperplasia through induction of apoptosis in intestinal epithelial cells, but without any evident impact on cell proliferation. However, it remains to be established how inhibition of cholesterol metabolism promotes apoptosis and how this relates to the presence of mutations in the *BRAF* oncogene. Moreover, our treatment study did not include non-induced mice and, therefore, we cannot formally rule out an effect of atorvastatin on normal intestinal epithelial cells. However, despite the inhibition of the mevalonate pathway displays some degree of unselective growth-suppressive function, tumor cells are more responsive than normal cells to pathway inhibition^59,60^. It is also noteworthy that atorvastatin treatment of *BRAF*-mutant mice reduces crypt cell numbers to levels comparable to WT animals, suggesting that statins likely revert the increased proliferation caused by the expression of mutant *BRAF*. The sensitivity of *BRAF*-mutant CRC cell lines to statin treatment has also been suggested to depend on BMP signaling through a functional *SMAD4* gene^61^. BMP signaling belongs to the TGF-β superfamily and mutations in the TGF-β pathway are common in *BRAF*-mutant CRCs. Whether this affects sensitivity to statins remains to be ascertained. Nonetheless, we observed a similar behavior in the response of *BRAF*-mutant CRC cells to atorvastatin in vitro: RKO cells with intact *SMAD4* showed sensitivity to statin treatment, whereas HT29 cell harboring homozygous mutations in *SMAD4* were resistant (Supplementary Fig. 16). These observations are in agreement with the evidence provided here that atorvastatin prevents crypt hyperplasia in the *Braf-*mutant intestine of BVE mice, which harbor a functional BMP pathway.

Overall, our data show that one of the most significant and consistent effects of *BRAF*^*V600E*^ expression in mouse tissue and human serrated lesions is the enrichment of a gene expression signature of cholesterol biosynthesis that contributes to the establishment of epithelial hyperplasia. These findings suggest that the incidence of *BRAF*-mutant CRC could be reduced using statins and warrant further targeted investigations into the specific statin sensitivity of this subtype of CRC.

Despite mouse models are suitable tools for recapitulating the development of CRC in vivo^62^, they harbor defined genetic alterations within an inbred genetic background and carefully controlled, pathogen-free housing conditions, and thus do not fully recapitulate the complex genetic heterogeneity and microenvironmental complexity encountered in human tumors. In addition, a proper evaluation of the preventive activity of statins towards *BRAF*-mutant CRC would necessitate the assessment of tumor development in the *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ or other models of *BRAF*-driven colorectal carcinogenesis^11^. It should also be acknowledged that the influence of additional genetic alterations (such as mutation in *SMAD4*)^61,63^ or/and environmental factors (such as inflammation or the microbiome)^64^ could influence and perhaps overcome any protective effect of statins or alter tissue response to expression of the *BRAF* oncogene. A thorough analysis of statin anti-cancer activity in diverse experimental conditions is therefore warranted.

## Methods

### Cell lines and MTT assay

HT29 CRC cells were grown in DMEM supplemented with 10% fetal calf serum (FCS) and Glutamax. RKO CRC cells were grown in MEM supplemented with 10% FCS and Glutamax. Cells were incubated at 37 °C and 5% CO_2._ For MTT assay, 500–2000 cells were plated in 96-well plates. A 50 mM atorvastatin in DMSO stock solution was diluted in media (supplemented with dialyzed serum) to concentrations of 1, 5, and 10 μM. Three 96-well plates were run for each assay, each treated for either 24, 48, or 72 h. Cells were then incubated with MTT (2.5 mg/ml) at 37 °C 2 h. To dissolve the formazan produced by the metabolism of MTT, 50 μl of DMSO was added to each well. The plates were then incubated for 30 min on a shaker before the optical density was read using a FluoStar OPTIMA plate reader (BMG-Labtech Ltd, UK).

### Mouse colony and genotyping

All animal experiments were performed according to Home Office guidelines under project licenses (PPL) PC4E1710A and P7B8067BB. Experiments received ethical approval from the local ethics committee at the University of Leicester. All mice were C57BL6/j background aged between 8 weeks and 6 months. Unless otherwise stated in this section, figure legends and Supplementary Data 1, an equal number of males and females were used for experiments. Mice were housed in the pathogen-free Preclinical Research Facility (PRF) at the University of Leicester and were fed ad libitum with AIN93 diet (TestDiet, USA, Cat#5801-G), under a climate-controlled environment with 12 h day/night cycle. For transgene induction, 8–12-week-old double heterozygous *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ mice received intraperitoneal injections of 1 mg tamoxifen on 5 consecutive days at 24 h intervals, unless otherwise stated. Tamoxifen solution was prepared as a 10 mg/ml stock solution solubilized in corn oil. Control mice were *VillinCre*^*ER/0*^*/Braf*^*+/+*^ which received tamoxifen, or *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ treated with vehicle. After euthanasia, the small intestine was flushed with PBS and cut into six sections rolled to create a Swiss roll, and fixed in 4% [w/v] paraformaldehyde on a shaker overnight at room temperature. Fixed tissues were placed in embedding cassettes and submerged in 70% ethanol and processed by the Core Biotechnology Services (CBS) histology facility, the University of Leicester. Small pieces of tissue (~0.5 cm) were snap-frozen in liquid nitrogen for protein extraction or snap-frozen in RNAlater solution (Sigma) for RNA extraction.

DNA from mouse ear snips was extracted using the DNeasy Blood & Tissue Kit (QIAGEN) according to the manufacturer’s instructions. PCR reaction mix for the *Braf* locus was: 10.5 μL of template DNA, OCP 125 (FWD primer) 1 μL (10 pmol), OCP 137 (REV-HET primer), 0.5 μL (5 pmol) OCP 143 (REV-WT primer) 0.5 μL (5 pmol), MyTaq Red (2×) (Meridian Bioscience BIO-25043) 12.5 μL. The PCR program was: 95 °C for 2 min, 30 cycles of 94 °C for 15 s, 60 °C for 15 s, 72 °C for 15 s; 5 min at 72 °C. For Cre^ER^ genotyping the PCR mix was: 10.5 μL of template DNA, OCP 361 (FWD primer) 1 μL (10 pmol), OCP 362 (REV primer) 1 μL (10 pmol), MyTaq Red (2×) (Meridian Bioscience BIO-25043) 12.5 μL. The PCR program was: 95 °C for 4 min, 30 cycles of 94 °C for 20 s, 57 °C for 20 s, 72 °C for 25 s; 5 min at 72 °C. Primer (Sigma) sequences are listed in Supplementary Table 1. The PCR products were visualized using 1.8% agarose gel with ethidium bromide (0.5 μg/mL) and imaged using the Syngene G:BOX Chemi XR5. Gels were examined for the presence of PCR bands at 140 bp (*Braf*^*LSL-V600E*^ allele), 466 bp (wild-type *Braf* allele), and 300 bp (*Villin-CreERT* allele).

### Statin treatment in vivo

Thirteen-week-old female *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ mice received either 10 mg/kg atorvastatin by oral gavage or 5% DMSO/PBS vehicle control daily for 12 days. A 20 mg/mL atorvastatin (Generon) stock in DMSO was freshly diluted to a 1 mg/mL working solution in PBS. Days 1–7 of the study were a daily pre-treatment period of atorvastatin/vehicle. Days 8–10 consisted of both atorvastatin/vehicle gavage and intraperitoneal tamoxifen injection to induce *Braf*^*V600E*^ expression. On the final day of the study at 3 days post *Braf*^*V600E*^ induction, mice received intraperitoneal injections of 200 μL of 20 mM BrdU solution (Sigma) 3 h before tissue harvesting.

### Histology

Tissue sections (4 μm), and hematoxylin and eosin (H&E) staining were performed by the Histology Facility, Core Biotechnological Services, University of Leicester. Immunohistochemistry was performed using the Novolink Polymer Detection Systems kit (Leica Biosystems), according to the manufacturer’s instructions. SuperFrost Plus™ Adhesion slides (Fisher Scientific) containing FFPE tissue sections were incubated at 65 °C for 30 min. Tissues were dewaxed and rehydrated through 3-min serial immersions in xylene, 99% industrial methylated spirit (IMS), and 95% IMS twice each, followed by 5 min in running tap water. Following antigen retrieval (Supplementary Table 2), slides were incubated for 5 min in a peroxidase block, washed twice in PBS, incubated for 5 min in the protein block solution and washed twice in PBS. Tissues were incubated with primary antibodies (Supplementary Table 2) (3% BSA/PBS) overnight at 4 °C. After incubation, sections were incubated in Polymer solution for 30 min, washed in PBS, and incubated in DAB solution for 5 min. Tissues were counterstained in Mayer’s hematoxylin for 5 min and subsequently washed in tap water. Tissues were dehydrated through 3-min serial immersions in 95% IMS twice, 99% IMS twice, xylene twice. Slides were then mounted onto glass coverslips using DPX (Sigma Aldrich). Whole slide images were acquired using the Nanozoomer XR digital slide scanner (Hamamatsu Photonics) and visualized using NDP.view2 software. For immunofluorescence (IF), antigen-retrieved tissues were blocked in 5% BSA/0.3% Triton X-100 in PBS for 30 min, washed with 1% BSA/0.3% Triton X-100 in PBS twice for 10 min each and incubated with SP-1 Chromogranin A (ChgA) primary antibody (ImmunoStar) overnight at 4 °C. Slides were washed the next day in wash buffer solution twice for 10 min each. Alexa Fluor 568 secondary antibody (Invitrogen) was incubated for 1 h at RT in darkness. Slides were washed and sealed with coverslips using ProLong™ Glass Antifade Mountant containing DAPI (Invitrogen™). IF images were captured using the Vectra® Polaris™ imaging system (Akoya Biosciences), and images were viewed using Phenochart software v1.1.0 (Akoya Biosciences).

Alcian blue staining for visualization of goblet cells was performed using the Alcian Blue (pH 2.5) Stain Kit (Vector Laboratories). Rehydrated slides were heated at 65 °C and incubated in 3% acetic acid solution for 3 min, followed by incubation with Alcian Blue solution (pH 2.5) for 30 min at RT. Sections were rinsed in 3% acetic acid solution, running tap water, and distilled water. Sections were then counterstained with Enhanced Nuclear Fast Red (Vector Laboratories) for 5 min, rinsed in running tap water and distilled water, and dehydrated for mounting.

Intestinal alkaline phosphatase staining for the detection of enterocytes was performed using Vector Red alkaline phosphatase staining kit (Vector Laboratories). Rehydrated slides were incubated in substrate working solution for 30 min and washed in running water for 5 min. Tissues were counterstained in Mayer’s hematoxylin (Leica Biosystems), dehydrated, and mounted in DPX.

### Electron microscopy (EM)

All EM reagents were from Agar Scientific unless otherwise stated. For Transmission, Electron Microscope material was fixed overnight at 4 °C in 2.5% glutaraldehyde and 4% paraformaldehyde in 0.1 M cacodylate buffer, pH 7.2, and washed in 0.1 M cacodylate buffer. After the secondary fixation in 1% osmium tetroxide and 1.5% potassium ferricyanide (Merck Life Science) at RT, samples were treated with 1% tannic acid (VWR) dehydrated in ethanol series followed by propylene oxide (Merck Life Science) and embedded in Epon 812 (TAAB Laboratory Equipment Ltd). Samples were sectioned to 70-nm thick using a Reichert Ultracut E ultramicrotome, collected onto copper mesh grids, and stained for 5 min in lead citrate. Samples were viewed on a JEOL JEM-1400 TEM with an accelerating voltage of 120 kV. Digital images were collected with an EMSIS Xarosa digital camera with Radius software.

### Western blotting

Tissues were homogenized in 400 μl of ice-cold RIPA buffer, containing protease inhibitor cocktail, and phosphatase inhibitor cocktail (Roche). The homogenized solution was kept on ice for 10 min with vortexing every minute. Samples were then centrifuged for 10 min at 12,000 rpm, at 4 °C. Supernatants were collected and protein concentration estimated with Lowry assay. Protein lysates were diluted to 1 mg/ml with SDS loading buffer (0.0625 M Tris-HCl pH 6.8, 2% SDS, 0.4 ml of 0.025% Bromophenol blue, 20% glycerol, 5% β-mercaptoethanol) and incubated at 95 °C for 10 min. In total, 15 μl of each sample was then run on acrylamide gels (Miniprotean III cell, BioRad) with pre-stained SDS-PAGE protein markers (All Blue Precision Plus Protein Standards, BioRad). Samples were then transferred to nitrocellulose membranes (Syngene) using a semi-dry transfer blot (BioRad) as per the manufacturer’s instructions. For p-ERK1/2 (Rabbit, Cell Signaling, 9101 S), membranes were blocked in 5% BSA (Sigma Aldrich, A3059) in Tris-Buffered Saline, 0.1% Tween (TBST) for 90 min followed by incubation with primary antibody diluted 1:500 in 5% BSA in TBST overnight at 4 °C. For ERK2 (Mouse, Santa Cruz, sc-1647) membranes were blocked in 5% milk in TBST and incubated with the primary antibody diluted 1:1000 in 5% milk in TBST overnight at 4 °C. Membranes were washed in TBST, three times for 10 min each, and then incubated with secondary antibody (1:5000) at room temperature for 1 h (anti-Rabbit HRP Sigma A6154, anti-Mouse HRP Sigma A4416) followed by TBST washes three times. Bands were visualized using SuperSignal West Pico Chemiluminescent substrate kit (Thermo Fisher Scientific, 34580) and photographic film (Fuji).

### RNA extraction

RNA was extracted from intestinal tissue on a Promega Maxwell 16 using the Maxwell 16 LEV simplyRNA Cells Kit (Reference AS1270). RNA quality and quantity was assessed using the 2100 Bioanalyzer Instrument (Agilent). The same RNA samples were used for RNA sequencing and Real-time PCR at 6 months.

### Transcriptomic analysis

#### RNA sequencing (RNA-seq)

For RNA-seq, four *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^ 8–12-week-old mice were induced with tamoxifen and four were treated with vehicle to be left uninduced and used as controls to identify differentially expressed (DE) genes. Each experimental group contained two male and two female animals. Mice received intraperitoneal injections of 2 mg tamoxifen on 2 consecutive days. Intestinal tissue was harvested 6 months post induction. Indexed RNA libraries were prepared using the NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina (NEB ref # E6420S) according to manufacturer’s standard protocol and sequenced by 75 bp-paired-end sequencing on Illumina Novaseq, with the aim to obtain approximately 25 million reads per sample.

#### Microarrays

For microarrays, 12 mice 8–12 weeks old were split into two groups of six with an equal number of males and females. Six mice were *VillinCre*^*ER/0*^ controls, and six were *VillinCre*^*ER/0*^*/Braf*^*V600E-LSL/+*^. Both groups received 3 consecutive daily doses of 2 mg tamoxifen, and tissue was harvested 3 days after the last injection. Animals subjected to inhibition of MEK kinase with PD184352 treatment received two injections of 100 μl tamoxifen (10 mg/ml) on 2 consecutive days, followed by three injections of inhibitor/vehicle on 3 consecutive days. PD184352 (Selleckckem) was prepared in 10% DMSO (Sigma), 10% Cremophor EL (Calbiochem) in water. RNA was extracted as described above, and transcriptome profiling was conducted using the SurePrint G3 Mouse Gene Expression v2 8x60K Microarray Kit (Agilent, #G4852B), according to the manufacturer’s instructions.

### Real-time PCR (rt-qPCR)

Reverse transcription of RNA was performed using the High-Capacity RNA-to-cDNA™ Kit (Applied Biosystems™) with a random primer approach. The 2X master mix was prepared according to the manufacturer’s instructions, and 2 μg of purified RNA was added per 20 μL reaction. Reactions with and without the reverse transcriptase enzyme were performed in tandem, and samples without the enzyme were used as negative controls in subsequent rt-qPCR assays. The reverse transcription reaction was performed using the program: 25 °C for 10 min, 37 °C for 120 min, 85 °C for 5 min.

TaqMan® Gene Expression Assays (Fisher Scientific) were used for rt-qPCR reactions (Supplementary Table 3), using the StepOnePlus™ rt-qPCR System (Fisher Scientific) equipped with StepOnePlus™ Software v2.3. The thermocycler program was: 50 °C for 2 min, 95 °C for 20 s, then 40 cycles of: 95 °C for 1 s, 60 °C for 20 s. Each PCR reaction contained 1 μL of template DNA/control/water, 5 μL of 2× TaqMan Fast Advanced Master Mix (Applied Biosystems) and a TaqMan Gene Expression Assay (Thermo Scientific) containing 900 nM forward and reverse primers and 250 nM probe and 10 μL with nuclease-free water. Each sample was run in technical triplicates. rt-qPCR data were then analyzed using the ΔΔCt method. Ct values were normalized to endogenous control (EC) genes. We employed the NormFinder Excel Add-In, v0.953^65^ to assess four candidate genes for use as endogenous controls: glucuronidase beta (*Gusb*), beta-2-microglobulin (*B2m*), beta-actin (*Actb*), and TATA-box binding protein (*Tbp*). The top three genes (*Gusb*, *B2m*, *Tbp*) with the most stable expression across experimental groups were selected as EC genes for the normalization of RT-qPCR assays in accordance with the MIQE guidelines^66^.

### Bioinformatics analysis

Bioinformatics analysis was performed using the statistical computing software R version 4.0.5 and the integrated development environment program RStudio version 1.3.1093. For RNA sequencing, FASTQ files sequencing quality was assessed using FastQC (v0.11.9). Sequencing adapter content was trimmed using FastP (v0.20.0)^67^. The pre-processed reads were then aligned to the mouse GRCm38/mm10 reference genome using Spliced Transcripts Alignment to a Reference (STAR) (v2.7.3a)^68^. Gene mapping and quantification were performed using DESeq2 (v1.34.0)^69^. For microarray data, the R Bioconductor package Linear Models for Microarray Data (Limma) (v3.50.1) was used to read raw text files from single-channel Agilent RNA microarrays and perform differential expression analysis.

### Gene set enrichment analysis (GSEA)

Agilent gene identifiers (IDs) from microarray analysis and RefSeq gene IDs from RNA sequencing were converted into Entrez IDs using BioMart (v2.50.3)^70^ to ensure gene IDs were compatible with GSEA functions and The DE genes were ranked using Wald statistic. The R Bioconductor package clusterProfiler^71^ was used to perform GSEA and statistical testing using Hallmark gene signatures from the Molecular Signatures Database (MSigDB)^72^. The *P* values were adjusted for multiple-hypothesis testing using the Benjamini–Hochberg method. Enrichment plots were generated using R Bioconductor package enrich plot (v1.14.2).

### Analysis of publicly available datasets

Publicly available datasets (GSE106330^18^, GSE168478^11^, E-MTAB-6951^32^, GSE45270^30^, syn26720761 and TCGA-COAD^8^), were obtained from Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/), ArrayExpress (https://www.ebi.ac.uk/arrayexpress/), synapse (https://www.synapse.org/) and The Cancer Genome Atlas (TCGA) (https://www.cancer.gov/tcga). For GSE106330, normalized gene expression matrix was retrieved from GEO. For GSE168478, matrix of raw counts was obtained and further normalized using DESeq2 (v1.36.0) R package. Fastq files were downloaded from ArrayExpress for E-MTAB-6951. Reads, after quality control with fastQC (v0.11.5), were aligned to the human reference genome GRCh38 and quantified using STAR (v2.7.9a) with the following parameters: --quantMode GeneCounts, --outFilterScoreMinOverLread 0.33, --outFilterMatchNmin 40, --outFilterMatchNminOverLread 0.33. Count files were loaded into R and normalized using Deseq2 package. Expression CEL files were downloaded from GSE45270 and loaded into R using read.celfiles() function from affy R package (v1.74.0)^73^. Background correction normalization and expression estimation was done with rma() function. For syn26720761, processed TPM matrix was retrieved from synapse. For TCGA-COAD, the samples were downloaded in fastq format using GDC data transfer tool gdc client (v1.6.1)^74^. The quality of fastq files were analyzed with fastQC and samples, which failed quality control were removed. Universal Unique Identifier (UUID) of remaining samples was used to access TCGA-COAD STAR count matrices with TCGAbiolinks R package (v2.24.3)^75^ and normalized with DESeq2 package. In total, 41 samples from normal tissue and 271 CRC samples having BRAF mutation status information (35 BRAF^V600E^; 236 WT) were analyzed.

GSEA of analyzed public datasets was performed with GSEA software (v4.2.2)^76^. All matrixes, generated as described above, were saved in GCT format. The categorical class file format (cls) was created for each dataset to define phenotype labels. GSEA was performed using default settings except for the Permutation type set to gene_set.

### Single-cell RNA sequencing (scRNA-seq) data analysis

#### scRNA-seq, data subset, and integration

Publicly available, scRNA-seq QC-filtered (Level 4) discovery (DIS) and validation (VAL) epithelial datasets were downloaded from HTAN data portal: https://data.humantumoratlas.org/ (HTAN Vanderbilt)^6^. To subset cells of interest, datasets were loaded into Python (v3.9.1) as AnnData objects (v0.7.6)^77^. Both datasets contained metadata attributes, such as polyp type and assigned cell type. This information was used to subset cells annotated as sessile serrated lesion and normal colonic biopsy with the *isin* function of the pandas (v1.3.1) package (Reback et al.^78^). In total, 64,382 normal cells (VAL: 34,008, DIS: 30,374) and 12,986 serrated cells (VAL: 6892, DIS: 6094) were subsetted for downstream analysis. Subsets of cells were loaded into R (v3.6.1) to perform integration with Seurat (v3.2.3) R package^79^. Prior to integration, datasets were independently log-normalized with the *NormalisationData* function. 2000 features being highly variable for each dataset and across datasets were identified using *FindVariableFeatures* and *SelectingIntegrationFeatures* functions, respectively. A *FindIntegrationAnchors* function with default settings was implemented to perform the unsupervised identification of cells that were used to integrate DIS and VAL datasets together by applying *IntegrateData* function. Further bioinformatics analysis was performed in Seurat (v4.1.1)^80^.

#### scRNA-seq, dimensional reduction, and clustering

Principal component analysis (PCA) was performed on normalized and scaled data by implementing *RunPCA* function with a feature argument set to use variable features. The first 10 dimensions of the PCA were used to calculate the neighbors with *FindNeighbors* function. Finally, the graph was segmented into clusters using *FindCluster* function with a resolution adjusted to 0.5. Uniform Manifold Approximation and Projection (UMAP), a non-linear dimensional reduction method, was selected to explore an integrated dataset by implementing *RunUMAP* function with a number of dimensions specified as 10. *DimPlot* function was further used to visualize cells in a low-dimensional UMAP space.

#### scRNA-seq, cell-type annotation

The original cell-type annotation, which was included in the metadata, was projected in the UMAP space with *DimPlot* function and used to rename 39 identified clusters by implementing *RenameIdents* function. In total, eight cell types were annotated within an analyzed subset of serrated and normal cells.

#### scRNA-seq, gene signature scores, UCell

UCell (v1.3.1) R package^33^ was applied to evaluate cholesterol homeostasis signature distribution in serrated lesion and normal dataset, as well as in normalized and scaled original DIS and VAL datasets. List of genes involved in cholesterol homeostasis were retrieved from MsigDB^72^. UCell score for cholesterol signature was calculated by implementing *AddModuleScore_UCell* function on Seurat object. For serrated lesion and normal dataset, obtained cholesterol signature distribution in different cell types was visualized on UMAP space and a violin plot by implementing *FeaturePlot and VlnPlot* functions, respectively. For original DIS and VAL datasets, violin plots were used to compare cholesterol signature distribution in SSC and adenoma-specific (ASC) cell populations. For statistical analysis, mean comparison p values were added to violin plots with *stat_compare_means* function from ggpubr (v0.4.0) R package^81^. Means were compared using the nonparametric Wilcoxon rank sum test with SSC cluster as a reference group.

#### scRNA-seq, differential expression testing

The differential testing of expression of cholesterol biosynthesis genes between SSC and remaining cell populations was performed in Seurat. *FindMarkers* function was run with the “ident.1” argument defining SSC and “feature” argument specifying a list of cholesterol genes (74 genes) to test. As a result, 21 genes of cholesterol signature were identified as up- (17 genes) and downregulated (4 genes) in SSC population. In addition, the average expression of genes upregulated in SSC was visualized across all cell types with *DotPlot* function.

#### scRNA-seq, gene regulatory network

Single-Cell rEgulatory Network Inference and Clustering (SCENIC) method was applied to infer gene regulatory network in different cell types of serrated lesion and normal dataset. The required input files included scRNA-seq expression matrix, which was generated from Seurat object using build_loom function of ScopeLoomR R package. List of human transcription factors (1839 genes) and three hg19 gene-motifs ranking databases comparing ten species in .feather format were downloaded from https://resources.aertslab.org/cistarget/. First, the candidate regulatory modules of transcription factors and target genes were inferred by using the GRNBoost2 method (arboreto, v0.1.6). Next, RcisTarget was implemented to remove indirect targets from these modules based on motif discovery. Finally, the activity of predicted regulons was quantified at the cellular resolution by implementing the AUCell algorithm. Further, resulting regulon activity enrichment matrix was jointly analyzed with count-based matrix by using Scanpy (v1.9.1) python package^77^. To identify regulons that are specific to the SSC cluster we computed the regulon specificity score (RSS)^35^. The RSS was calculated for each cell type with *regulon_specificity_scores* function of pySCENIC and the top 30 regulons for each cell type were shown on plot. Regulon activity of selected regulons was visualized on UMAP transcriptomic space with *sc.pl.umap* function of scanpy package.

#### scRNA-seq, regulation detection of deregulated cholesterol genes

A Seurat’s table of 21 deregulated cholesterol genes in SSC was imported to Cytoscape (v3.9.1)^82^, where iRegulon (v1.3)^36^ was run with default settings to predict transcription factors potentially regulating the expression of these genes. Transcription factors that were shown previously to be specific for SSC were selected from the combination of motifs and tracks output (cut off >5 target genes). Generated regulatory network was visualized in Cytoscape with target genes node colored by avg_log2FC.

### Statistics and reproducibility

Statistical significance testing was performed using GraphPad Prism 7 software. Comparisons between the two groups were performed using the two-tailed, unpaired Student’s *t* test. Statistical analysis was performed experiments with more than three biological replicates. The number of replicates are reported in the figure legend for each experiment. Comparisons between more than two groups were carried on using ANOVA with appropriate post hoc analysis for multiple comparison (Tukey, Dunnet). Distribution data for intestinal crypts were analyzed using the Kolmogorov–Smirnov test. Attempts to reproduce the data were successful.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Uncropped gel images for Supplementary Fig. 10b are reported in Supplementary Fig. 17. The transcriptomic data are available on GEO through accession numbers GSE236515 (RNA-seq data) and GSE234372 (microarray data). Any other data are available from the corresponding author upon reasonable request. Source data for generating graphs in Fig. 1b–d; Fig. 2e, f; Fig. 4c, e, f; Fig. 5e are reported in Supplementary Data 1. Source data for generating the graph in Fig. 4g are reported in Supplementary Data 2.

# Supplementary material for: BRAFV600E-mutated serrated colorectal neoplasia drives transcriptional activation of cholesterol metabolism
**Source:** Commun Biol. 2023 Sep 21;6:962. doi: 10.1038/s42003-023-05331-x
**Supplement:** Supplementary file 2 — Supplementary Information

# ***BRAF*<sup>V600E</sup>-mutated serrated colorectal neoplasia drives transcriptional activation of cholesterol metabolism.**

Paulina Rzasa<sup>1†</sup>, Sarah Whelan<sup>1†</sup>, Pooyeh Farahmand<sup>1†</sup>, Hong Cai<sup>1</sup>, Inna Guterman<sup>1</sup>, Raquel Palacios-Gallego<sup>1</sup>, Shanthi S Undru<sup>1</sup>, Lauren Sandford<sup>1ξ</sup>, Caleb Green<sup>1</sup>, Catherine Andreadi<sup>1</sup>, Maria Mintseva<sup>1,2</sup>, Emma Parrott<sup>1</sup>, Hong Jin<sup>1</sup>, Fiona Hey<sup>1</sup>, Susan Giblett<sup>1</sup>, Nicolas B Sylvius<sup>3</sup>, Natalie S Allcock<sup>4</sup>, Anna Straatman-Iwanowska<sup>4</sup>, Roberto Feuda<sup>5</sup>, Cristina Tufarelli<sup>1</sup>, Karen Brown<sup>1</sup>, Catrin Pritchard<sup>1</sup> and Alessandro Rufini<sup>1,6</sup>.

<sup>†</sup>These authors equally contributed to this work.

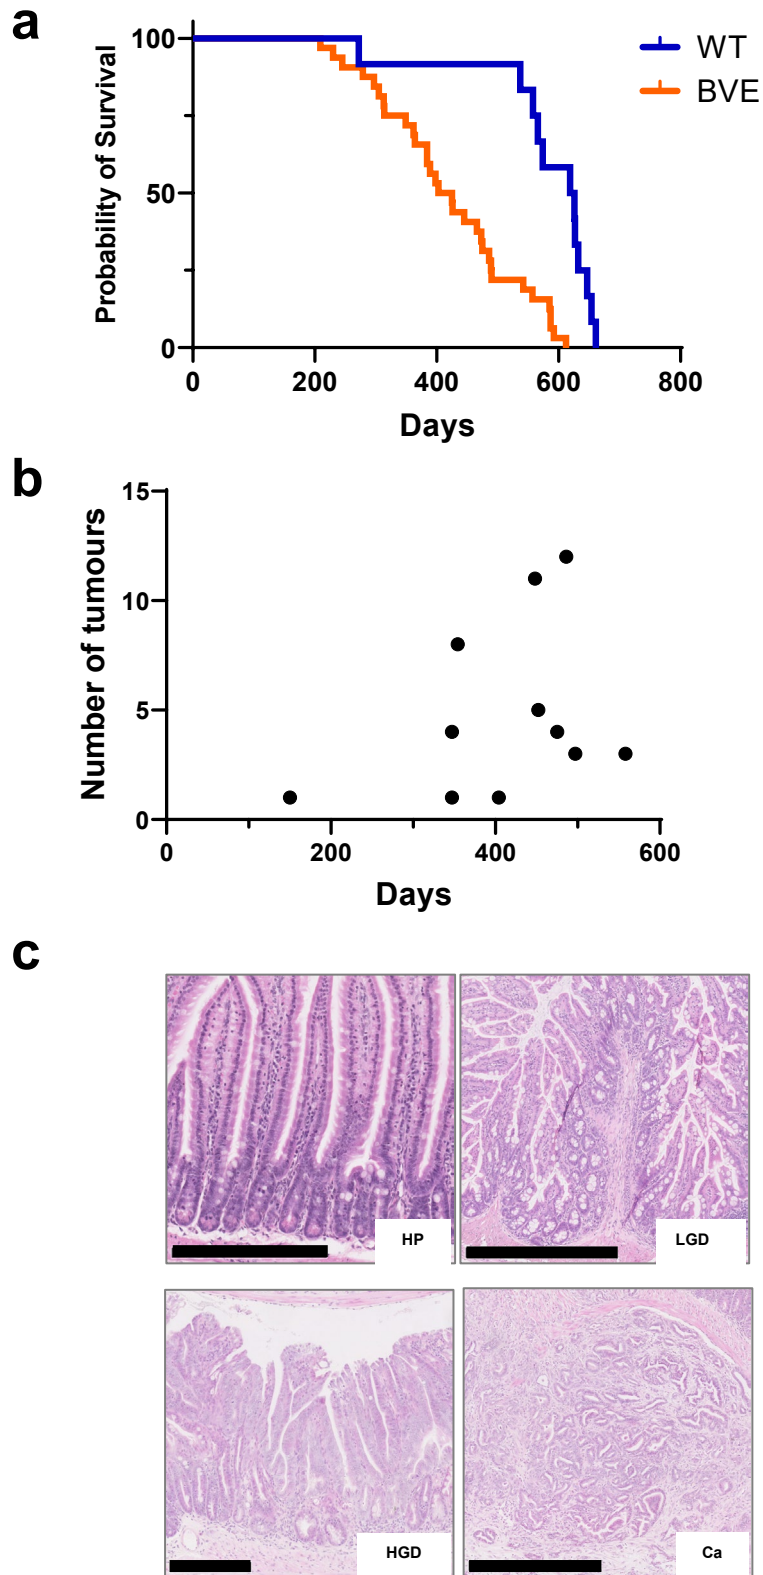

**Supplementary Figure 1. Expression of *Braf<sup>V600E</sup>* in the intestinal epithelium reduces animal lifespan and generates limited tumorigenesis. a)** Kaplan-Meier survival analysis showing reduced survival of *Braf<sup>V600E</sup>* mice (median survival 622 days and 414 days,  $p < 0.0001$  Mantel-Cox Log-rank test). **b)** Graph showing the number of tumors in mice culled at the indicated time post-tamoxifen injection. **c)** H&E representative images of intestinal tissue hyperplasia (HP) and intestinal lesions. LGD=low grade dysplasia, HGD=high grade dysplasia, Ca=cancer. Scale bar= 250  $\mu\text{m}$  for HP and HGD and 500  $\mu\text{m}$  for LGD and Ca.

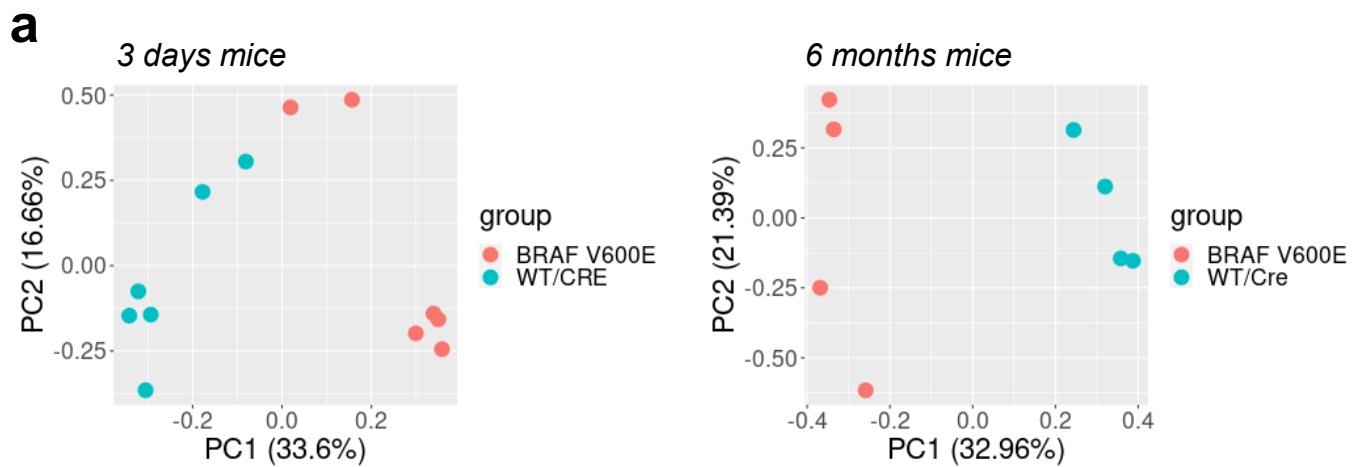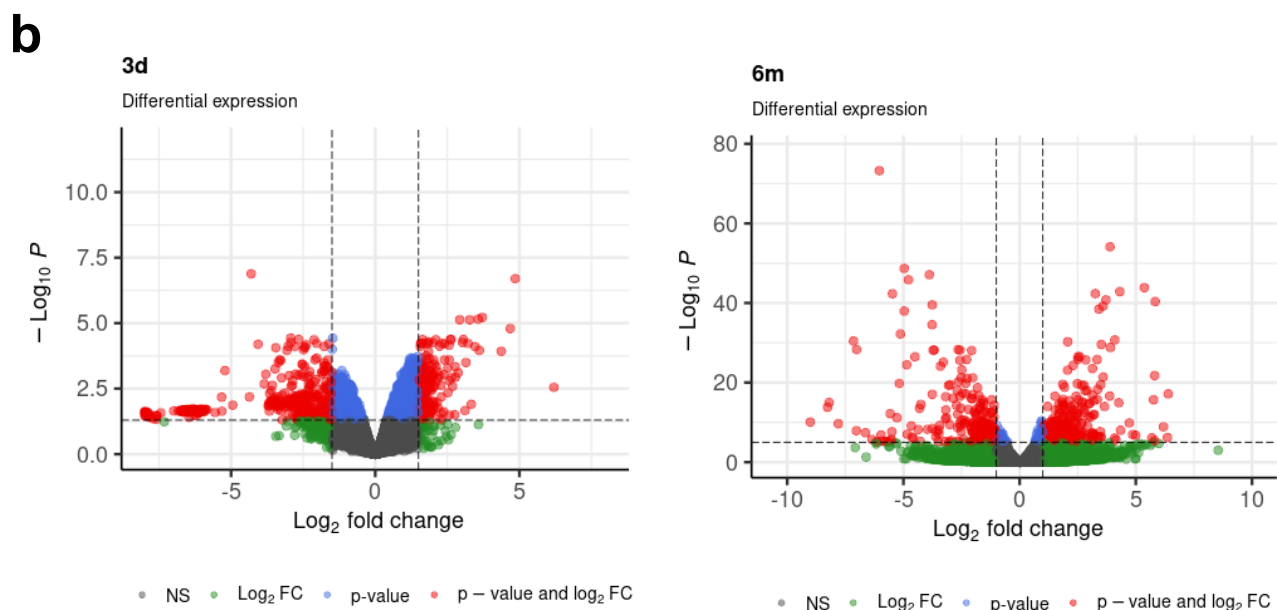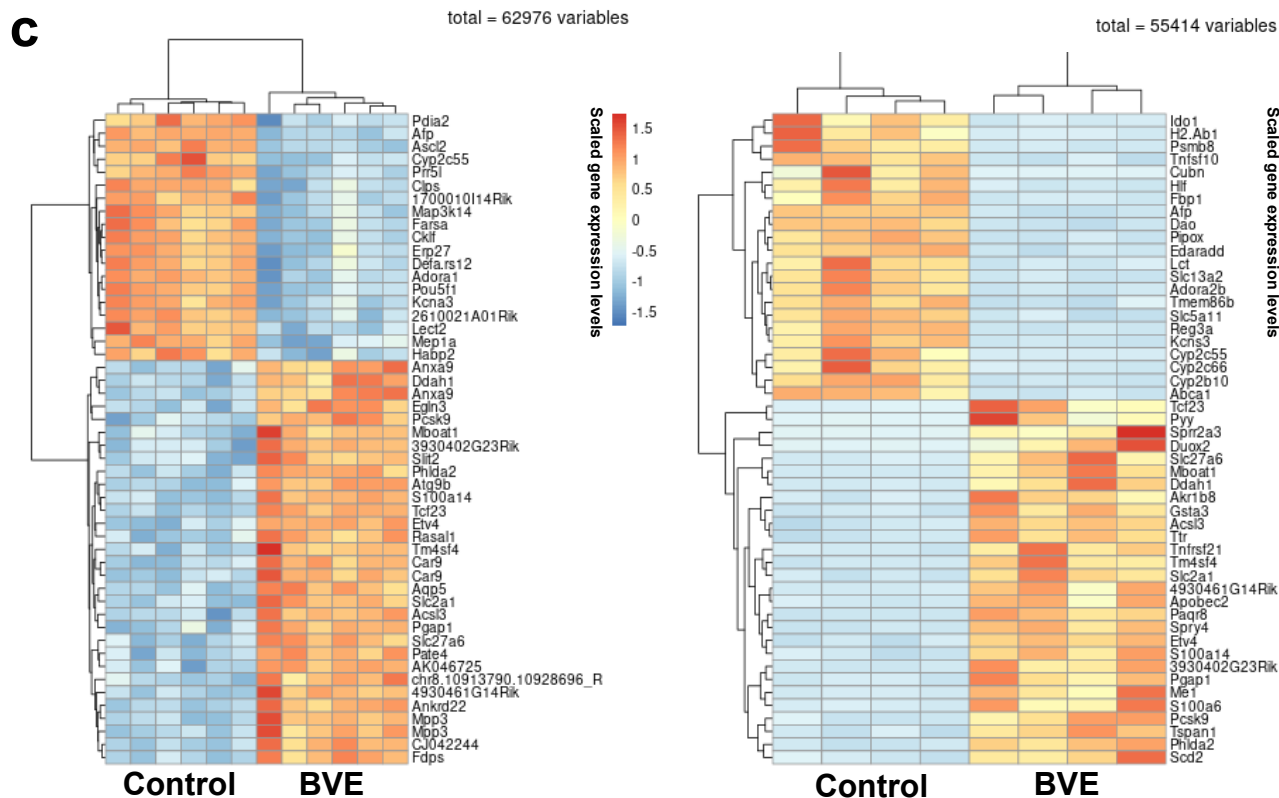

**Supplementary Figure 2. Transcriptomic analysis of mice after short term (3 days) and long-term (6 months) induction of the *Braf*<sup>V600E</sup> oncogene.** **a)** Principal component analysis (PCA) of *Braf*<sup>V600E</sup> mice and WT controls showing clustering by genotype. n=6 animals per genotype. **b)** Volcano plot of differentially expressed genes in *Braf*<sup>V600E</sup> versus WT control mice. Log2 for fold change in expression on the X-axis and Log10 for adjust p value on Y-axis. Results are color coded: adjusted p value less than 0.05 (grey), log2 fold change greater than 0.5 (green), adjusted p value less than 0.05 (blue), and both adjusted p value less than 0.05 and log2 fold change greater than 0.5 (red). **c)** Heat map with the most top significantly up and down regulated genes in *Braf*<sup>V600E</sup> intestine.

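In the 6-month libraries, 1363 of the genes tested passed an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, 602 of them higher and 761 lower in BVE mice, and 1362 of these also had an absolute log2 fold change above 0.5. At an unadjusted p under 0.05 there were 3825 genes. The groups did not overlap for 2635 genes, or 15.1% of those tested, against 2.86% by chance, and for 1307 of the genes that passed the threshold. With each mouse left out in turn, between 708 and 1520 genes passed. The lowest number was found without control mouse F018, when 694 of the 708 genes were also among the 1363. Among genes whose groups did not overlap, the smallest p among higher genes were those of Mboat1 (ENSMUSG00000038732, chromosome 13 of GRCm38 from 30136489 to 30246717), Paqr8, 3930402G23Rik, Me1 and Ddah1. Mboat1 had 696 ± 219.7 normalized counts in BVE mice and 10.7 ± 1.58 in control mice (SD, n = 4 each; log2 fold change 5.86, standard error 0.25, limma adjusted p = 2.05e-06). The log2 fold changes of the other 4 were 3.84, 4.72, 4.94 and 5.55, in the same order. Among lower genes, the smallest p were those of Cyp2b10 (ENSMUSG00000030483, chromosome 7 from 25897620 to 25926624), Psmb8, Pipox, Reg3a and Cyp2c55. Cyp2b10 had 384 ± 118 normalized counts in BVE mice and 5703 ± 1129 in control mice (log2 fold change -3.92, standard error 0.23, limma adjusted p = 2.48e-05), and the log2 fold changes of the other 4 were -3.21, -3.64, -5.56 and -4.20. Control mouse F019, with 3396 normalized counts of Reg3a, lay apart from the other 3 control mice. Cyp2b10, Cyp2c55 and Reg3a belong to families of similar genes and their counts are uncertain. All of these 10 genes passed the threshold in each fit without 1 mouse. Of the genes in the heat map of Supplementary Fig. 2c, all 28 shown as higher and all 22 shown as lower passed the threshold in that direction, which is no independent evidence, since they were chosen on the same libraries. Of the 69 genes that the study names for these samples, the heat map included, 63 passed the threshold over all genes tested and 64 when adjusted over the list alone.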

3 days

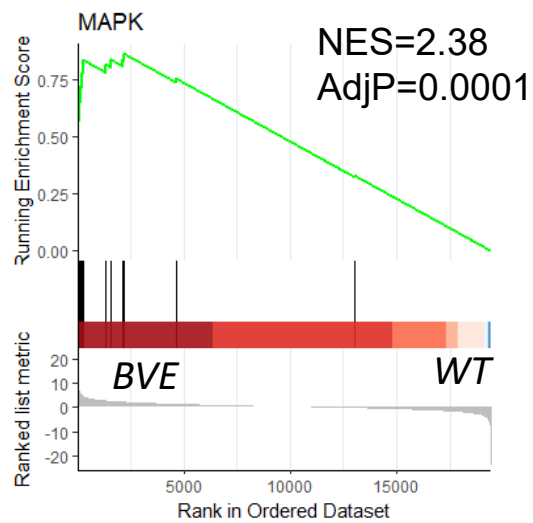

6 months

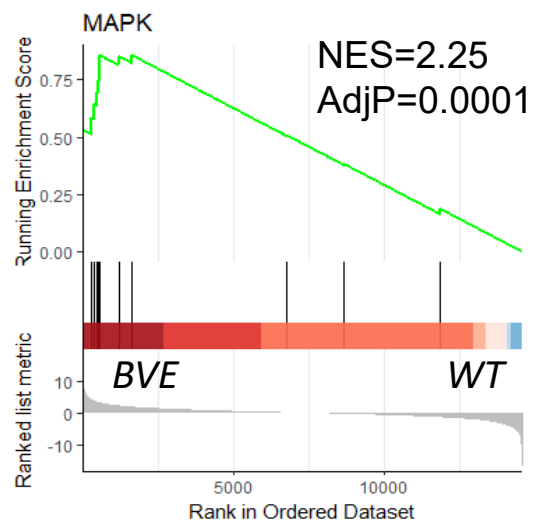

**Supplementary Figure 3.** GSEA showing persistent enrichment of a MAPK signature in the intestinal tissue of *Braf*<sup>V600E</sup> mice. NES = normalized enrichment score.

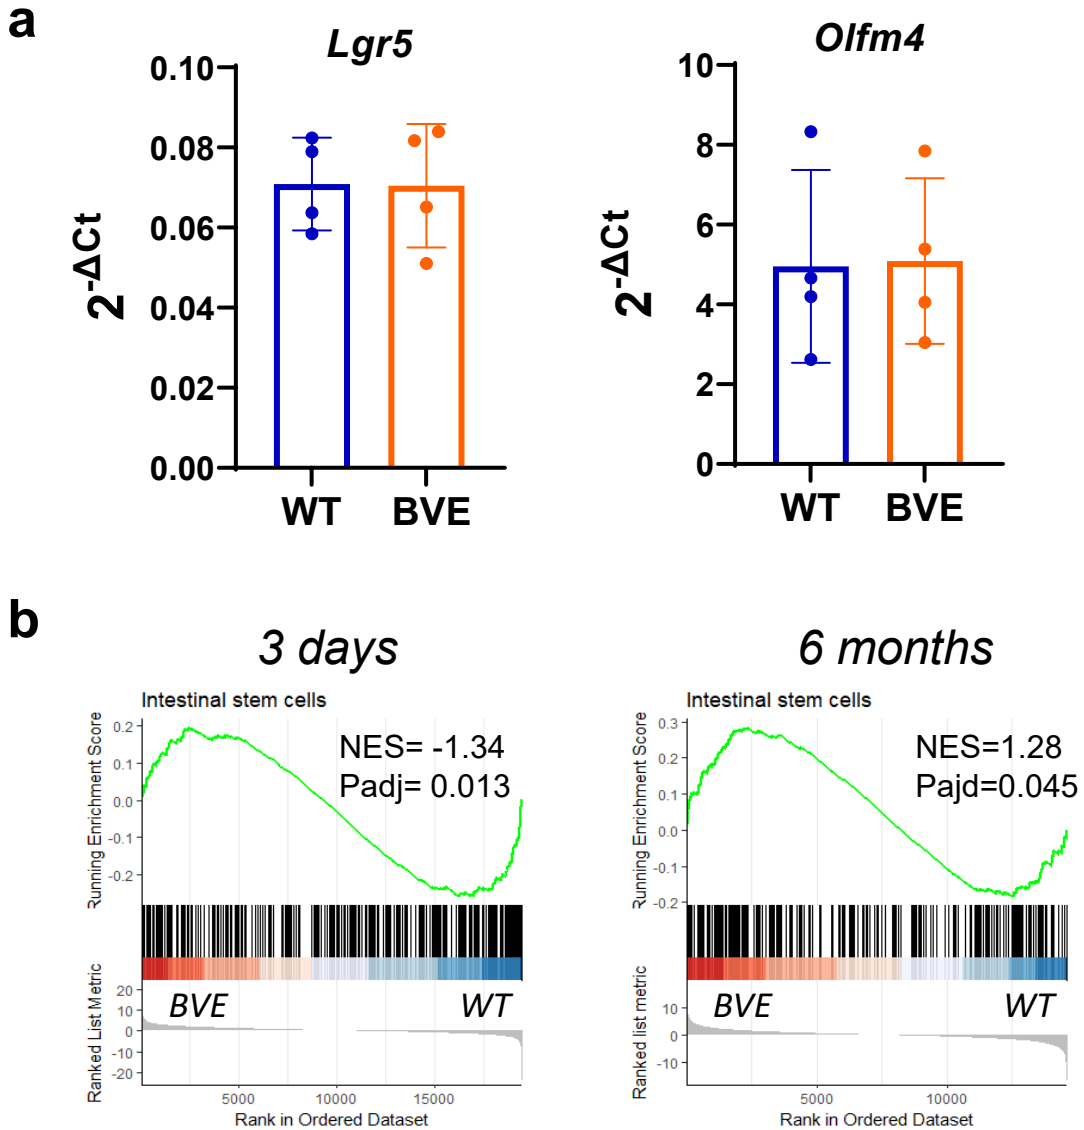

**Supplementary Figure 4. Persistence of ISCs following expression of *Braf*<sup>V600E</sup> in intestinal tissue.** **a)** rt-qPCR analysis of intestinal stem cells biomarkers *Lgr5* and *Olfm4* 6 months after tamoxifen injection. Bar graphs represent mean  $\pm$  SD. Each dot represents a single mouse. Data were analyzed by unpaired two-tailed t-test (n=4 per group). ns = not significant. **b)** GSEA 3 days and 6 months after induction of mutant *Braf* showing changes in the expression of an intestinal stem cells signature. NES = normalized enrichment score.

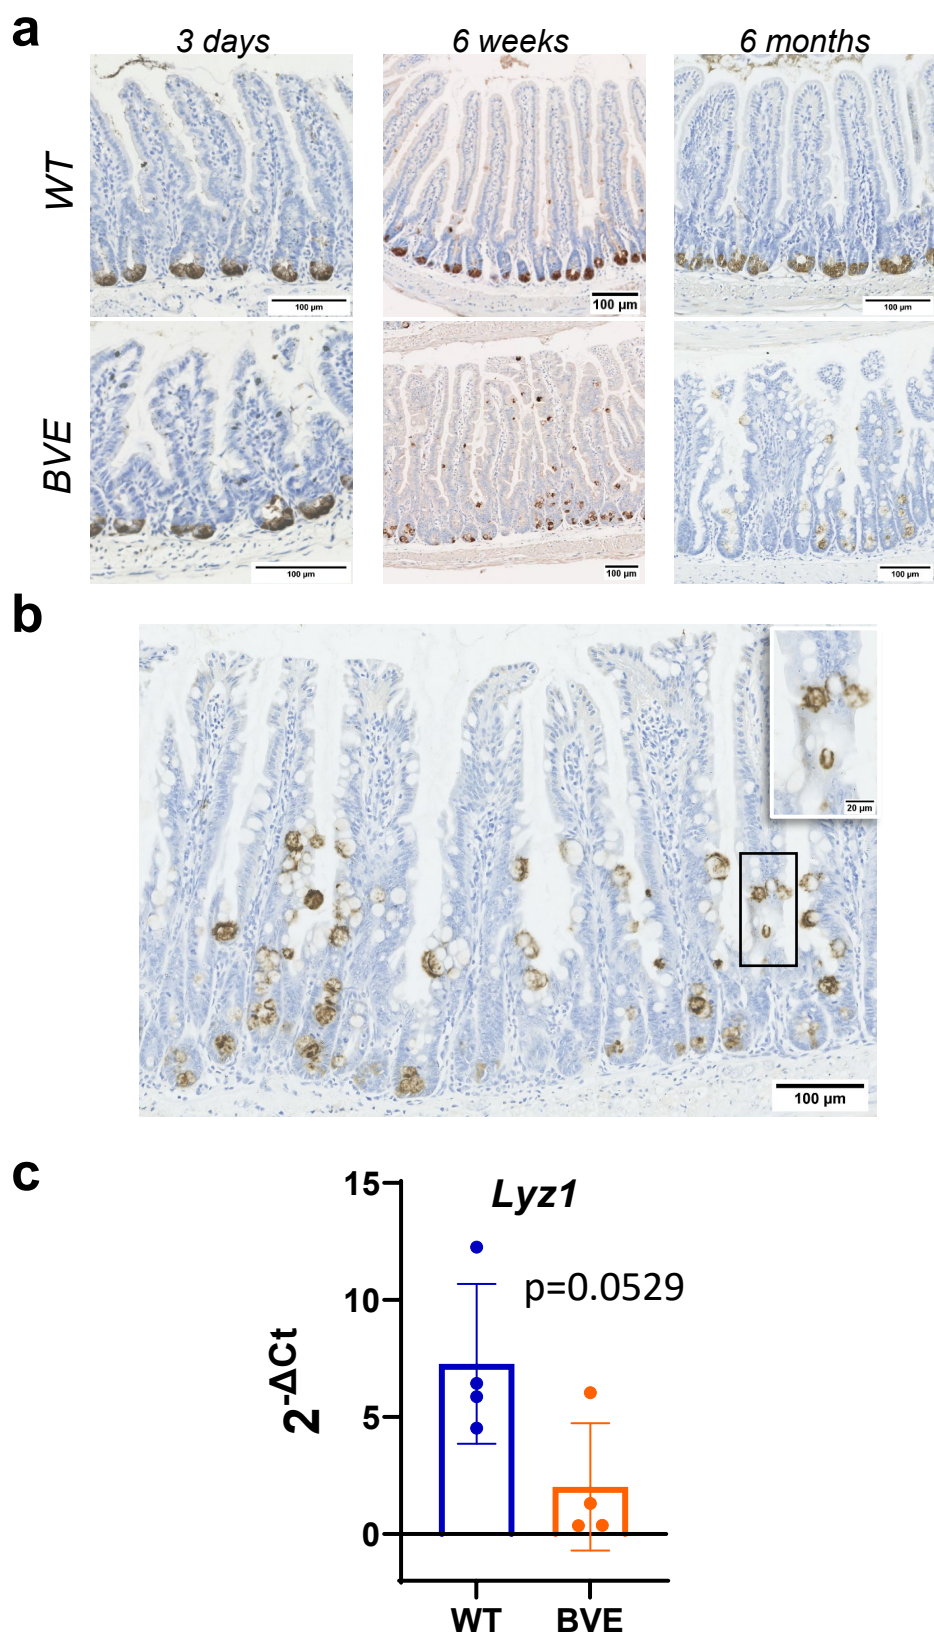

**Supplementary Figure 5. Expression of *BraF<sup>V600E</sup>* in the intestinal epithelium alters homeostasis of Paneth cells.** **a)** Representative histological images of small intestinal tissue stained with the lysozyme marker from WT mice and *BraF<sup>V600E</sup>* mice (BVE) at 3 days, 6 weeks and 6 months following tamoxifen induction. Bar size = 100  $\mu$ m. **b)** Details of delocalized Paneth cells in 6-month induced mutant mice. Bar size = 100  $\mu$ m (20  $\mu$ m inset). **c)** rt-qPCR analysis of the expression of the Paneth cell marker Lysozyme 6 months after induction of *BraF<sup>V600E</sup>*. Data are plotted as mean  $\pm$  SD. Each dot represents a single mouse. Data were analyzed by unpaired two-tailed t-test (n=4 per group).

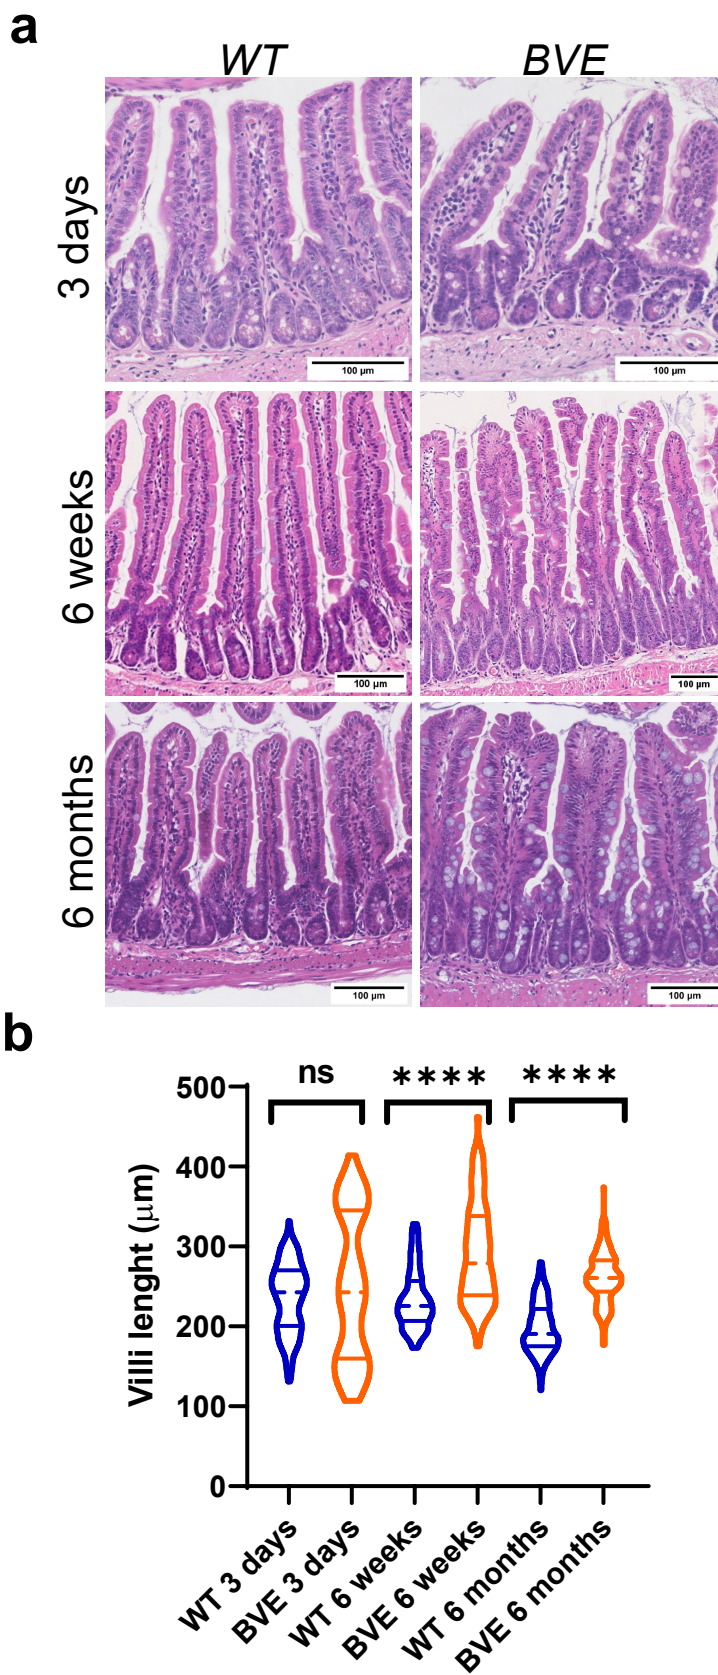

**Supplementary Figure 6. Expression of *Braf*<sup>V600E</sup> in the intestinal epithelium alters intestinal tissue homeostasis. a)** Representative histological images of small intestinal tissue from WT and *Braf*<sup>V600E</sup> mice (BVE) at 3 days, 6 weeks and 6 months following tamoxifen induction. Bar size = 100  $\mu$ m. **b)** Violin plot showing quantification of villi length 3 days, 6 weeks and 6 months following tamoxifen induction. Dotted and solid lines indicate median and quartiles, respectively. Data were analyzed by unpaired, two-tailed t-test (n=3 per group). ns = no significant, \*\*\*P  $\leq$  0.001, \*\*\*\*P  $\leq$  0.0001.

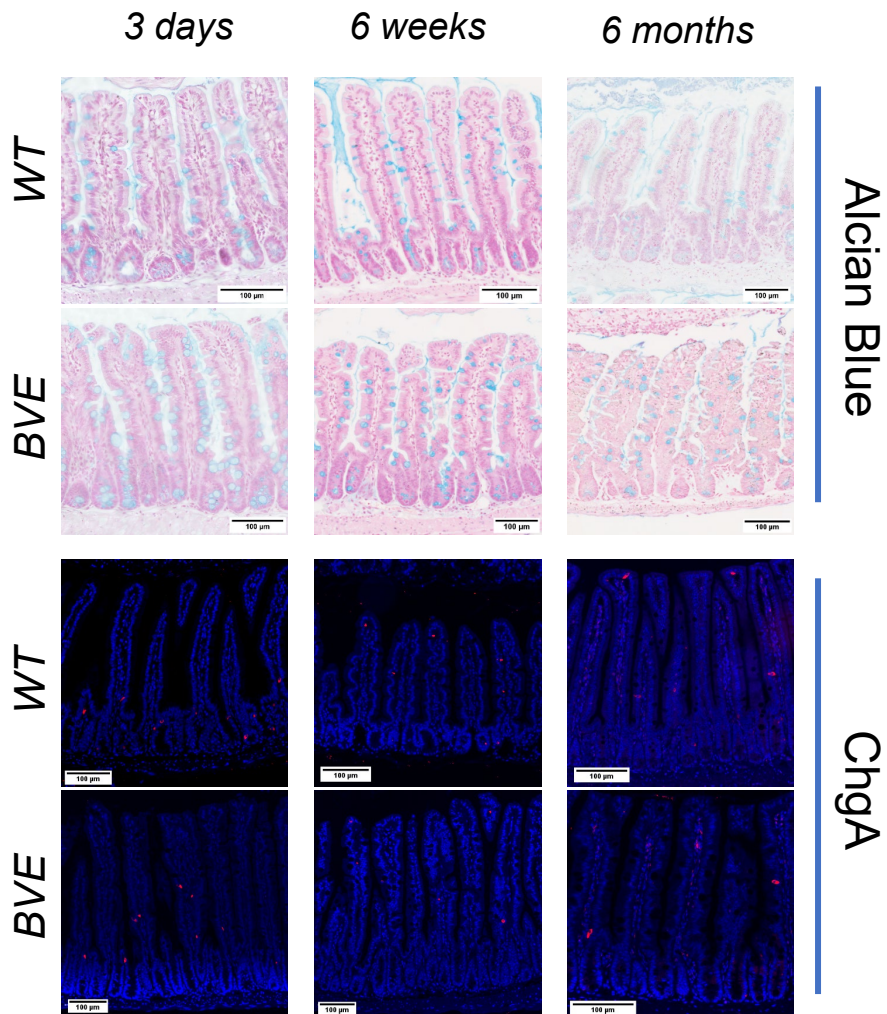

**Supplementary Figure 7. Expression of *Braf*<sup>V600E</sup> in the intestinal epithelium alters homeostasis of EE cells.** Representative histological images of small intestinal tissue stained with Alcian Blue (Goblet cells) and the EEC marker ChgA in the intestinal tissue of mice with the indicated genotypes. Independent WT mice were used for each different time point, but, for ease of reference, representative examples from 6 months mice are shown. Bar size = 100  $\mu$ m.

**a**

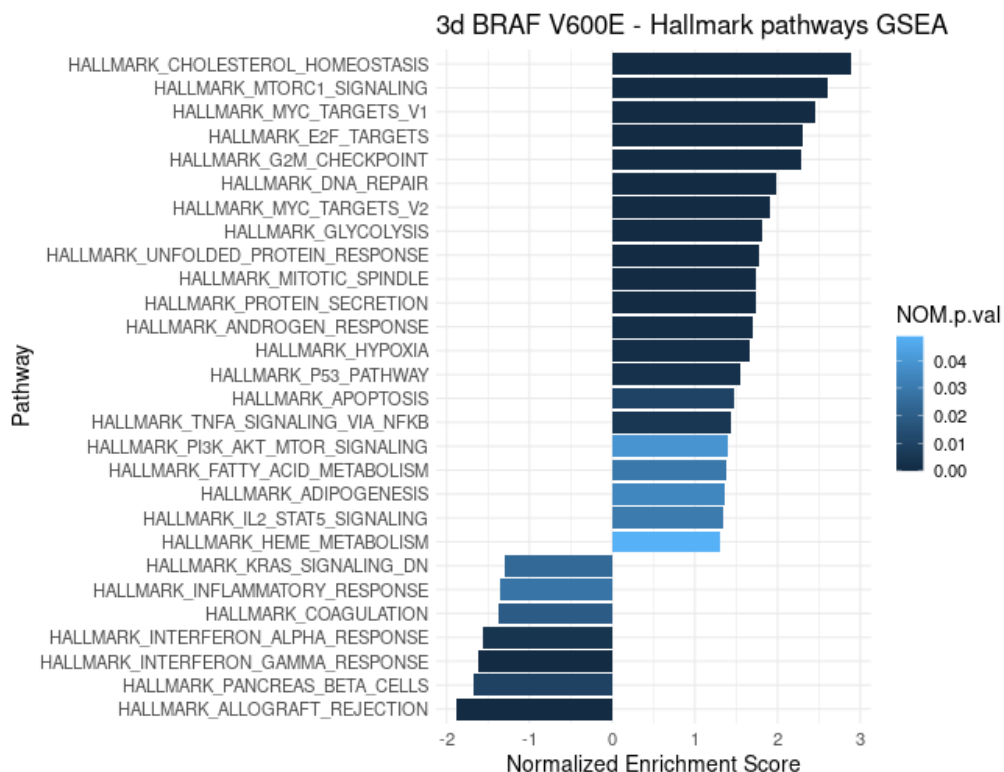

**b**

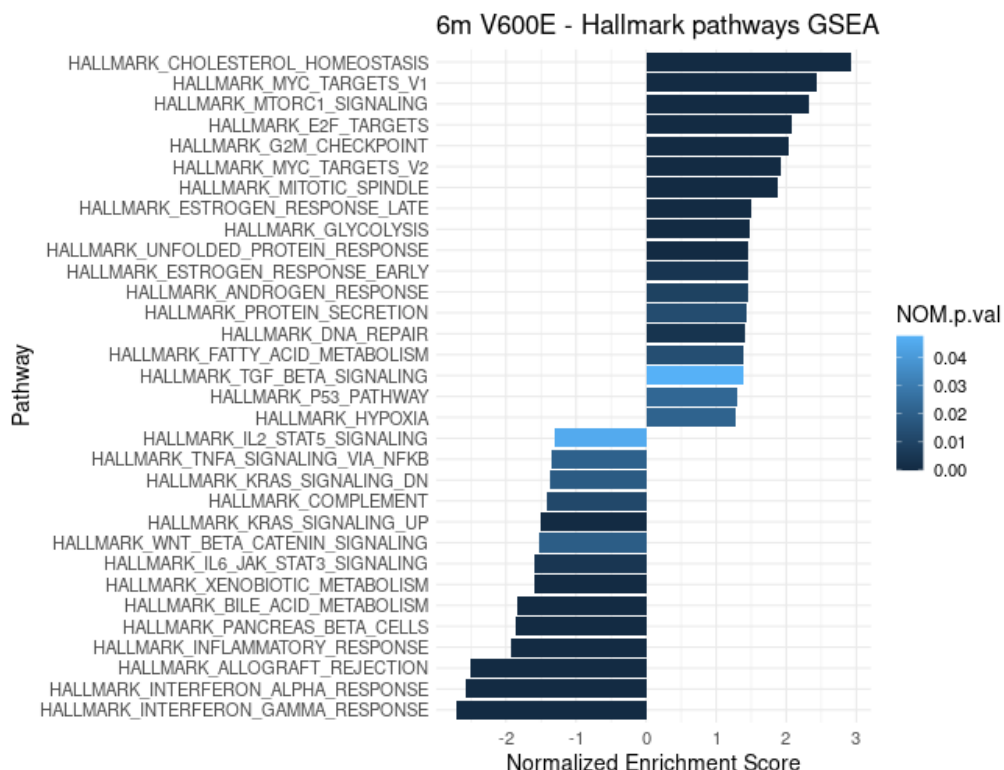

**Supplementary Figure 8. GSEA of mouse transcriptomic data. a) and b) most significant up and down regulated signatures from the MSigDB in *Braf*<sup>V600E</sup> mice at 3 days (a) and 6 months (b) following induction of mutant *Braf*.**

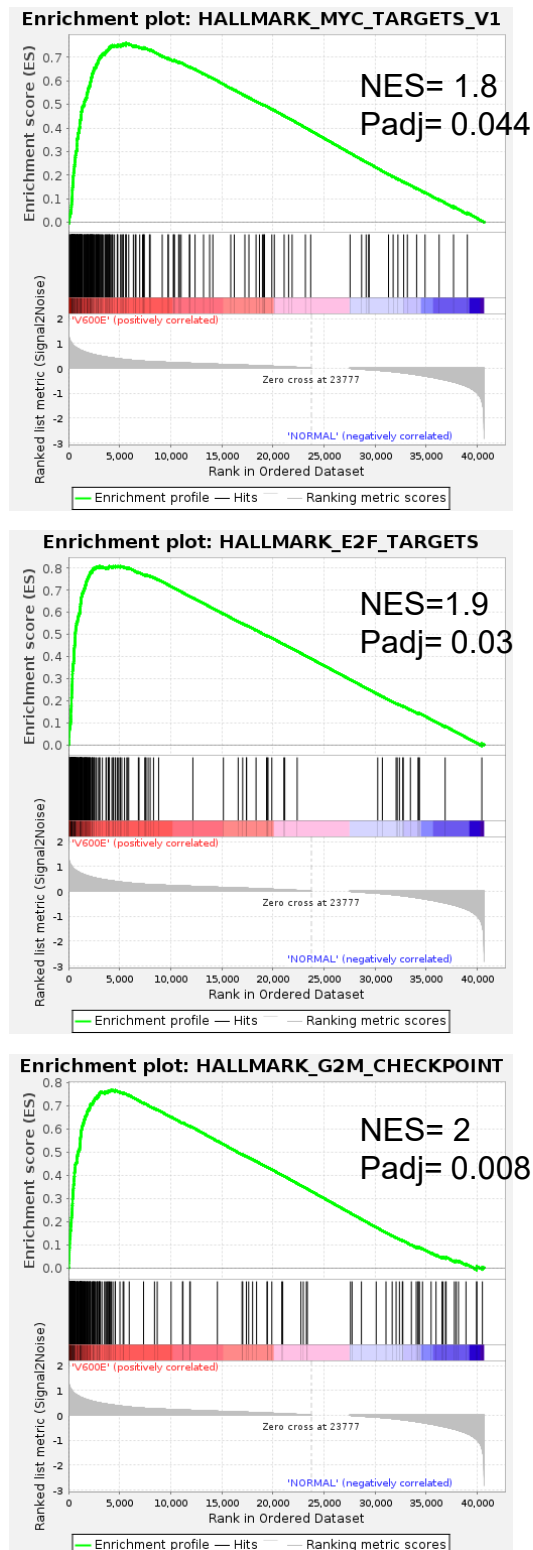

**Supplementary Figure 9. Analysis of the TCGA transcriptomic dataset.** GSEA analysis shows significant enrichment of the Myc targets, E2F targets and G2M checkpoint signatures. NES = normalized enrichment score.

**a**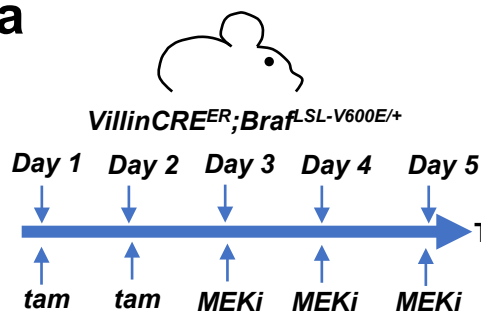**b**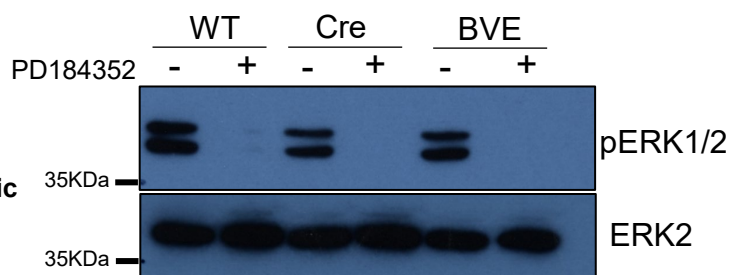**c**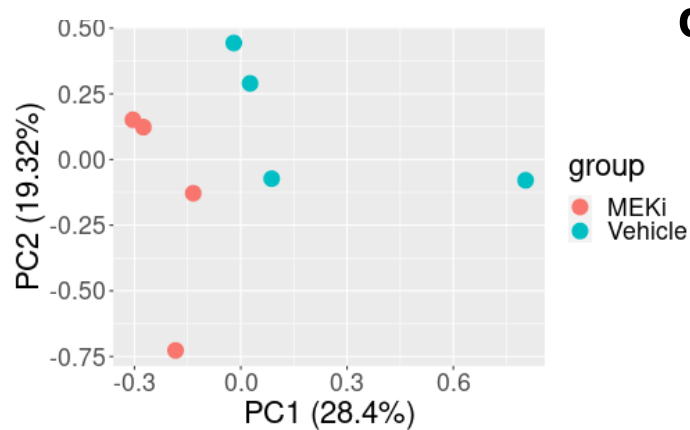**d**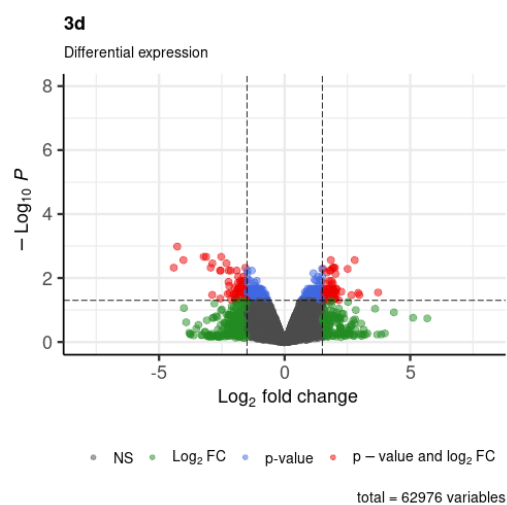**e**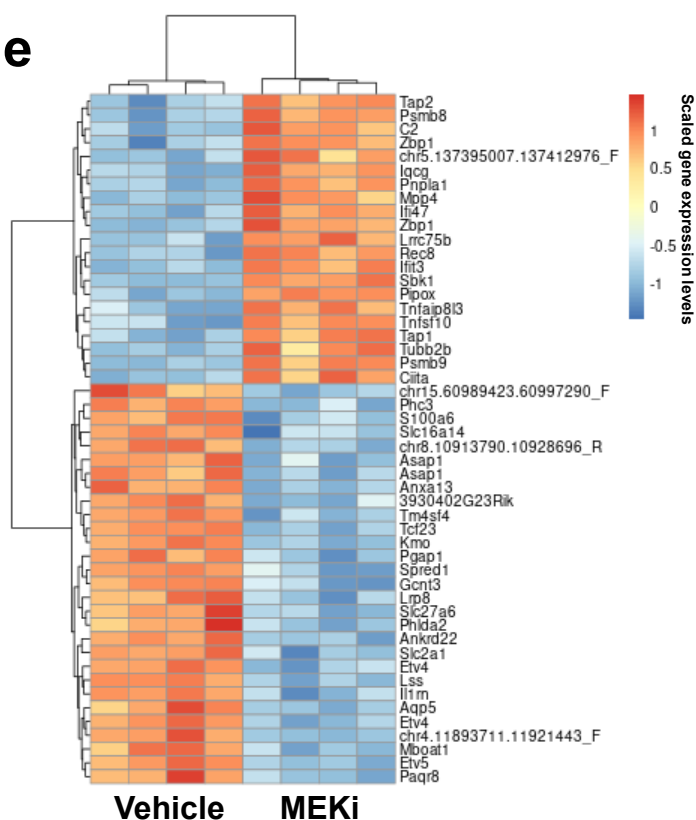**f**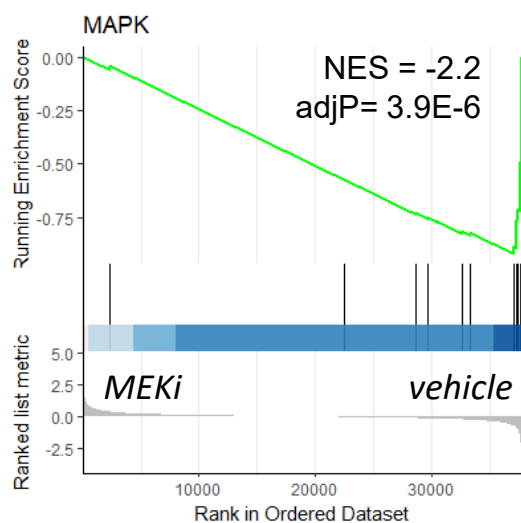

**Supplementary Figure 10. Inhibition of MAPK pathway with the MEK inhibitor PD1843352 (MEKi).** **a)** Schematic of the experimental design for *in vivo* inhibition of the MAPK pathway using MEKi. **b)** Western blot analysis of phosphorylated Erk protein in intestinal tissue showing efficient inhibition of the MAPK pathway in mice treated with MEKi. **c)** Principal component analysis (PCA) of *Braf<sup>V600E</sup>* mice treated with MEKi or vehicle. n=6 animals per genotype. **d)** Volcano plot of differentially expressed genes in *Braf<sup>V600E</sup>* treated with MEKi versus vehicle control mice. Log2 for fold change in expression on the X-axis and Log10 for adjusted p value on Y-axis. Results are color coded: adjusted p value less than 0.05 (grey), log2 fold change greater than 0.5 (green), adjusted p value less than 0.05 (blue), and both adjusted p value less than 0.05 and log2 fold change greater than 0.5 (red). **e)** Heat map with the most top significantly up and down regulated genes in *Braf<sup>V600E</sup>* mice treated with MEKi. **f)** GSEA showing downregulation of MAPK pathway signature in mice expressing *Braf<sup>V600E</sup>* for 3 days and treated with the MEK MEKi. NES = normalized enrichment score.

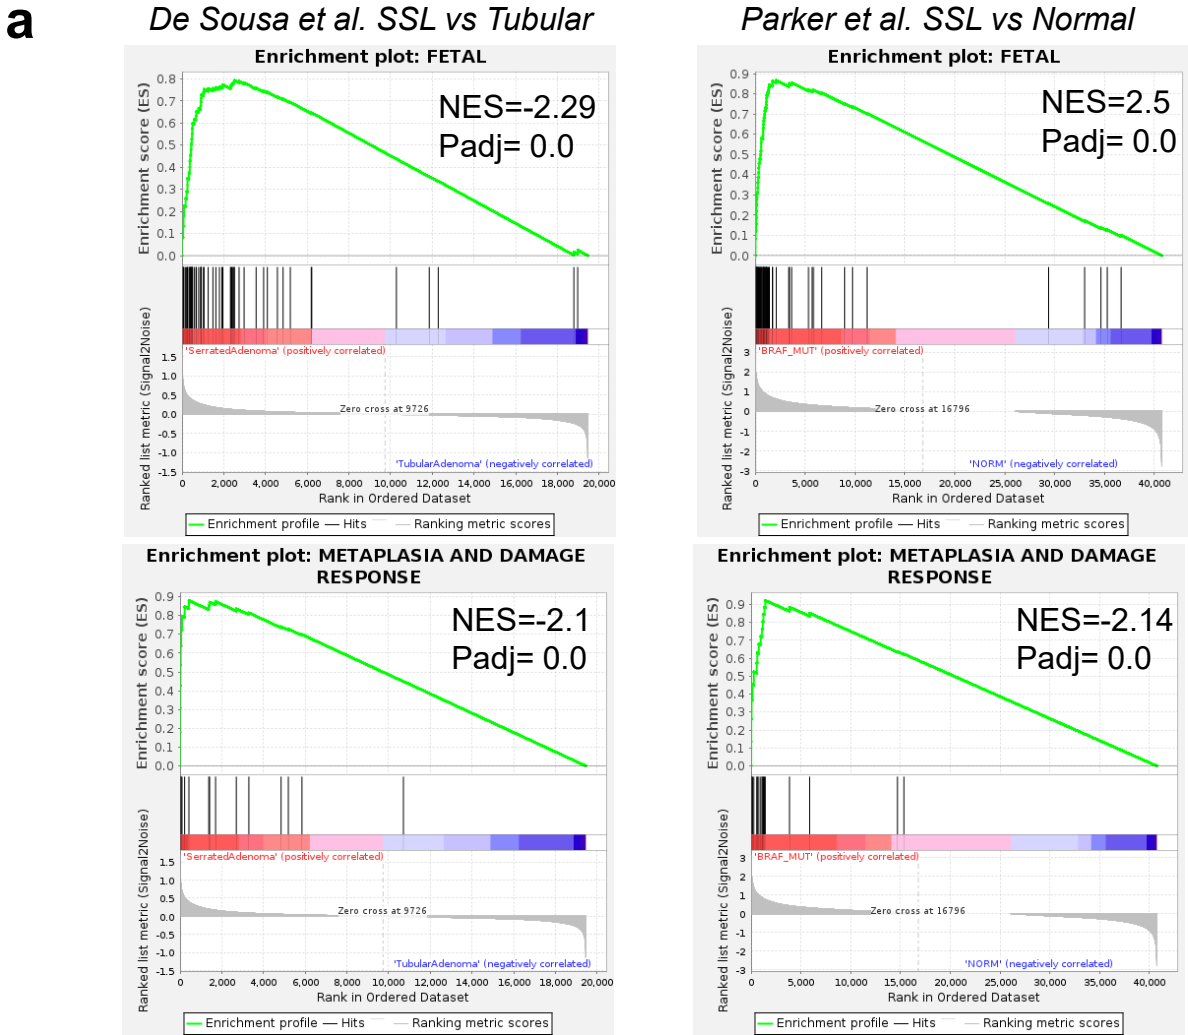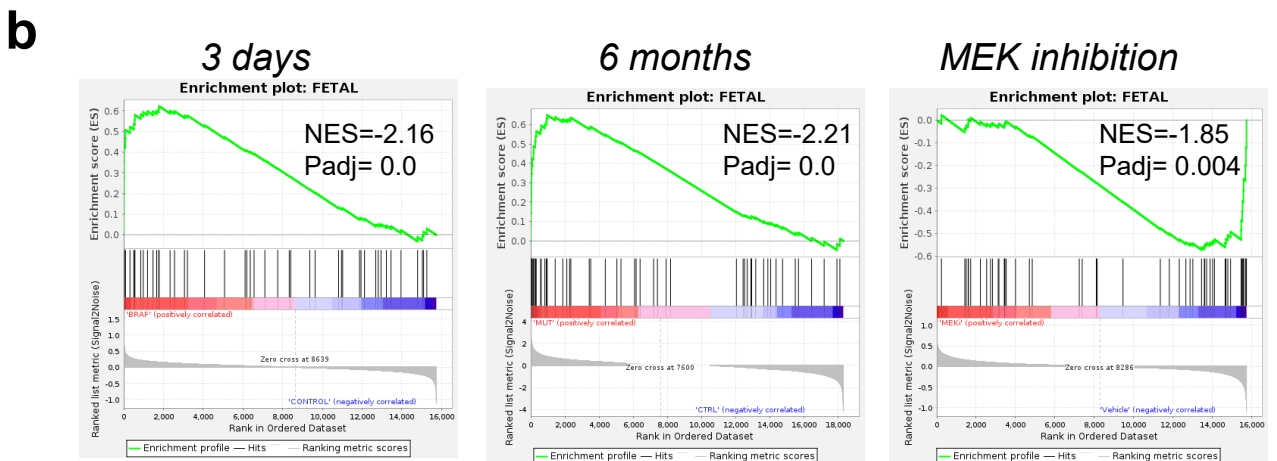

**Supplementary Figure 11. Expression of *Brafr<sup>V600E</sup>* in the mouse intestinal epithelium leads to enrichment of a fetal-like gene signature. **A)** GSEA of the fetal and metaplasia gene signatures in two independent human dataset comparing SSLs to tubular adenomas or matched normal tissue. **B)** GSEA of the fetal signature the intestinal tissue of *Brafr<sup>V600E</sup>* mice 3 days and 6 months following induction of mutant *Brafr*. Dependence on MAPK is also shown. NES = normalized enrichment score.**

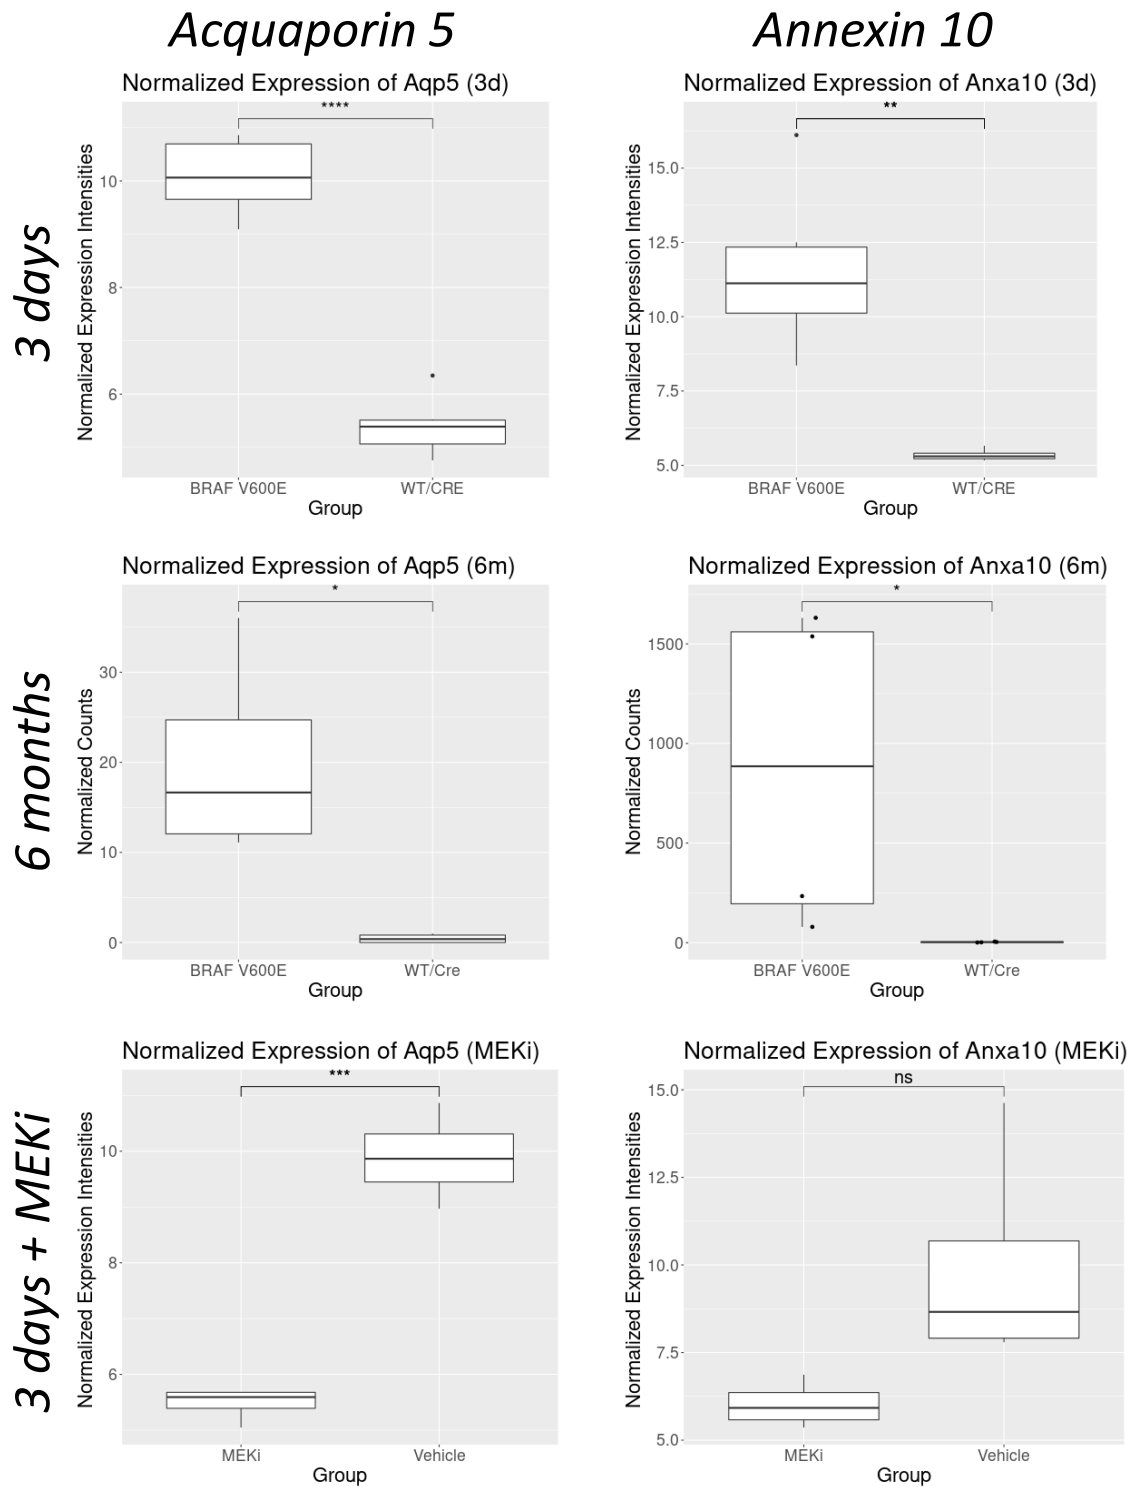

**Supplementary Figure 12. Expression of metaplastic genes *Aqp5* and *Anxa10* in intestinal tissue of mice with the *Braf<sup>V600E</sup>* mutation.** Normalized expression levels of the *Aqp5* and *Anxa10* genes in the intestinal tissue at the indicated time points. Dependence on MEKi is also shown. Data are plotted as box and whiskers plots. The bars within the box represent the median value, whiskers represent min and max value. The p value was determined using Wald test. ns = not significant, \*p ≤ 0.05, \*\*p ≤ 0.01, \*\*\*p ≤ 0.001, \*\*\*\*p ≤ 0.0001.

**a**

## **BRAF mut vs BRAF WT CRC**

*Joanito et al.*

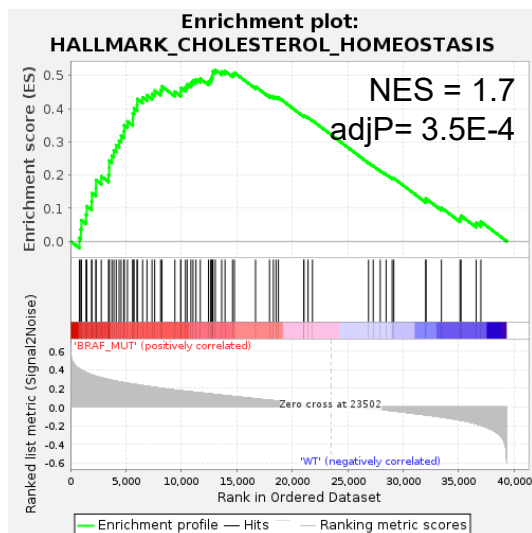

*TCGA*

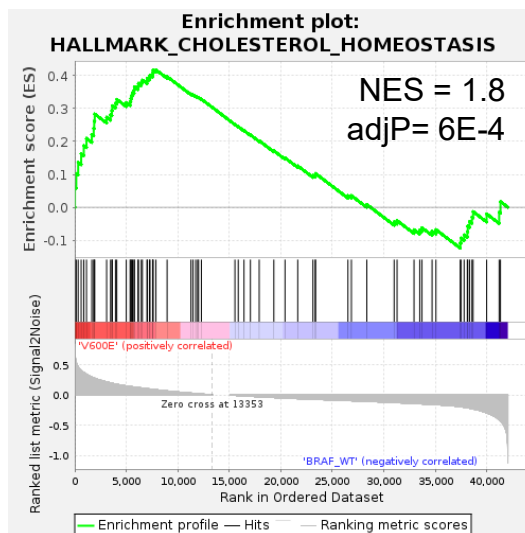

**b**

## **ADs vs normal colon**

*Parker et al.*

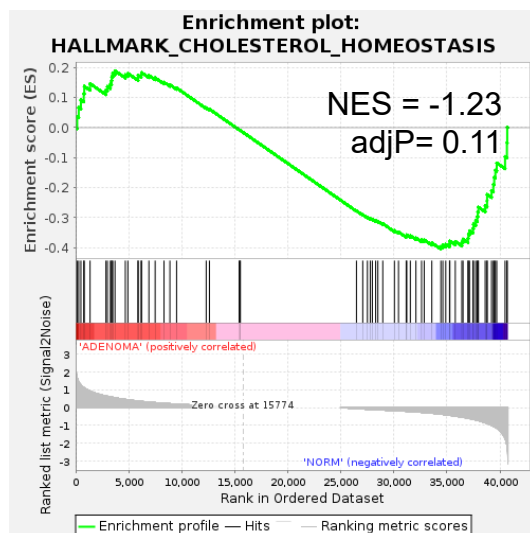

**Supplementary Figure 13. Analysis of human transcriptomic datasets. A)** GSEA shows enrichment of the cholesterol gene signature in CRC harboring mutant *BRAF* in two independent datasets from Joanito et al. (n=15 mutant and 147 WT cases) and from the TCGA dataset (n=35 mutant and 236 WT cases). **B)** GSEA shows lack of transcriptional enrichment of the cholesterol gene signature in adenomas lesions compared to match normal tissue.

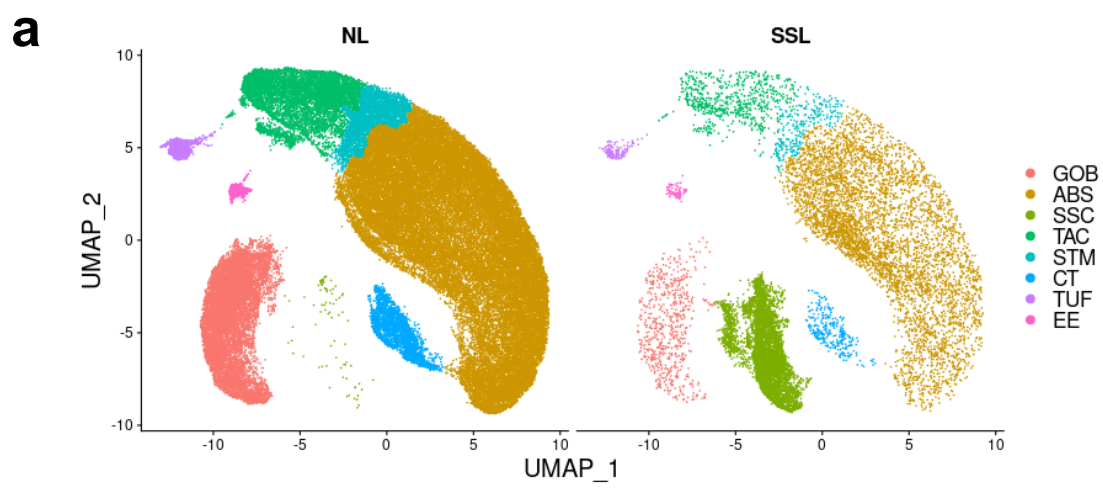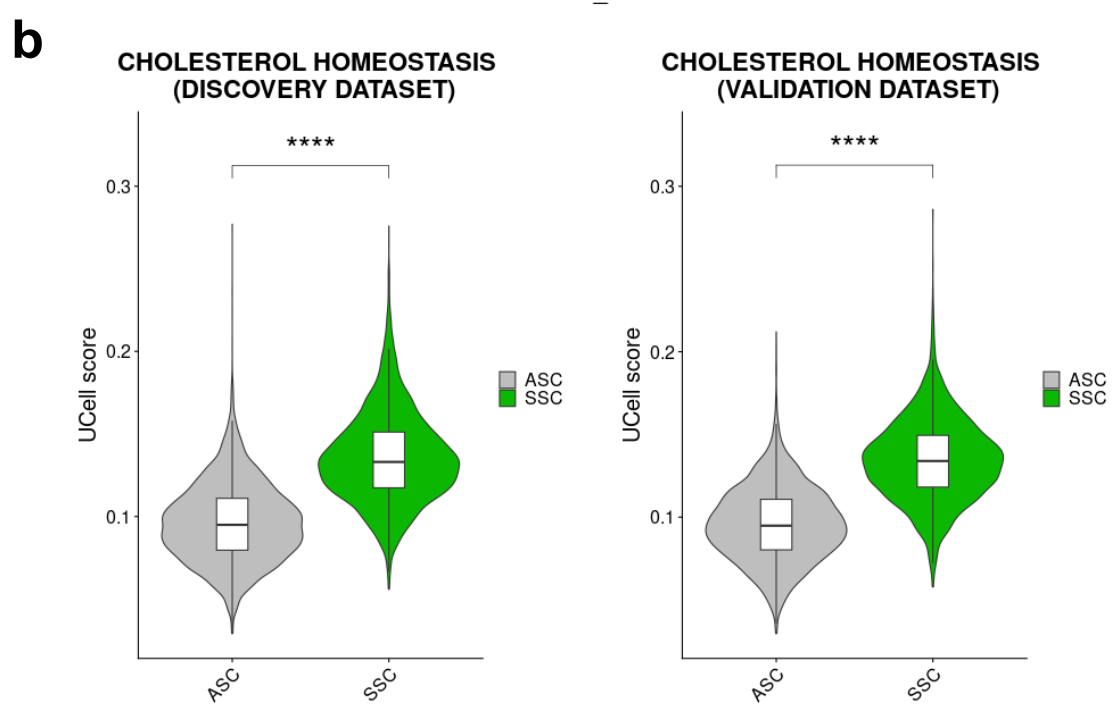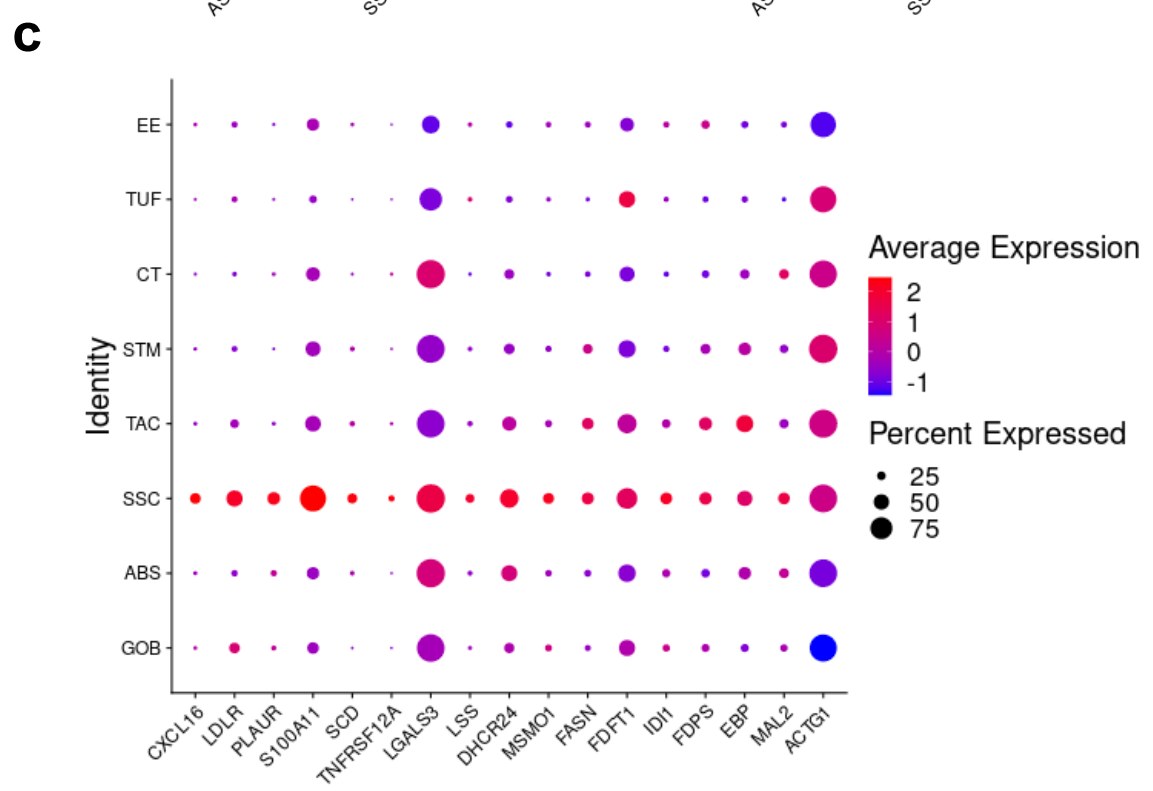

**Supplementary Figure 14. Single cells analysis of cholesterol biosynthesis in SSLs.** **a)** UMAP representation of epithelial scRNA-seq data, color-coded by cell type and comparing cell population in, normal tissue (NL), SSL, sessile serrated lesions. ABS, absorptive cells; CT, crypt top colonocytes; EE, enteroendocrine cells; GOB, goblet cells; SSC, serrated specific cells; STM, stem cells; TAC, transient amplifying cells; TUF, tuft cells. **b)** Violin plot comparing UCell score distribution of a cholesterol gene signature between SSC and ASC cell populations in DIS (left) and VAL (right) datasets. The boxes represent median and interquartile ranges. The whiskers show 95% confidence interval. Distribution of UCell score was compared using Wilcoxon test. \*\*\*\* $p \leq 0.0001$ . SSC, serrated specific cells; ASC, adenoma specific cells. **c)** Dot plot of genes within the cholesterol signature showing significant upregulation in gene expression between SSC and non-tumor cells. Dot color indicates average gene expression levels, dot size indicates the percentage of cells within a population that express the indicated gene.

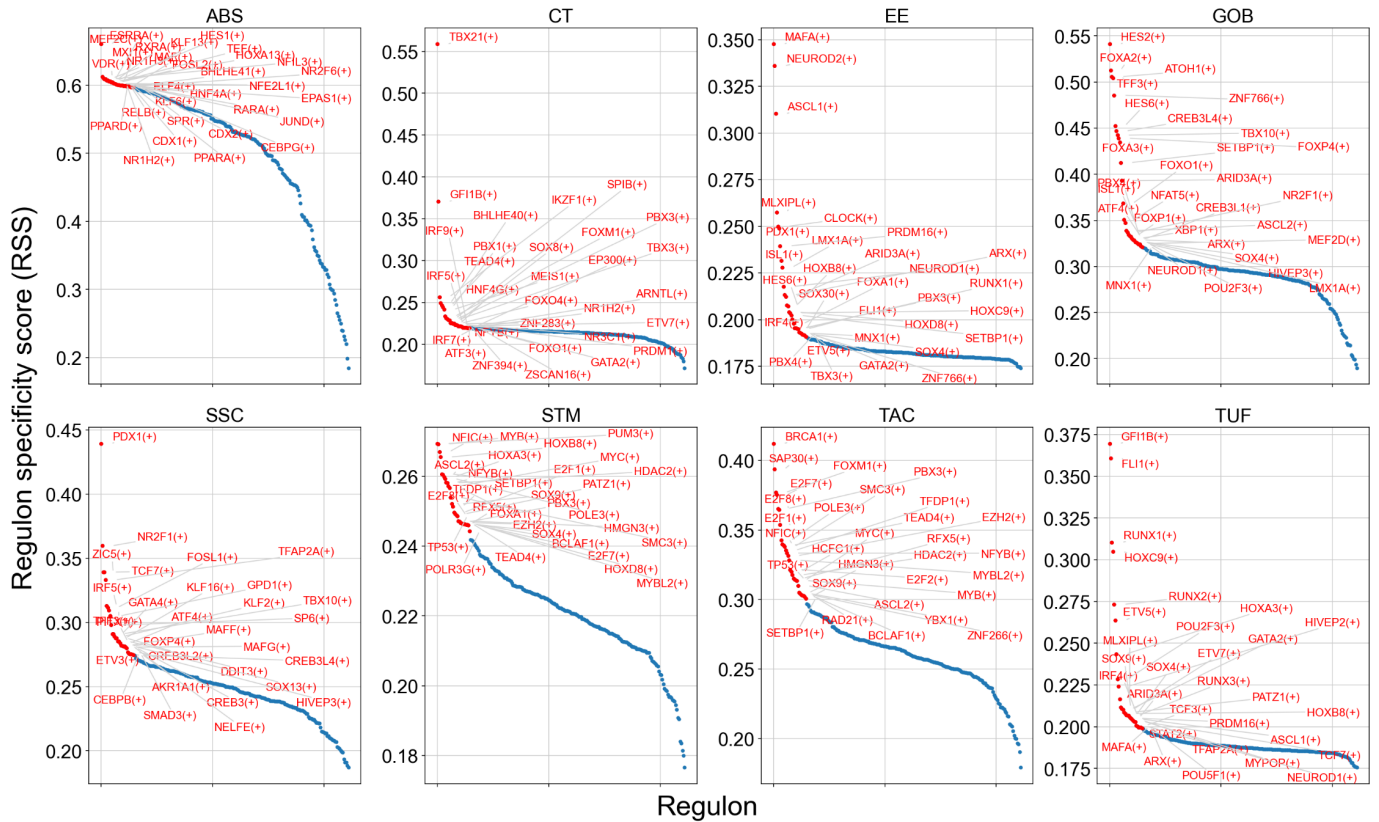

**Supplementary Figure 15. Analysis of regulons in SSLs.** Plot of the top 30 specific regulons (highlighted in red) in the indicated cell lines from analysis of single cell data of SSL and NL dataset. The regulon specificity score (RSS) is shown on y axis. ABS, absorptive cells; CT, crypt top colonocytes; EE, enteroendocrine cells; GOB, goblet cells; SSC, serrated specific cells; STM, stem cells; TAC, transient amplifying cells; TUF, tuft cells.

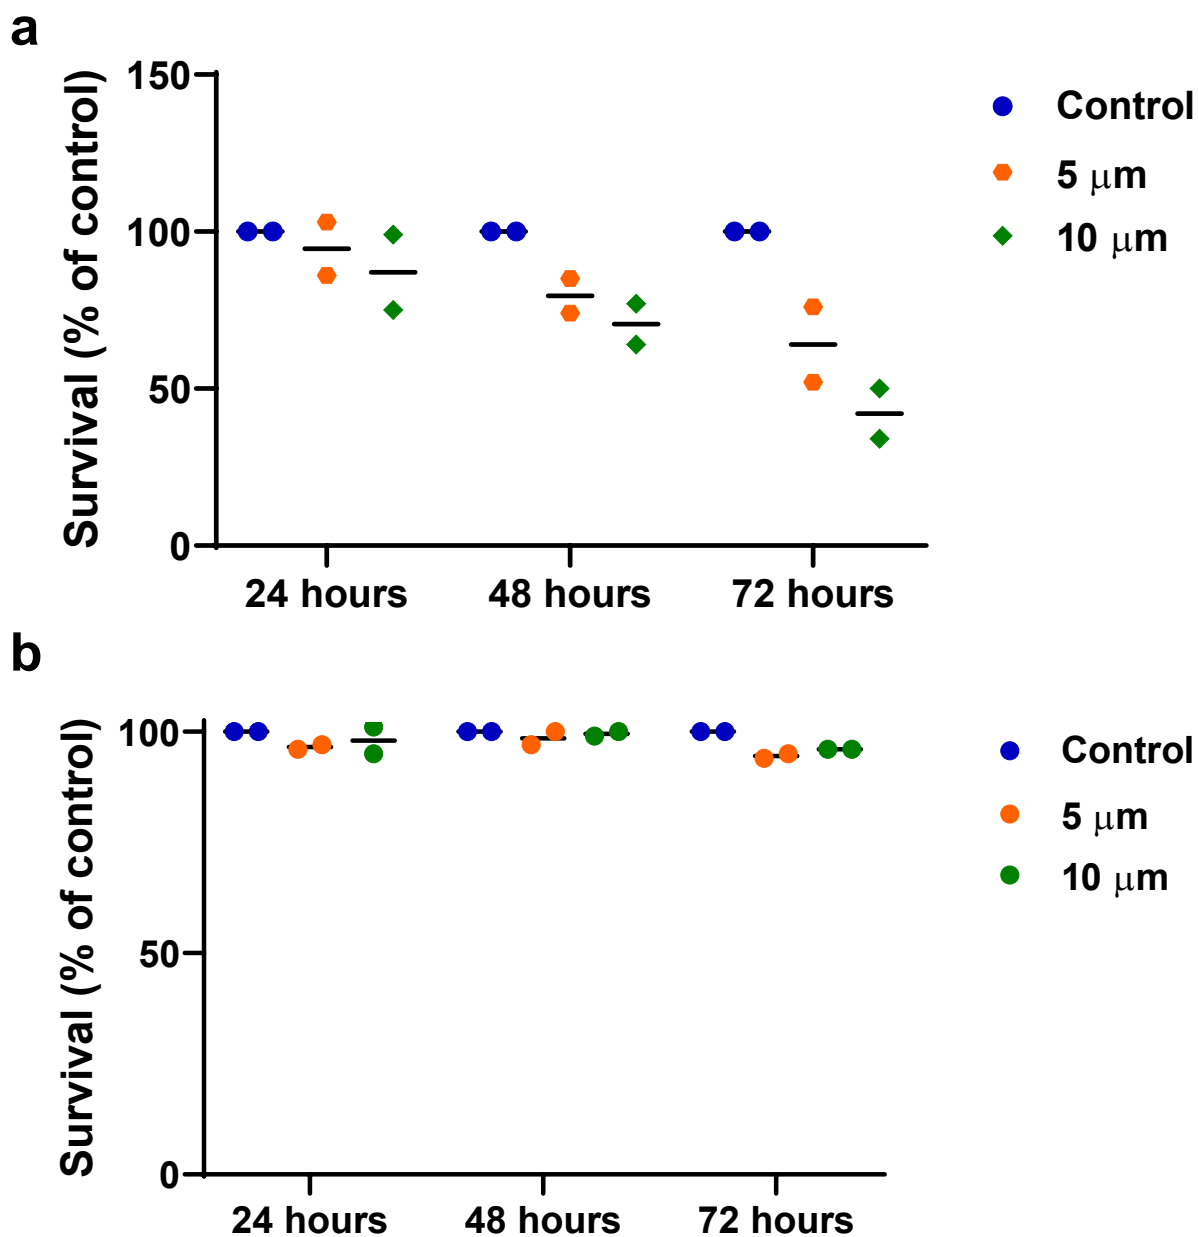

**Supplementary Figure 16. The effects of cholesterol biosynthesis inhibition on cell viability in *BRAF<sup>V600E</sup>* CRC cells.** Dot plot showing the effect of different concentrations (0, 5 and 10  $\mu\text{M}$ ) of atorvastatin and periods of treatment (24, 48 and 72 hours) on RKO (a) and HT-29 (b) cell lines. Values were normalized against the control mean by dividing the measured optical density by the mean control optical density and multiplying by 100 to give cell viability as a percentage of the control. Results were obtained from two independent experiments. Lines show average value of duplicates..

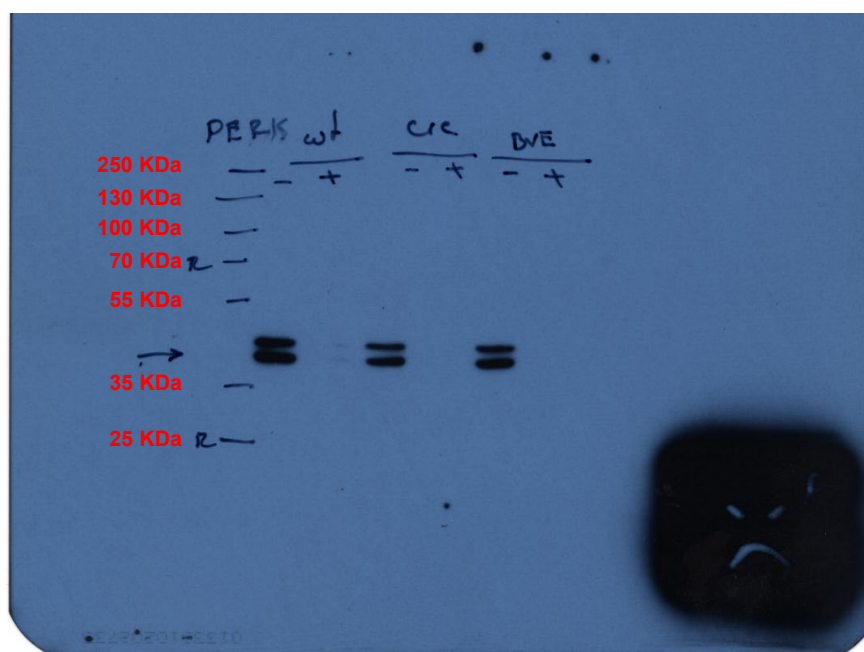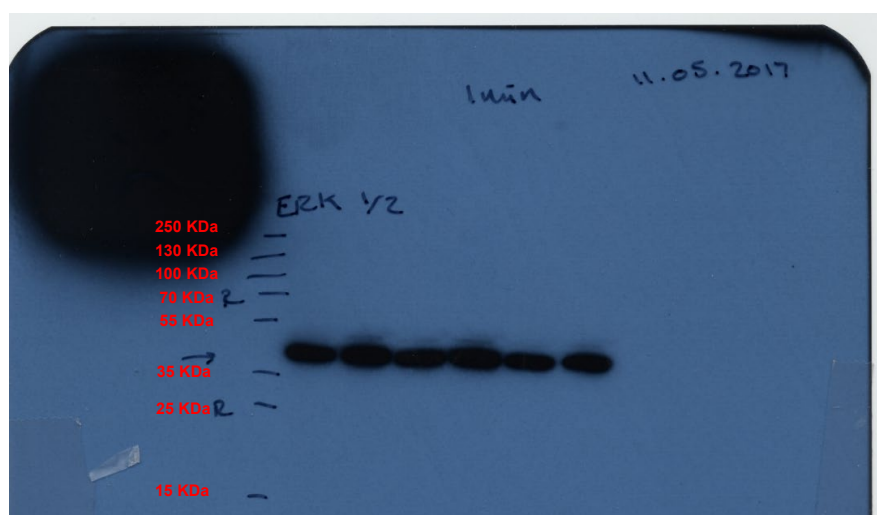

**Supplementary Figure 17. Original western blots.** Original uncropped western blot images related to Supplementary Figure 10B. The molecular weight sizes are predicted, as we could not capture the pre-stained ladder on the film.

| Target                    | Primers          | Sequence                            |
|---------------------------|------------------|-------------------------------------|
| BRAFLSL-<br>V600E/WT      | OCP125 (FWD)     | 5'-GCC-CAG-GCT-CTT-TAT-GAG-AA-3'    |
|                           | OCP137 (REV-HET) | 5'-GCT-TGG-CTG-GAC-GTA-AAC-TC-3'    |
|                           | OCP 143 (REV-WT) | 5'-AGT-CAA-TCA-TCC-ACA-GAG-ACC-T-3' |
| Villin-CreER <sup>T</sup> | OCP 361 (FWD)    | 5'-GCC-TGG-TCT-GGA-CAC-ATG-CC-3'    |
|                           | OCP362 (REV)     | 5'-GTG-TCA-GCA-TCC-AAC-AAG-GC-3'    |

**Supplementary Table 1.** PCR primers used for genotyping.

| Target         | Supplier        | Catalogue | Species       | Dilution | Antigen retrieval |
|----------------|-----------------|-----------|---------------|----------|-------------------|
| Lysozyme       | DAKO            | A0099     | Rabbit        | 1:10,000 | Proteinase K      |
| Olfm4          | Cell Signalling | 39141     | Rabbit        | 1:300    | Sodium citrate    |
| Chromogranin A | Immunostar      | 20085     |               | 1:1000   | Sodium Citrate    |
| BrdU           | Cell Signalling | 5292      | Mouse         | 1:200    | Sodium Citrate    |
| Cleaved-PARP   | Cell Signalling | 94885     | Rabbit (mono) | 1:100    | Sodium Citrate    |

**Supplementary Table 2.** List of primary antibodies used for IHC and IF.

| Name  | Fluorophore | Amplicon size (bp) | Assay ID      |
|-------|-------------|--------------------|---------------|
| Lgr5  | FAM         | 64                 | Mm00438890_m1 |
| Olfm4 | FAM         | 130                | Mm01320260_m1 |
| Lyz1  | FAM         | 129                | Mm00657323_m1 |
| Alpi  | FAM         | 60                 | Mm01285814_g1 |
| Muc2  | FAM         | 66                 | Mm01276696_m1 |
| Chga  | FAM         | 59                 | Mm00514341_m1 |
| Hmgcr | FAM         | 64                 | Mm01282499_m1 |
| Mvk   | FAM         | 67                 | Mm00445773_m1 |
| Mvd   | FAM         | 109                | Mm00507014_m1 |
| Tbp   | VIC         | 65                 | Mm01277042_m1 |
| Actb  | VIC         | 72                 | Mm04394036_g1 |
| B2m   | VIC         | 77                 | Mm00437762_m1 |
| Gusb  | VIC         | 71                 | Mm01197698_m1 |

**Supplementary Table 3.** List of TaqMan assay for rt-qPCR.

# Supplementary material for: BRAFV600E-mutated serrated colorectal neoplasia drives transcriptional activation of cholesterol metabolism
**Source:** Commun Biol. 2023 Sep 21;6:962. doi: 10.1038/s42003-023-05331-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Numerical source data for graphs in Figure 1b-d; Figure 2 e and f; Figure 4c, e and f; Figure 5e

**File name:** Supplementary Data 2

**Description:** The numerical source data behind the PARP positive cells in Figure 4g.

# Supplementary material for: BRAFV600E-mutated serrated colorectal neoplasia drives transcriptional activation of cholesterol metabolism
**Source:** Commun Biol. 2023 Sep 21;6:962. doi: 10.1038/s42003-023-05331-x
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Histology: Hamamatsu NanoZoomer Digital Slide Scanners, Akoya Vectra Polaris Multispectral Imaging and Whole Slide Scanning<br>real-time PCR: StepOne software (v2.3)<br>Bioinformatics: For RNA sequencing of mouse cohort, FASTQ files quality was assessed using FastQC (v0.11.9), sequencing adapter content was trimmed using FastP (v0.20.0). The pre-processed reads were aligned to the mouse GRCm38/mm10 reference genome using STAR (v2.7.3a). Gene mapping and quantification was performed using TETranscripts (v2.1.4). For microarray data of mouse cohort, Limma (v3.50.1) was used to read raw text files from single-channel Agilent RNA microarrays. For publicly available datasets, TCGA-COAD/READ count matrices were accessed using TCGAAbiolinks (v2.24.3). No specialized software was used for other public datasets - see Method section of the manuscript for details. |
| Data analysis   | We used GraphPad Prism (v9.4.0), QPath (v0.4.2), Phenochart (v1.0.12), Inform software, StepOne software (v2.3).<br>For bioinformatics: All software used in this study are published and cited in Method section of the manuscript. Here is the list of software used in this study for data processing and analysis: R (v3.6.1 & v4.0.5 & v4.1.0), FastQC (v0.11.9 & v0.11.5), FastP (v0.20.0), STAR (v2.7.3a & v2.7.9a), TETranscripts (v2.1.4), DESeq2 (v1.34.0 & v1.36.0), limma (v3.50.1), BioMart (v2.50.3), clusterProfiler (v4.4.2), enrich plot (v1.14.2), TCGAAbiolinks (v2.24.3), GSEA software (v4.2.2), Python (v3.9.1), Anndata (v0.7.6), pandas (v1.3.1), Seurat (v3.2.3 & v4.1.1), UCell (v1.3.1), ggpubr (v0.4.0), pySCENIC (v0.11.2), GRNBoost2 (arboreto, v0.1.6), Scanpy (v1.9.1), iRegulon (v1.3), Cytoscape (v 3.9.1)                                                      |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Provide your data availability statement here.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was not calculated for these experiments

Data exclusions

No data were excluded from analysis

Replication

All experiments included biological replicates as indicated in the methods or figure legends. Several findings were also confirmed using orthogonal experimental approaches.

Randomization

Mice were randomly allocated to treatment or vehicle control following genotyping results. however, allocation was such that an equal number of male and females was allocated in each group with transcriptomic data. For statin treatment experiment, complete randomization was employed as only females animals were used.

Blinding

Data scoring was performed by blinding the scorer to the identity of the samples or the identity of different groups of animals. Data were unblinded and analysed after scoring. In some experiments (e.g. RNAseq, western blotting and real-time PCR) blinding was not possible or not practical. However, those methodologies are objective and blinding is not necessary.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Lysozyme, DAKO, A0099  
 OLFM4, Cell Signalling, 39141  
 Chromogranin A, Immunostar, 20085  
 BrdU, Cell Signalling, 5292  
 Cleaved-PARP, Cell Signalling, 94885  
 p-ERK1/2, Cell Signaling, 9101S  
 ERK2, Santa Cruz, sc-1647

## Validation

Antibody validation was from the respective vendors:  
<https://www.agilent.com/store/productDetail.jsp?catalogId=A009902-2>  
<https://www.cellsignal.com/products/primary-antibodies/olfm4-d6y5a-xp-rabbit-mab/39141>  
<https://www.immunostar.com/product/sp-1-chromogranin-a-bovine-antibody/>  
<https://www.cellsignal.com/products/primary-antibodies/brdu-bu20a-mouse-mab/5292>  
<https://www.cellsignal.com/products/primary-antibodies/cleaved-parp-asp214-d6x6x-rabbit-mab/94885>  
<https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>  
<https://www.scbt.com/p/erk-2-antibody-d-2>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mus Musculus, C57BL6, up to 6 months of age

## Wild animals

*Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

## Reporting on sex

All findings were obtained on both sexes, with the exception of the stating treatment experiment in vivo, which was obtained using female animals.

## Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

## Ethics oversight

All animal experiments were performed according to Home Office guidelines under project licenses (PPL) PC4E1710A and P7B8067BB. Animal experiments were approved by the local ethics committee at the University of Leicester..

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

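RNA from the intestinal tissue of 4 BVE mice and 4 control mice, taken 6 months after induction, was measured by RNA-seq with 1 library per mouse and no pooling. Groups were taken from the sample labels. The control mice are VillinCreER/0 by these labels, WT in the Results and vehicle-treated mice of the inducible genotype in the Methods. The labels give no sex, batch, date or shared number for the mice, so they gave no covariate and no pairing for a fit. Ddx3y, a gene of chromosome Y, had between 533 and 803 normalized counts in F011, F08, F017 and F019 and at most 5.15 in the other mice. No sex was assigned from such values and no fit was blocked by sex, so its effect on the comparison of BVE with control mice was not measured. The split of the 8 mice that sets F011, F08, F017 and F019 against the others gave 5 genes past the threshold.

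According to the Methods, the authors checked the reads with FastQC, trimmed them with fastp, aligned them to GRCm38/mm10 with STAR and quantified the genes with DESeq2, while the Reporting Summary names TEtranscripts. The values that the authors deposited are signal values, namely read counts per gene divided by 1 size factor per library, and not by gene length. They are called normalized counts in the text. The annotation release, the strand and the treatment of reads with several matches are not given in the paper's text. The table holds 55414 features, all named by an Ensembl gene ID, and 37423 of them are above 0 in at least 1 library. Of the 55414 IDs, 52081 (93.99%) were matched to a gene name in the GENCODE vM21 annotation, from which the GRCm38 coordinates were also taken. No pair of libraries held identical values, and the Pearson correlation of log2 values across genes lay between 0.9666 and 0.9801 within the groups, where genes are not independent replicates.

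In each column, the values above 0 were multiples of a smallest step, with a largest deviation of 1.1e-09. The inverse of this step was the size factor that the median-ratio method gives for the column in all 8 libraries, including control mouse F019, where it was 1.0027. Because a step of 0.9973 is close to 1, the automatic check of the unit did not accept the step of F019 as a read. The values were therefore treated as normalized values and no count model was fitted. The read totals, the limit of 3 reads and the thinning of libraries rest on these steps and describe the libraries. Normalized totals were between 11946900 and 14651120 in BVE mice (median 13959908.5) and between 13168538 and 15190525 in control mice (median 14557418.5). The 10 most abundant genes held between 9.32% and 13.24% of a library. Limits of detection cover counting error only, since reads are not independent molecules.

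The design written before the data were examined assumed raw counts. It fixed the samples, the 17 lists of genes, the rule for the genes named, the filters, the fits that leave out 1 mouse and the camera and fry tests. Since the unit needed another test, the main test became limma with its variance trend on log2 values after 1 was added, for the 17476 genes with at least 10 normalized counts in at least 4 libraries (3 in the fits without 1 mouse), with Benjamini-Hochberg adjustment and a threshold of 0.05. The analysis used R 4.3.3 with limma 3.58.1, fgsea 1.28.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

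The test was first tested on simulated data, drawn from the means and depths of the real libraries. Of the 192 changed genes that passed the filter among 17461 genes, 55.7% were recovered, and 77.4% of those changed 4-fold. Of 108 genes past the threshold, 0.9% were false. Where no gene was changed, none of 17438 genes passed.

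Preranked GSEA was run with fgsea on limma's statistic, with the smallest p set to 1e-10 and the seed 20231, for the 17 lists and for 679 Reactome pathways of between 15 and 500 genes, matched by Entrez identifiers. The 17 lists hold MAPK targets, stem cell markers, Paneth markers, enterocyte markers, enteroendocrine markers, goblet markers, Myc targets, G2/M genes, S phase genes, Wnt targets, fetal-like markers, gastric metaplasia markers, cholesterol biosynthesis enzymes, SREBP2 targets outside the pathway, LXR targets, interferon response genes and MHC class II genes. The cell cycle lists are those of the Seurat package. MSigDB and the published signatures are not used here. A further 12 lists served to check the tissue: epithelial, tuft, T cell, macrophage, B and plasma cell, fibroblast, smooth muscle, pancreatic acinar, proximal and distal small intestine markers, fatty acid synthesis genes and sex-linked genes. Scores of lists per mouse were compared by a two-sided exact permutation test over the 70 arrangements of the 8 mice, adjusted over the 17 lists and, separately, over the 12. The comparison of all 35 splits of the 8 mice into groups of 4 counted how often a result as large is found, and again over the 18 splits with 2 BVE mice in each group, which was added after the values were seen.

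The genes named are those that the study names for these samples in its text, legends and Supplementary Fig. 2c, the members of the lists, and in each direction the 5 genes with the smallest p among those past the threshold whose groups do not overlap. In a list, full values are given for the genes that the study names and otherwise for the 2 members with the smallest p and for any member past the threshold in the opposite direction. For 3 lists of immune cells, the most abundant members are named as well, chosen after their values were seen. Some genes that these rules select are not reported here, although the counts and scores of the lists include them.

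Alternatives were no filter on low values, a stricter filter with a mean of at least 50, each mouse left out, camera with a preset correlation of 0.01 or an estimated one, fry, and an absolute log2 fold change above 0.5. Added after the values were seen were pseudocounts of 0.1 and 5, quantile normalization, scaling to the same total, no variance trend and array weights. To test depth, every library was thinned to the size of the smallest in 10 draws. To test GC content and transcript length, the median of limma's statistic was removed within 100 bins of genes. Raw reads, tissues taken 3 days after induction, mice treated with a MEK inhibitor, microarrays and human data are not analysed here.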

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

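The tests chosen only after the results were seen are the exact permutation of list scores, the other splits for the immune, tuft and fatty acid lists and for the translation pathway, the count of splits by the number of BVE mice in a group, the choice of that pathway, and its tests and those of MHC class II, the SREBP2 targets and the LXR targets by thinning and by GC content and length.

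The paper does not discuss the interferon response genes, which were lower in BVE mice. All 24 genes were lower, 19 of them past the threshold and 22 when adjusted over the list alone, with a median log2 fold change of -1.55 (from -1.83 to -1.35 with each mouse left out) and an NES of -2.63 (adjusted p = 5.67e-10 from gene permutation with Benjamini-Hochberg adjustment, the smallest that the test can give). The score was -0.78 ± 0.37 in BVE mice and 0.78 ± 0.30 in control mice (SD, n = 4 each) (two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists). Psmb9 fell from 2071 ± 980.2 to 413 ± 57.8 normalized counts (SD, n = 4 each; log2 fold change -2.23, standard error 0.27, limma adjusted p = 0.000806), next to Psmb8, which is the gene of the list that the heat map of Supplementary Fig. 2c also shows. All 24 genes were above the limit of 3 reads in every library. An NES as far from 0 was found in 4 of the 35 splits of the 8 mice, but in none of the 18 with 2 BVE mice in each group. Besides the real one, the splits that reached it hold 3 BVE mice in a group and so part of the difference, and with so few splits the real groups cannot be told apart from a random split by the NES alone. The tables argue against fewer reads in the BVE libraries as the cause, since the NES was -2.67 with all libraries thinned to the smallest, and against a bias of GC content or transcript length, since it was -2.65 with that trend removed. Fewer immune cells in the BVE tissue cannot be told apart from a lower response within cells, because the T cell markers fell further than the interferon genes, with a median log2 fold change of -1.82. No batch is given by the labels. Exposure of the mice to microbes, housing, tamoxifen and the genotype of the control mice were not tested.

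MHC class II genes were also lower, all 7 of them past the threshold over all genes tested and when adjusted over the list alone, with an NES of -2.10 (adjusted p = 5.67e-10 from the same gene permutation) and a median log2 fold change of -2.79 (from -3.07 to -2.50 with each mouse left out). The score was -1.39 ± 0.23 in BVE mice and 1.39 ± 0.75 in control mice (SD, n = 4 each), and it did not overlap between the groups. H2-Ab1 fell from 32339.6 ± 14234 to 3676 ± 777 normalized counts (SD, n = 4 each; log2 fold change -3.05, standard error 0.31, limma adjusted p = 0.000283), and H2-DMa from 1843 ± 915 to 246 ± 55.6 (log2 fold change -2.80, standard error 0.31, limma adjusted p = 0.000498). The members of this family are similar to one another, so single values are uncertain, and 1 of the 7 is shown in Supplementary Fig. 2c. An NES as far from 0 was given by 8 of the 35 splits, and by none of the 18 with 2 BVE mice in each group. With thinned libraries the NES was -2.14 and with the trend on GC content and length removed it was -2.15, which argues against both as the cause. A loss of the immune cells on the lists is argued against as the whole cause, since their markers fell less, with a median of -1.82 for the T cell markers, which fell most. Dendritic cells are on none of the lists. A lower expression in epithelial cells, which may carry MHC class II, stays open as a hypothesis, as does a loss of dendritic cells.

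T cell markers had an NES of -2.17 (adjusted p = 2.10e-05 from gene permutation with Benjamini-Hochberg adjustment over the 12 checking lists). All 10 genes tested were lower, 8 past the threshold and 10 when adjusted over the list alone. Their most abundant genes were Gzma, with 832 ± 354 normalized counts in BVE mice and 3666 ± 2977 in control mice (SD, n = 4 each; limma adjusted p = 0.0220, past the threshold in 5 of the 8 fits without 1 mouse), and Ccl5, with 504 ± 100.0 and 2629 ± 2232 (limma adjusted p = 0.0119). Cd3e had a log2 fold change of -2.22 (standard error 0.32, limma adjusted p = 0.00236) and Cd3g one of -1.70 (standard error 0.28, limma adjusted p = 0.00496). Macrophage markers had an NES of -1.86 (adjusted p = 0.00283 from the same gene permutation), with 5 of 8 genes lower past the threshold and 6 when adjusted over the list alone. Their most abundant gene, C1qb, had 639 ± 92.5 normalized counts in BVE mice and 1320.0 ± 130.2 in control mice (SD, n = 4 each; limma adjusted p = 0.00225). B and plasma cell markers had an NES of -1.76 (adjusted p = 0.00833 from the same gene permutation), which passed the threshold in 5 of the 8 fits without 1 mouse and was -1.45 without control mouse F019. None of these 8 genes passed the threshold over all genes tested, 3 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. Jchain, the most abundant, had 27467 ± 14462 normalized counts in BVE mice and 39816 ± 17765 in control mice (SD, n = 4 each; limma adjusted p = 0.454). The scores of these 3 lists did not overlap between the groups (two-sided exact permutation p = 0.0286, 0.0572 after Benjamini-Hochberg adjustment over the 12 lists). An NES as far from 0 was given by 8 of the 35 splits for T cells, 11 for macrophages and 8 for B and plasma cells, among which were 0, 0 and 2 of the 18 splits with 2 BVE mice in each group. None of their genes is on another list or in Supplementary Fig. 2c, and 9 of the 10, all 8 and 6 of the 8 genes were above the limit of 3 reads in every library. A smaller share of immune cells in the BVE tissue is one hypothesis for the 3 lists, and lymphoid tissue taken with control samples would give the same; neither was tested.

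Tuft cell markers had an NES of 1.89 (adjusted p = 0.00526 from gene permutation with Benjamini-Hochberg adjustment). All 8 genes tested were higher in BVE mice, 2 past the threshold and 5 when adjusted over the list alone, and all 8 were above the limit of 3 reads in every library. The score did not overlap between the groups (two-sided exact permutation p = 0.0286, 0.0572 after Benjamini-Hochberg adjustment over the 12 lists). As far from 0 was the NES of 8 of the 35 splits, 2 of which have 2 BVE mice in each group. Depth and GC content were not tested for this list.

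Fatty acid synthesis genes had an NES of 2.11 (adjusted p = 0.000252 from gene permutation with Benjamini-Hochberg adjustment), with 12 of 13 genes higher, 4 past the threshold and 5 when adjusted over the list alone. The median log2 fold change was 0.45, which is smaller than that of the cholesterol enzymes. All 13 genes were above the limit of 3 reads in every library, and 2 of them are in Supplementary Fig. 2c. The score did not overlap between the groups (two-sided exact permutation p = 0.0286, 0.0572 after Benjamini-Hochberg adjustment over the 12 lists), and 2 of the 35 splits gave an NES as far from 0, the real one and one with 3 BVE mice in a group.

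Targets of SREBP2 outside the cholesterol pathway had an NES of 1.68 (adjusted p = 0.0107 from gene permutation with Benjamini-Hochberg adjustment), between 1.69 and 1.78 with each mouse left out. Of 8 genes, 7 were higher and 1 lower, 4 and 1 of them past the threshold, and 7 passed when adjusted over the list alone. The score was 0.40 ± 0.05 in BVE mice and -0.40 ± 0.13 in control mice (SD, n = 4 each) (two-sided exact permutation p = 0.0286, 0.0486 after Benjamini-Hochberg adjustment over the 17 lists), and 6 of the 35 splits gave an NES as far from 0, none of them with 2 BVE mice in each group. In the opposite direction to most of the list, Npc1l1 (ENSMUSG00000020447) fell from 7249.7 ± 1296 to 3289 ± 1021 normalized counts (SD, n = 4 each; log2 fold change -1.17, standard error 0.22, limma adjusted p = 0.00875). Targets of LXR had an NES of -1.60 (adjusted p = 0.0239 from the same gene permutation), which did not pass the threshold without BVE mouse F023 (-1.53). Of 6 genes, 5 were lower, 1 past the threshold and 2 when adjusted over the list alone, and 7 of the 35 splits gave an NES as far from 0, 1 of them with 2 BVE mice in each group. Their score was -0.50 ± 0.40 in BVE mice and 0.50 ± 0.31 in control mice (SD, n = 4 each), without overlap between the groups. Abca1 (ENSMUSG00000015243) fell from 613 ± 141 to 35.1 ± 19.8 normalized counts (SD, n = 4 each; log2 fold change -4.21, standard error 0.35, limma adjusted p = 7.64e-05), while Abcg5 (ENSMUSG00000040505) did not pass the threshold (log2 fold change -0.66, standard error 0.20, limma adjusted p = 0.0687), except without BVE mouse F013 (-0.81) and with array weights (-0.67). Of each list, 1 gene is in Supplementary Fig. 2c, and all genes were above the limit of 3 reads in every library. With thinned libraries the NES was 1.72 for the SREBP2 targets and -1.63 for the LXR targets, and with the trend on GC content and length removed it was 1.73 and -1.64, all past the threshold.

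The pathway Eukaryotic Translation Elongation had an NES of 2.96, the rank 4 among the Reactome pathways and a range from 2.57 to 3.34 with each mouse left out. As many as 13 of the 35 splits gave an NES as far from 0, 5 of them with 2 BVE mice in each group, so its place near the top of the ranking does not set the real groups apart. Fewer reads in the BVE libraries and a bias of GC content or length are argued against as the cause, since the NES was 2.97 with thinned libraries and 2.89 with that trend removed. Reads shared with the pseudogenes of ribosomal protein genes, and differences in RNA quality between mice, were not tested.

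Among 172 groups of 4 mice examined, 6 held a mouse whose log2 value lay so far from the others that the gap, divided by the range of the group, was above Dixon's critical value. Chance gives 8.6 such groups, so their number is not a pattern. All 6 are control mice. The ratio was 0.845 for Reg3a in F019 (3396 normalized counts, against 5379 to 5851 in the other 3), 0.840 for Tnfrsf19 in F017 (19.8 against 32.7 to 35.9), 0.897 for Klk1 in F017 (344 against 501 to 523), 0.887 for Abca1 in F014 (403 against 659 to 702) and 0.867 for Klf16 in F018 (136 against 167 to 172). For Vsig1 in F018 it was 1.0, but there a single read separates the mouse from 3 mice at 0, which is below the limit of detection. No explanation, technical or biological, was tested for these values.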

How the results depend on the processing

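The tests chosen only after the results were seen are the alternatives with pseudocounts of 0.1 and 5, quantile normalization, scaling to the same total, no variance trend and array weights.

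Of 422 values of 23 results that answer a comparison, under 20 settings besides the one reported, 388 kept their direction and their side of the threshold. With pseudocounts of 0.1 or 5, quantile normalization, scaling to the same total, no variance trend or array weights, all of these results kept both. Scaling to the same total moved the median log2 fold change of all genes from 0.004 to 0.081.

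Camera with the preset correlation of 0.01 kept the call of each of the 17 lists. Fry kept all but that of the Paneth markers (adjusted p = 0.115 from limma's fry) and added the enteroendocrine markers (adjusted p = 0.018 from limma's fry). With an estimated correlation, camera kept only the MAPK targets past the threshold among the lists that passed it in preranked GSEA. The adjusted p that limma's camera then gave was 0.0577 for the cholesterol biosynthesis enzymes, 0.0584 for the SREBP2 targets, 0.0772 for the interferon response, 0.0864 for MHC class II, 0.092 for the gastric metaplasia markers, 0.139 for the fetal-like markers, 0.155 for the enterocyte markers, 0.218 for both the G2/M genes and the Myc targets, 0.224 for the LXR targets and 0.298 for the Paneth markers. This test estimates the correlation within a list from 8 libraries.

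With no filter on low values, 357 Reactome pathways passed the threshold in place of 222, and the goblet markers passed it (NES 1.74). With the stricter filter, 146 pathways passed, the Wnt targets had an NES of 0.97 in the reversed direction and the gastric metaplasia markers one of 1.32, no longer past the threshold; the cause was not tested, apart from the smaller number of genes tested, 12289 in place of 17476. Thinned to the smallest library, the gastric metaplasia markers passed in only 4 of 10 draws, so their call is limited by depth, as 3 of their 4 genes were near the limit of 3 reads in some libraries.

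The 8 fits that each left out 1 mouse gave from 708 to 1520 genes higher or lower in BVE tissue past the threshold, with 298 to 640 higher and 410 to 880 lower. The count fell by more than 1.5 times without BVE mouse F023 (895 genes), without control mouse F014 (804), without control mouse F018 (708) and without control mouse F019 (905), where fewer mice also leave less power. Of these, 842, 785, 694 and 847 genes were among the 1363. Reactome pathways past the threshold ranged from 124, without BVE mouse F011, to 241. The NES of the LXR targets ranged from -1.72 to -1.53 and lost its call without F023. The NES of the goblet markers ranged from 1.09 to 1.61, past the threshold only without F08. For the S phase genes it ranged from -0.64, without F011 or F018, to 1.43, past the threshold only without F08. Among the lists that check the tissue, fibroblast markers ranged from -0.71 to 1.27 and were negative without F011 (-0.71) or F018 (-0.64), and distal small intestine markers ranged from -1.35 to 0.75, the last without F08. None of these fits brought either list past the threshold. The cause was not tested.

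Of 68 genes named in the text, the fits without 1 mouse gave 465 values on the same side of the threshold, 59 no longer past it (12 genes), 2 newly past it and 18 reversed (5 genes). The reversed genes were far from the threshold: log2 fold changes ranged from -0.36 to 0.17 for Olfm4, from -0.28 to 0.08 for Muc2, from -0.03 to 0.79 for Alpi, from -0.27 to 0.31 for Klf16 and from -0.35 to 0.58 for Cebpb. Under the other settings, 522 values stayed the same, 12 were no longer past the threshold (8 genes), 1 was newly past it and 4 were reversed: Olfm4 at 0.03 with array weights, Muc2 at 0.09 with quantile normalization and 0.05 with scaling to the same total, and Klf16 at 0.07 with that scaling. For the checking lists, the rank of the cholesterol pathway and the translation pathway, 97 values of the fits without 1 mouse stayed the same, 12 were no longer past the threshold or had moved by more than 1.5 times (5 results) and 3 were reversed (2 lists). Under the other settings 1 of these was no longer past the threshold.

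Several alternatives set beforehand were not run. DESeq2 with its size factors, limma-voom and a surrogate variable from svaseq take raw counts, and the values were treated as normalized because the unit check did not accept the step of control mouse F019, although the steps give whole reads in all 8 libraries. RLE normalization would repeat the deposited scaling. Tests on transposable elements were not run because the table has no such features. Leaving the features other than genes in or out makes no difference, since there are none. An absolute log2 fold change above 0.5 as a further condition left 1362 of the 1363 genes.

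Depth limits Aqp5, Vsig1 and the other genes near the limit of 3 reads, which was between 2.22 and 4.49 normalized counts, and no limit of this kind was found for the cholesterol enzymes, all 20 of which were above it in every library.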

Differences from the paper's values

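No test in this part was chosen after the results were seen, apart from the settings added later that are named as such.

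The paper's rt-qPCR of the same RNA gives Mvd a fold of about 8.7 in BVE over control mice (Fig. 4c, read by eye), against a ratio of mean normalized counts of 2.35 by RNA-seq. For Mvk it is about 4.5 (Fig. 4c, read by eye), against 2.83. None of the alternatives set before the data were examined closed the gap for Mvd (from 2.13 to 2.73 with each mouse left out). For Mvk the ratio lay between 2.66, without control mouse F014, and 3.06, without control mouse F019, and so stayed below the paper's value. The filters on low values do not change these ratios. For Chga and Lyz1 the same comparison gave closer values. The rt-qPCR fold of Chga was about 0.3 (Fig. 2f, read by eye), against 0.303 by RNA-seq. That of Lyz1 was about 0.27 (Supplementary Fig. 5c, read by eye), against 0.236, or 0.0833 without BVE mouse F011.

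The Methods aimed for 25 M reads per sample, which is the paper's value for reads sequenced, while the median number of reads on genes was 15.5 M per library. These are not the same measure. No alternative set before the data were examined closed the gap, with medians from 14.9 to 16.1 when each mouse was left out.

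The paper reports an enrichment of a canonical Wnt signature in BVE tissue, whereas the Wnt targets used here had an NES of -1.11 and no setting that was run, including those added after the values were seen, made them higher past the threshold. It names a cholesterol signature as the one that scored highest, whereas the cholesterol pathway ranked 15 among the Reactome pathways, a different collection, and ranked 1 only without BVE mouse F08. Ranks in different collections are not the same measure, and several pathways ahead of it shared their size and NES with another. Among these pathways, the NES of Eukaryotic Translation Elongation was reached by 13 of the 35 splits. The NES of the cholesterol pathway was reached by 1, the real one. Among the 17 lists the cholesterol enzymes scored highest, except without control mouse F014 or F017 and with no filter on low values, where the G2/M genes did.

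No significant change of the metaplasia signature is reported in the paper, whereas the 4 metaplasia markers tested here passed the threshold (NES 1.69). The 4 markers did not pass with the stricter filter (1.32) or under camera with an estimated correlation. Aqp5 and Anxa10 among them passed the filter on low values only through BVE mice. The choice of genes thus depended on the difference tested, so this result does not contradict the paper's.

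E2F targets are among the signatures that the paper reports as enriched. The S phase genes, used here in place of an E2F signature, had an NES of 0.81 and passed the threshold only without BVE mouse F08 (1.43). They are a different list from the paper's signature, which was not tested, and the G2/M genes were higher (NES 2.55). The score of the S phase genes thus does not speak against the paper's enrichment. The paper reports more goblet cells by staining, whereas the goblet markers did not pass the threshold (NES 1.41) except with no filter on low values (1.74) and without BVE mouse F08 (1.61). It reports weaker Alpl staining, whereas Alpl RNA had a log2 fold change of 0.52 and was lower in no setting that was run. By the Methods, this stain uses a substrate of alkaline phosphatase, so it does not measure the product of Alpl alone. The RNA of Alpi, which encodes an intestinal alkaline phosphatase, had a log2 fold change of 0.47, and of -0.03 without BVE mouse F013. Other alkaline phosphatase genes are not given here, so these values do not tell whether the RNA behind the stain fell. The legend of Supplementary Fig. 2 gives another number of animals per genotype than the 4 of the libraries used here. The markers Lgr5 and Olfm4 are described as comparable between groups, and neither passed the threshold here, although Lgr5 was lower in each BVE mouse than in each control mouse.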

Other observations

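The tests chosen only after the results were seen are the exact permutation of list scores, the count of splits by the number of BVE mice in a group, the other splits for the checking lists, for the number of Reactome pathways and for the genes that the study names. Their counts, like those of the results tested before, are of all 35 splits of the 8 mice into groups of 4, in which the real split is included.

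Among the other splits, the most genes past the threshold were 5, with F011, F08, F017 and F019, the mice high in Ddx3y, in 1 group. As many as between the real groups were found in 1 of the 35 splits, the real one. The same was found, with 1 of 35, for the genes that the study names, the cholesterol biosynthesis enzymes, the Cholesterol biosynthesis pathway of Reactome, the MAPK targets and the fetal-like markers. For the genes that the study names this is no independent evidence, since most of them are heat map genes chosen on the same libraries. As many Reactome pathways were found in 2 of the 35 splits, the real one and one with 3 BVE mice in a group. An NES as far from 0 was found in 3 splits for the enterocyte markers, 7 for the G2/M genes, 8 for the Myc targets, 8 for the gastric metaplasia markers, 14 for the enteroendocrine markers, 15 for the Paneth markers, 16 for the Wnt targets, 19 for the goblet markers, 20 for the stem cell markers and 30 for the S phase genes. These counts of splits are above 1 in 20. For the enterocyte markers, the G2/M genes and the gastric metaplasia markers, however, all splits as far from 0 besides the real one hold 3 BVE mice in a group and so part of the difference, and none of the 18 with 2 BVE mice in each group is among them, so that for these lists the real groups cannot be told apart from a random split by the NES with so few splits. Among these 18 splits, as far from 0 were 1 for the Myc targets, 3 for the enteroendocrine markers, 7 for the Paneth markers, 7 for the Wnt targets, 10 for the goblet markers, 10 for the stem cell markers and 16 for the S phase genes, for which the NES alone does not set the real groups apart from other groupings.

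For the enterocyte markers, technical explanations were weighed against a change of the tissue. Fewer reads in the BVE libraries are argued against as the cause, with an NES of -2.18 after thinning, and so is a bias of GC content or transcript length, with -2.16 after that trend was removed. Fewer epithelial cells in the BVE tissue would have lowered the epithelial markers, whose median log2 fold change was 0.29 (from 0.19 to 0.43 with each mouse left out). These markers had an NES of 1.69 (adjusted p = 0.0178 from gene permutation with Benjamini-Hochberg adjustment), which 3 of the 35 splits reached, none of them with 2 BVE mice in each group, and passed the threshold in 7 of the 8 fits without 1 mouse, the exception being that without BVE mouse F013 (1.56). Tissue from another stretch of the small intestine cannot be told apart from a change of the enterocytes: the median of the distal markers was -0.51, but only 3 of them were tested and they went both ways. Distal markers had an NES of -1.05, reached by 23 of the 35 splits, and proximal markers one of -1.69 (adjusted p = 0.0178 from the same gene permutation), reached by 8 of the 35 splits, 5 of them with 2 BVE mice in each group, and past the threshold in 5 of the 8 fits without 1 mouse; it was -1.42 without F08. Among the 6 proximal markers, only 1, Lct, passed the threshold, and it is also an enterocyte marker and the only gene of the leading edge. The median log2 fold change of these markers was -0.12 (from -0.46 to 0.09 with each mouse left out), and their scores overlapped between the groups (two-sided exact permutation p = 0.2857, 0.4286 after Benjamini-Hochberg adjustment over the 12 lists). The oncogene, the difference that the design was made for, stays open as well. So does tamoxifen, which by the RNA-seq Methods was given to the BVE mice while the control mice received vehicle.

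The rise of the cholesterol biosynthesis enzymes was weighed in the same way. With thinned libraries their NES was 2.56, and with the trend on GC content and length removed it was 2.53, which argues against both as the cause. A rise of lipid synthesis in general is one candidate explanation, and the fatty acid synthesis genes, tested for it, were also higher (NES 2.11). A fall of cell sterols sensed by SREBP2 and LXR is another, for which the LXR targets would fall and the SREBP2 targets rise. The SREBP2 targets outside the pathway rose as predicted, with an NES of 1.68, 7 of 8 genes higher and 1 lower. They passed the threshold in all 8 fits without 1 mouse, but not under camera with an estimated correlation (adjusted p = 0.0584). The NES of the LXR targets was -1.60, but with 6 genes, 1 of them past the threshold, and a call that is lost without F023. A fall of sterols cannot be told apart from other causes by these values. More proliferating cells, the third, are not decided as a part of the cause, because the S phase genes had an NES of 0.81 while the G2/M genes were higher. As the whole cause they are argued against, in a comparison made after the values were seen. With each mouse left out, the median log2 fold change of the enzymes, 0.91, lay between 0.86 and 1.01. That of the G2/M genes, 0.43, lay between 0.33 and 0.54, and that of the S phase genes, 0.1, between -0.03 and 0.25. Tamoxifen, if the control mice received vehicle, cannot be told apart from the oncogene as a cause. Sterols were not measured in these libraries.

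Of the remaining lists that check the tissue, smooth muscle markers had an NES of -1.10, reached by 28 of the 35 splits, and fibroblast markers one of 0.77, reached by 32. The sex-linked genes had an NES of -0.98, and no sex was assigned to any mouse. A single pancreatic acinar marker, of the 10 on the list, passed the filter (NES 1.32, adjusted p = 0.0325 from gene permutation with Benjamini-Hochberg adjustment), and its GSEA passed the threshold in 5 of the 8 fits without 1 mouse. A single gene says little about pancreatic tissue in the samples.

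In human serrated lesions, the paper relates cholesterol genes to the regulons of CEBPB, CREB3, NR2F1, KLF16, SP6 and FOSL1. In the mouse libraries, Cebpb (ENSMUSG00000056501) had a log2 fold change of 0.16 (standard error 0.58, limma adjusted p = 0.919), Creb3 (ENSMUSG00000028466) one of -0.12 (standard error 0.15, limma adjusted p = 0.720) and Klf16 (ENSMUSG00000035397) one of -0.01 (standard error 0.34, limma adjusted p = 0.993). Nr2f1, Sp6 and Fosl1 did not pass the filter on low values. Cebpb and Klf16 changed direction with single mice left out. These values are of RNA, not of the activity of the factors.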
